# Pericytes are organ-specific regulators of tissue morphogenesis

**DOI:** 10.1038/s41467-026-71643-1

**Published:** 2026-05-12

**Authors:** Seyed Javad Rasouli, Kai Kruse, Rodrigo Diéguez-Hurtado, Parisa Ghanbari, Anusha Aravamudhan, Mara E. Pitulescu, Ralf H. Adams

**Keywords:** Organogenesis, Angiogenesis, Mouse

## Abstract

Endothelial cells lining the vessel network are indispensable for vascular transport but also provide paracrine signals controlling the behavior of nearby cell types. Pericytes are another essential component of the vessel wall, but little is known about their interactions with other cell populations during organ growth and patterning. Here, we use mouse genetics to address the function of three pericyte-derived factors in postnatal lung and brain. We find that inactivation of the gene for hepatocyte growth factor (HGF) or brain-derived neurotrophic factor (BDNF) in pericytes causes no overt alterations in postnatal brain but impairs lung development, which we attribute to defective interaction with AT2 epithelial cells and pulmonary endothelium, respectively. In contrast, pericyte expression of the growth factor Nodal is dispensable for lung morphogenesis but regulates vessel growth and barrier function in the postnatal brain through interactions with endothelial cells, astrocytes and microglia. Taken together, our findings establish that pericytes are a critical source of paracrine signals controlling morphogenetic processes in an organ-specific fashion.

## Abstract (web summary)

Pericytes help to preserve vascular integrity, but little is known about their role in organ growth and development. Here, the authors report that pericyte-derived HGF and BDNF are required for lung, but not brain, development, whereas Nodal controls vessel growth and barrier function in brain, indicating that pericytes provide organ-specific paracrine signals to control morphogenesis.

## Introduction

Blood vessels form a highly elaborate, hierarchical network that reaches, with a few exceptions, into all parts of the vertebrate body. In addition to the essential transport function of the vasculature, endothelial cells provide critical molecular signals acting on other cell populations in their vicinity. This paracrine (also termed ‘angiocrine’) function of endothelial cells regulates morphogenesis, homeostasis and regeneration of different organs, including lung, liver, heart, and bone^1,2^. Endothelial cells (ECs) are also a critical component of stem cell niches and thereby play key roles in hematopoiesis, bone formation, and neurogenesis^3,4^. Thus, ECs have emerged as important signaling centers that acquire organ-specific specialization, coordinate regeneration and help to prevent deregulated, disease-promoting processes. Even though the range of EC-derived signals has been explored only partially, it is evident that the angiocrine function of capillary EC is reflected by specialized expression of certain genes, distinguishing different organs but also local environments within the same organ^5–8^.

Pericytes, capillary-associated supporting cells, are another essential component of the vessel wall and help to preserve vascular integrity^9,10^. Pericytes, but also the other mural cell population, vascular smooth muscle cells (vSMCs), are fairly heterogeneous with regard to their morphology, but also developmental origin. Pericytes and vSMCs in the developing heart, for example, can either arise from epicardial mesothelial cells or, as we have shown, via endothelial-to-mesenchymal transition from the embryonic endocardium^11,12^. Neural crest cells give rise to pericytes in the retina, brain, thymus, and the head region^13–16^. In the gut, lung and liver, the mesothelium, a single-layer squamous epithelium, is a source of mural cells^17,18^. Distinct developmental origins and tissue environments may also explain the expression of specific molecular markers by pericytes in different organs, including a range of secreted molecules, as was uncovered by single-cell RNA-sequencing (scRNA-seq) and other approaches^19,20^. Likewise, scRNA-seq has revealed substantial organ-specific gene expression profiles of pericytes and other vessel-associated cells in adult brain and lung^21^. Our own previous work has established that pulmonary pericytes control the proliferation of epithelial cells and are thereby indispensable for alveologenesis during postnatal lung development^22^.

Stimulated by the findings above, we have utilized scRNA-seq in combination with mouse genetics and cell culture approaches to explore whether pericytes act as organ-specific regulators of tissue morphogenesis during postnatal development. We chose lung and brain as representative model organs and explored the function of several pericyte-derived, potentially angiocrine-acting factors, namely brain-derived neurotrophic factor (BDNF), hepatocyte growth factor (HGF) and Nodal, a TGFβ family protein. Our findings establish that pericytes are indeed functionally specialized in those two organs and regulate the behavior of other cell types in their vicinity through the secretion of angiocrine signals.

## Results

### In vivo characterization of lung and brain pericytes

To investigate pericyte morphology in lung and brain, we employed a genetic labeling strategy involving *Pdgfrb-CreERT2* transgenic mice^12,23^ in combination with the *R26-mT/mG* Cre reporter^24^. While vascularization of the brain is initiated around midgestation in the mouse embryo, this process continues during postnatal stages in order to expand and remodel the brain vasculature^25^. Similarly, growth of the murine pulmonary vasculature begins early after midgestation but continues during several weeks of postnatal life, accompanying major steps of lung septation and alveolarization, which results in a peak of alveolar density at postnatal day (P) 39^26–28^. Given the comparably broad expression of PDGFRβ in different embryonic cell populations^29^, we selected the time window from postnatal day P0 up to P12 for the brain and up to P21 for the lung for our analyses. Previous work had already established that *Pdgfrb-CreERT2* allows efficient fate tracking and genetic manipulations in postnatal mural cells in a range of organs, including brain and lung^12,22,30,31^, whereas limited recombination is observed in cells with low PDGFRβ expression, such as fibroblasts. Following the administration of a low dose of 4-hydroxytamoxifen (4-OHT) at P1, Cre-mediated recombination and irreversible expression of green fluorescent protein (GFP) labeled a limited number of mural cells in different postnatal organs. Analysis of GFP+ cells by confocal microscopy at high resolution (Fig. 1a–c) revealed substantial differences in pericyte abundance and morphology. GFP+ pericytes in the postnatal brain cortex at P12 extend numerous short cellular protrusions and are densely covering capillaries (Fig. 1a). Moreover, *Pdgfrb-CreERT2*-labeled brain pericytes are located in close proximity to astrocytes expressing glial fibrillary acidic protein (GFAP) and microglia expressing Allograft inflammatory factor 1 (AIF1) (Fig. 1b). In contrast, lung pericytes are comparably sparse and extend multiple long cellular processes contacting ECs (Fig. 1c). In both brain and lung, there is good colocalization between GFP signal and PDGFRβ immunostaining, which is most prominent on the cell body (Fig. 1a, c). In the lung, very little GFP signal is seen outside of the vasculature, consistent with our previous work showing that activation of *Pdgfrb-CreERT2*-mediated recombination with tamoxifen administration at P1–P3 does not lead to labeling of PDGFRα+ fibroblasts, alpha smooth muscle actin (αSMA)+ bronchial smooth muscle cells or myofibroblasts^22^. In addition, PDGFRβ immunostaining of pericytes is predominantly confined to the alveolar septum, the tissue between apposing alveolar walls (Fig. 1d, f). Immunostaining indicates that alveolar type 2 (AT2) epithelial cells express Prosurfactant Protein C (proSP-C), which acts as a stem cell in the pulmonary epithelium and gives rise to terminally differentiated RAGE+ (receptor for advanced glycation end products)^32,33^. AT2 cells are also enriched in the septum region (Fig. 1e, f).

**Fig. 1:**
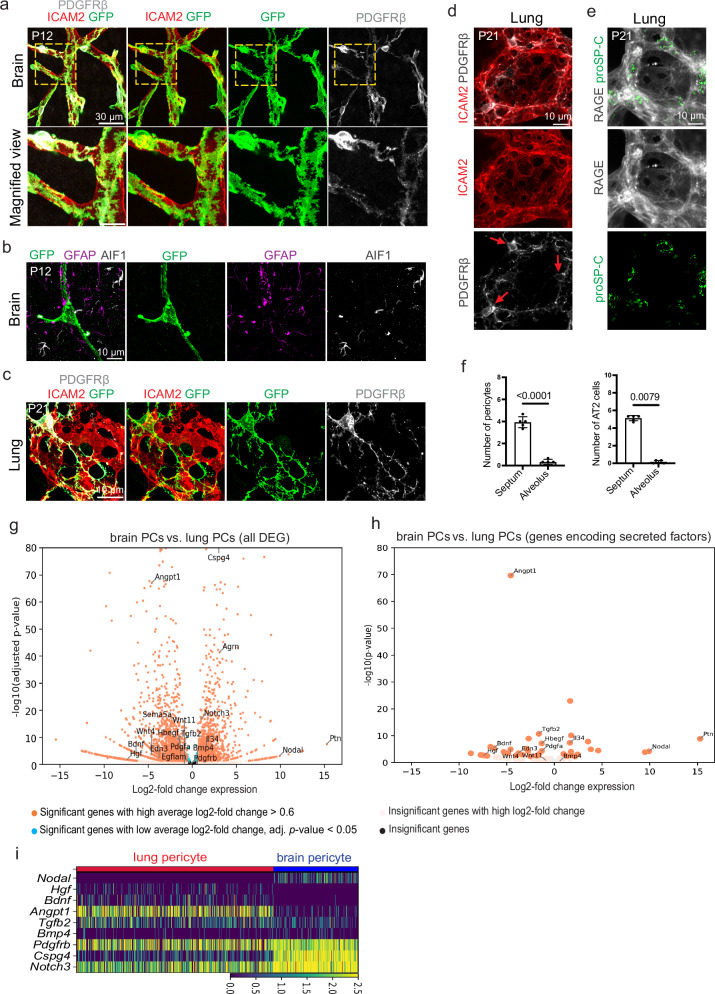
Characterization of lung and brain pericytes. **a** Labeling of pericytes in the P12 brain cortex via *Pdgfrb(BAC)-CreERT2*-mediated, tamoxifen-induced GFP expression (green). Confocal images also show PDGFR (gray), a pericyte marker, and ICAM2, labeling ECs (red). Bottom panels show higher magnification of the yellow dashed boxes in the top row. **b** Confocal images showing the proximity of GFP+ pericytes (green), Glial fibrillary acidic protein (GFAP)+ astrocytes (magenta) and Allograft inflammatory factor-1 (AIF)+ microglia (gray) in the P12 brain cortex. **c** *Pdgfrb(BAC)-CreERT2*-mediated labeling of pericytes (GFP, green) in the P21 lung. Confocal images also show PDGFRβ (gray) and ICAM2 (red). **d** Maximum intensity projections showing PDGFRβ+ pericytes (gray) and ICAM2+ ECs (red) in the lung alveolus. Red arrows indicate pulmonary pericytes in the alveolar septum. **e** Confocal images showing the localization of Prosurfactant Protein C (proSP-C)-expressing type 2 alveolar epithelial cells (green) and receptor for advanced glycation end products (RAGE)-positive type 1 alveolar epithelial cells (gray). **f** Graphs showing the number (per area/82 × 82 × 6 µm) of pericytes and type 2 alveolar epithelial cells in the septal and alveolar regions of lung alveoli. Data represent mean ± s.e.m. (*n* = 5 mice per group); *P*-values, unpaired two-tailed Student *t*-test (pericytes) and two-tailed Mann–Whitney test (alveolar epithelial cells). Volcano plots showing the differential expression of genes (**g**) and differentially expressed ligands (**h**) in pericytes from P14 lung^36^ versus P12 brain. Average log2-fold change > 0.6, adjusted *p*-value < 0.05). **i** Heatmap of differentially expressed ligands (padj < 0.01) in pericytes from postnatal lung^36^ versus brain. Pseudobulk DE analysis uses two-sided Wald test + independent filtering as implemented by pyDESeq2 (**g**–**i**). Source data are provided as a Source Data file.

As previous work has uncovered evidence for the expression of organ-specific markers both in mice and humans^19,34,35^, we aimed at the identification of pericyte-derived, paracrine-acting factors that might potentially control morphogenetic processes during postnatal development. Comparison of a public scRNA-seq resource for murine pulmonary development provided by the Thébaud laboratory^36^ with our own scRNA-seq data, which is introduced later in the course of this article, indicates that pericytes from wild-type postnatal lung and brain express the expected general mural cell markers, namely *Pdgfrb* (encoding Platelet-derived growth factor receptor β, PDGFRβ), *Cspg4* (Chondroitin Sulfate Proteoglycan 4), and *Notch3*, which encodes a Notch family receptor (Fig. 1g, i). In addition, pericytes from the lung and the brain show organ-specific gene expression. In particular, we identified several differentially expressed transcripts for secreted factors. 

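For the brain, the data are the P12 cortex library of Nodal lox/lox control mice, in which 225 cells formed pericyte-like clusters, named from Kcnj8, Atp13a5, Art3, Higd1b, Vtn, Rgs5 and Abcc9. The lung resource is public and was not analysed here. Unique molecular identifiers (UMIs, 1 per captured transcript) were summed over these cells and expressed as CPM, UMIs scaled to the total of the same cells. Pdgfrb, on chromosome 18 from 61178212 to 61218133 of GRCm39, had 855 (806 to 906) CPM, with the exact Poisson 95% interval in parentheses. The values were 1260.4 (1201 to 1322) CPM for Cspg4 and 1507.5 (1442 to 1575) CPM for Notch3. In endothelial-like cells of the same library the 3 transcripts had 1.64, 2.74 and 4.28 CPM. A Pdgfrb UMI was found in 96% of pericyte-like cells, at a median of 5433 UMIs per cell, against 1.03% of endothelial-like cells at a median of 10192.5. Of the alternatives, clustering without integration of the libraries moved these values most, to 1067 CPM for Cspg4 and 1711 CPM for Notch3.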

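In the P12 cortex library of Nodal lox/lox control mice, Hgf (chromosome 5 from 16758041 to 16828178 of GRCm39) had no UMI in any of the 225 pericyte-like cells, which allows a share of cells with a UMI of up to 1.63%, the upper end of the interval. Bdnf (chromosome 2 from 109505045 to 109557475) had 3 UMIs in 3 of these cells, a share of 1.33% (0.276 to 3.85%) with its exact Clopper-Pearson 95% interval. In microglia-like cells, taken as background, the share was 0.119% (0.00302 to 0.662%) at a median of 6187 UMIs per cell. The 2 intervals overlap, which alone does not show that Bdnf is at background in pericyte-like cells. The lung side of the comparison comes from the public resource, which was not analysed here.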

*Hgf* (encoding hepatocyte growth factor) and *Bdnf* (brain-derived neurotrophic factor), a regulator of axon guidance through its receptor TrkB/Ntrk2^37,38^, are found in pericytes of the lung but are not detectable in the brain (Fig. 1g–i and Supplementary Data 1–4). *Angpt1* (Angiopoietin 1), an important regulator of vascular growth and integrity, shows a similar distribution pattern of higher expression in lung relative to brain pericytes, which is consistent with previous work^22^ and published scRNA-seq results from adult lung and brain^21,39,40^. In turn, *Nodal*, a member of the TGFβ superfamily, is enriched in brain pericytes relative to lung (Fig. 1g–i and Supplementary Data 1–4). 

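On the brain side, Angpt1 (chromosome 15 from 42288058 to 42540417 of GRCm39, minus strand) had 41.6 (31.3 to 54.1) CPM in pericyte-like cells of the P12 control cortex, and 16% (11.5 to 21.5%) of these cells had a UMI. In the same library it had 150.2 (122 to 183) CPM in vascular smooth muscle cell (vSMC)-like cells, 48.4 (43.5 to 53.9) CPM in astrocyte-like cells and 1.46 (0.759 to 2.44) CPM in endothelial-like cells, of which 1.42% had a UMI. The pericyte-like value was 77.2 CPM when the libraries were clustered without integration.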

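Nodal, listed as ENSMUSG00000037171.7, lies on chromosome 10 from 61253587 to 61261117 of GRCm39. In the P12 control cortex a Nodal UMI was present in 101 of 225 pericyte-like cells, 44.9% (38.3 to 51.6%). The share in microglia-like cells, taken as background, was 0.119% (1 of 839 cells), at medians of 5433 UMIs per cell in pericyte-like and 6187 in microglia-like cells. The lung values of this comparison were taken by the paper from the public resource.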

Based on these findings and bioinformatic analyses pointing at potential interactions of these pericyte-derived factors and neighboring cells in brain and lung (Supplementary Fig. 1a, b and Fig. 2a–d), we used an inducible genetic strategy involving the *Pdgfrb-CreERT2* line in combination with loxP-flanked alleles for three candidate genes, namely *Hgf*, *Bdnf* and *Nodal*, for functional studies during postnatal organ development.

### Pericyte-derived BDNF controls pulmonary angiogenesis and development

To investigate the function of *Bdnf* in pulmonary pericytes in mice, conditional *Bdnf* alleles were introduced into the *Pdgfrb-CreERT2* background. Following tamoxifen administration at P1-3, ICAM2 immunostaining shows that vascularization is reduced in P21 lungs of the resulting *Bdnf*^iPCKO^ mutants (i.e., inducible *Pdgfrb-CreERT2*-mediated knockouts) relative to littermate controls (Fig. 2a, f). The number of ECs, visualized by nuclear ERG immunostaining, and the number of PDGFRβ+ cells are decreased in *Bdnf*^iPCKO^ lungs (Fig. 2b, c, g, h), whereas the ratio of ERG+ to PDGFRβ+ cells is not significantly changed (Fig. 2i). Lung immunostaining for EdU+ endothelial cells shows a significant reduction of proliferating ERG+ cells in *Bdnf*^iPCKO^ lungs compared to controls (Fig. 2d, j). In addition to the endothelial defects, immunostaining for NKX2.1 (a transcription factor expressed by both AT1 and AT2 cells) and LAMP3 (an AT2 cell marker) shows that the number of AT1 and AT2 epithelial cells is also decreased in P21 *Bdnf*^iPCKO^ lungs (Fig. 2e, k). Consequently, the mutants exhibit enlarged airspaces and a significant decrease in total lung volume (Fig. 2l–n).

**Fig. 2:**
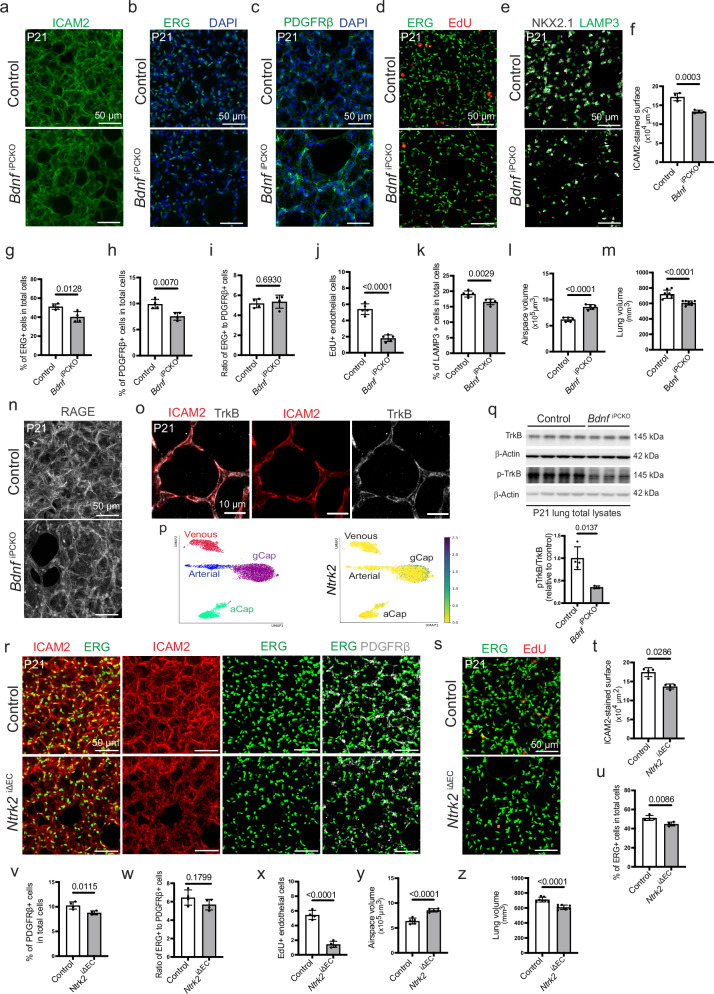
Pulmonary vascular development is regulated by BDNF-TrkB signaling. **a**, **b** Confocal images of *Bdnf* ^iPCKO^ and littermate control lungs stained for ICAM2 (green) (**a)** or ERG (green) and DAPI (blue) (**b**). **c** Confocal images of *Bdnf* ^iPCKO^ and littermate control lungs showing PDGFRβ-labeled pericytes (green) and DAPI-stained nuclei (blue). **d** Confocal images of *Bdnf* ^iPCKO^ and littermate control lungs showing EdU (red)-stained ECs (ERG+ , green). **e** Confocal images of NKX2.1-stained alveolar epithelial cells (gray) and LAMP3+ type 2 alveolar epithelial cells (green) in *Bdnf* ^iPCKO^ and littermate control lungs. **f–m** Graphs showing the ICAM2-stained vascular density based on 3D reconstruction surface images, as shown in (**a**) (**f**), percentage of ERG+ EC nuclei in total cells (**g**), percentage of PDGFRβ+ cells in total cells (**h**), ratio of ERG+ cells to PDGFRβ+ cells (**i**), the number of EdU+ ECs per area (283 × 283 × 22 µm) (**j**), ratio of LAMP3+ AT2 epithelial cells to total cells (**k**), airspace volume (**l**), and lung volume measurement (**m**) in P21 *Bdnf* ^iPCKO^ and littermate control lungs. Data represent mean ± s.e.m. (*n* = 4 (**f**–**i**), *n* = 5 (**j–l**), *n* = 8 (**m**); *P*-values, unpaired two-tailed Student *t*-test. **n** Confocal images of *Bdnf* ^iPCKO^ and control lungs stained for RAGE (gray). **o** Confocal images showing TrkB immunostaining (gray) in ICAM2+ (red) ECs in pulmonary capillaries. **p** Validation of expression of *Ntrk2* (encoding TrkB) in ECs by scRNA-seq analysis. UMAP plot showing color-coded EC subclusters, namely arterial, venous, general capillary (gCap) and aerocytes (aCap), in P21 lung (left). *Ntrk2* expression in gCap endothelial cells (right). **q** Western blot showing TrkB and Phospho-TrkB (p-TrkB) in *Bdnf* ^iPCKO^ and littermate control total lung lysates. Molecular weight marker (kDa) is indicated. β-Actin is shown as a loading control. Quantitation of p-TrkB/TrkB ratio is shown in the graph below. Data represent mean ± s.e.m. (*n* = 4 control and 3 mutants); *P*-values, unpaired two-tailed Welch’s test. **r** Confocal images of ICAM2+ (red) and ERG+ (green) endothelial cells, and PDGFRβ+ cells (gray) in EC-specific *Ntrk2*^iΔEC^ loss-of-function mutant and littermate control lungs. **s** Confocal images of *Ntrk2*^iΔEC^ and control lungs showing EdU (red)-stained ECs (ERG+, green).Graphs showing the ICAM2-stained vascular density (**t**), percentage of ERG + EC nuclei in total cells (**u**), percentage of PDGFRβ+ cells in total cells (**v**), ratio of ERG+ cells to PDGFRβ+ cells (**w**), the number of EdU+ ECs per area (283 × 283 × 22 µm) (**x**), airspace volume (**y**), and lung volume measurement (**z**) in P21 *Ntrk2*^iΔEC^ and littermate control lungs. Data represent mean ± s.e.m. (*n* = 4 (**t**–**x**), *n* = 5 (**y**), *n* = 7 (**z**); *P*-values, unpaired two-tailed Mann–Whitney test in **t** and unpaired two-tailed Student *t*-test in (**u–z**). Source data are provided as a Source Data file.

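Lungs of P21 Bdnf iPCKO mutants and littermate Bdnf lox/lox controls were dissociated, and cells of 2 mice per genotype were pooled into 1 library each, so that there is 1 library per genotype and no replicate. All mice had received 50 µg tamoxifen on each of 3 days from P1 to P3, and about 40000 cells per library were prepared for the BD Rhapsody whole-transcriptome assay, which captures the 3' ends of polyadenylated transcripts on barcoded beads and counts each captured transcript by its UMI. The authors counted UMIs per gene and barcode with STARsolo on GRCm39, without a cell filter, and divided the UMIs of reads that map to several genes between these by expectation maximization, so that the deposited matrices hold estimated counts that are not all whole (8.50% of entries are fractional in the control and 8.90% in the mutant matrix). The control matrix holds 169814433 UMIs and the mutant matrix 186701379. Cells were separated from empty barcodes at the knee of the barcode rank curve, at 1631 and 1398 UMIs, followed by removal of barcodes high in mitochondrial or total UMIs and of doublets called by Scrublet (6.17% and 6.27%). This left 15565 control cells with a median of 6961 UMIs and 22535 mutant cells with a median of 4841. The cells of both libraries were clustered together after Harmony integration, without the genes reported as results, and clusters were named from marker genes that do not include any of them. Clusters with 5.46% of control and 8.68% of mutant cells stayed unnamed, among them groups with markers of 2 cell classes. Raw UMIs were then summed per library and cell type and expressed as CPM with exact Poisson 95% intervals. The ratio of 2 libraries is given as log2, mutant over control, with its conditional exact 95% interval. All intervals cover counting error only and not the variation between mice, and no test between genotypes was possible. The controls have no CreERT2 transgene, so effects of the transgene and of the deletion fall on the same side of the comparison.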

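Bdnf, listed as ENSMUSG00000048482.15, was counted in 167 pericyte-like cells of the control and 204 of the Bdnf iPCKO lung, named from Gucy1a1, Gucy1b1, Lipg, Higd1b, Cox4i2, Trpc6 and Kcnk3. It fell from 33 UMIs among 671281 (49.2 CPM, interval 33.8 to 69.0) to 3 among 597164 (5.02 CPM, 1.04 to 14.7), a log2 ratio of -3.29 (-5.64 to -1.62). The share of pericyte-like cells with a Bdnf UMI was 8.98% at a median of 3490 UMIs per cell in the control and 1.47% at a median of 2735.5 in the mutant. With every cell thinned to 1857 UMIs, which left out 4 control and 33 mutant cells, the shares were 4.91% and 0.585%. Alveolar type 2 (AT2)-like cells had a Bdnf UMI in 0.796% of control cells at a median of 8414, and barcodes without a cell held 33.8 CPM of Bdnf in the control and 39.2 CPM in the mutant library. Most of the control UMIs lay in 1 cluster of 191 of the 371 cells, with Rgs5 and Tagln among its leading genes, which was close to the limit set between pericyte-like and smooth muscle-like cells (marker ratio 0.497, limit 0.5) and held 28 control and 1 mutant UMI. In the other 180 cells there were 5 and 2 UMIs, a log2 ratio of -1.13 (-4.52 to 1.49) whose interval includes 0, a division made after seeing the data. The like cluster of the Hgf libraries was left unnamed. Of the alternatives set in advance, clustering without integration moved the log2 ratio most, to -1.11. Other cells of the control lung held as much Bdnf or more. Alveolar type 1 (AT1)-like cells had 213 (204 to 223) CPM and 195 CPM in the mutant, and myofibroblast-like cells had 79.6 (71.7 to 88.1) CPM and 68.8 CPM. In smooth muscle-like cells Bdnf went from 51.9 (34.2 to 75.5) to 23.8 (15.9 to 34.1) CPM. The paper's text does not name the exons between the lox sites, and a 3' tag outside the deleted part does not check the deletion.

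**Figure D1:**
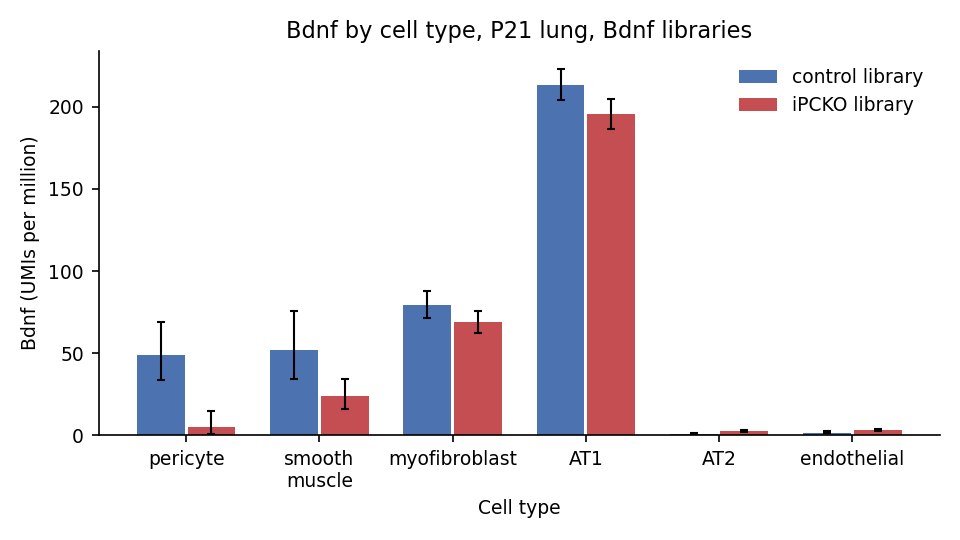
Bdnf UMIs scaled to the total of each cell type (y axis, CPM) in 6 cell types of the P21 lung (x axis), in the Bdnf lox/lox control library (blue) and the Bdnf iPCKO library (red), 1 library each. Error bars are exact Poisson 95% intervals. Pericyte-like cells drop from 49.2 to 5.02 CPM, and AT1-like cells stand highest in both libraries.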

Bioinformatic analysis of scRNA-seq data from P21 *Bdnf*^iPCKO^ and littermate control lungs (see the “Methods” section) confirms the expected reduction of *Bdnf* transcripts in mutant pericytes (Supplementary Fig. 3a) but also reveals significant changes in gene expression in the mutant endothelium (Supplementary Fig. 3b–d). Expression of multiple endothelial markers, including *Plvap* (encoding plasmalemma vesicle-associated protein, associated with EC permeability), *Gja5* (encoding Gap Junction Protein Alpha 5 protein), *Itga1 *(encoding Integrin Subunit Alpha 1), and *Aplnr* (Apelin receptor) are downregulated. 

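Endothelial-like cells, 4137 in the control and 5610 in the Bdnf iPCKO lung, were named from Egfl7, Pecam1, Cldn5, Tie1, Clec14a, Ptprb, Cd93 and Calcrl. Plvap (chromosome 8 from 71948674 to 71964506 of GRCm39) went from 1305 to 917 CPM, a log2 ratio of -0.51 (-0.54 to -0.48). For Gja5 (chromosome 3 from 96812009 to 96984732) the values were 128 and 79.8 CPM, with a log2 ratio of -0.68 (-0.77 to -0.59). Itga1 (chromosome 13 from 115089632 to 115238677) had a log2 ratio of -0.73 (-0.76 to -0.70), from 913 to 551 CPM, and Aplnr (chromosome 2 from 84966569 to 84970267) one of -0.66 (-0.75 to -0.58), from 134 to 84.6 CPM. The median over the 4 genes, which the paper chose from these same libraries, was -0.67. Within general capillary (gCap)-like cells alone the median was -0.54. At Leiden resolution 2, the alternative with the largest shift, it was -0.74 over all endothelial-like cells. The same 4 genes had a median of -0.89 in endothelial-like cells of the Hgf libraries.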

The proliferation markers *Ccnd1* (Cyclin D1), *Ccna2* (Cyclin A2) and *Mki67* (Ki67) are also reduced in mutant lung ECs (Supplementary Fig. 3d, e). 

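In the same endothelial-like cells Ccnd1 (chromosome 7 from 144483668 to 144493662 of GRCm39) went from 184 to 124 CPM, a log2 ratio of -0.57 (-0.64 to -0.50). Ccna2 (chromosome 3 from 36619014 to 36626299) had 31 UMIs in the control and 41 in the mutant library, a log2 ratio of 0.30 (-0.40 to 1.03), and Mki67 (chromosome 7 from 135291513 to 135318299) had 46 and 56, a log2 ratio of 0.19 (-0.40 to 0.78). A difference between the libraries was not detectable at this depth for either gene, and the median of the 3 genes was 0.18. This median depended on which cells were counted as endothelial-like. It was -1.83 with a fixed minimum of 1000 UMIs per cell, -1.78 with doublets kept, -1.89 without integration, -1.91 at Leiden resolution 2 and -1.12 with the reported genes kept for clustering. Of the cycling cells with endothelial markers, 31 of 48 in the control and 16 of 31 in the mutant library lay in clusters left unnamed. With cells of unnamed clusters assigned by their own markers, a setting chosen after seeing the data, the log2 ratio was -1.85 (-2.19 to -1.52) for Ccna2 and -1.89 (-2.14 to -1.64) for Mki67.

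**Figure D2:**
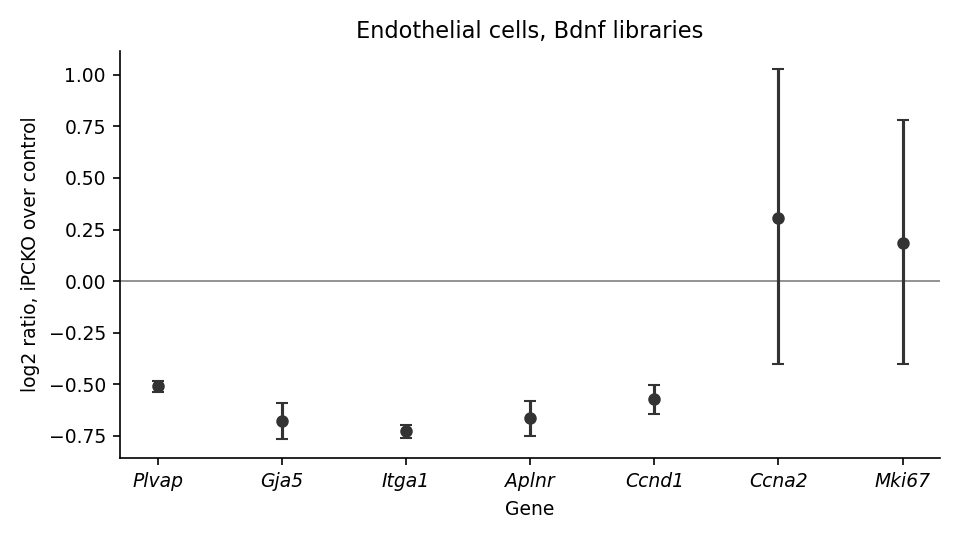
Log2 ratio of CPM, Bdnf iPCKO over control library, for 7 genes in endothelial-like cells of the P21 lung. Points are the ratios of the 2 libraries and lines their conditional exact 95% intervals, which cover counting error only. Plvap, Gja5, Itga1, Aplnr and Ccnd1 lie below 0, while the intervals of Ccna2 and Mki67 include 0.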

Arguing that pericyte-derived BDNF might act on ECs, the receptor tyrosine kinase TrkB, a high affinity receptor of BDNF encoded by the gene *Ntrk2*^41^, is detected in ICAM2+ ECs in P21 lungs by immunostaining (Fig. 2o). Similarly, scRNA-seq data shows that *Ntrk2* is predominantly expressed by general capillary (gCap) ECs in addition to mesenchymal cells in the P21 lung (Fig. 2p and Supplementary Fig. 3f). 

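Ntrk2, listed as ENSMUSG00000055254.16 on chromosome 13 from 58954176 to 59281784 of GRCm39, had 53.5 CPM (48.7 to 58.6) in the 2117 gCap-like cells of the Bdnf lox/lox control lung and 6.45 CPM (5.10 to 8.05) in the 2020 other endothelial-like cells. The log2 ratio between them was 3.05 (2.70 to 3.42), 8.30-fold, and in the Hgf lox/lox control lung it was 1.98 (1.69 to 2.27), 3.93-fold. Among the others, aerocyte (aCap)-like cells had 7.05 CPM, arterial-like cells 3.77 CPM and venous-like cells 4.74 CPM. A UMI was present in 14.8% of gCap-like cells at a median of 3543 UMIs per cell and in 2.87% of the other endothelial-like cells at 5011, and thinned to 2365 UMIs the shares were 10.4% and 1.61%. AT2-like cells, taken as background, had a UMI in 0.407% of cells at a median of 8414. At Leiden resolution 2 the log2 ratio was 1.17. In the mesenchyme, matrix fibroblast-like cells had 169 (162 to 176) CPM, above gCap-like cells, whereas pericyte-like cells had 2.98 CPM. From the receptor in endothelium, the paper proposes that pericyte-derived BDNF might act on ECs.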

Further arguing for the relevance of pericyte-derived BDNF, TrkB phosphorylation at tyrosine residue 515 (Tyr515), an indicator of receptor activation, is substantially reduced in lysates from P21 *Bdnf*^iPCKO^ lungs relative to controls (Fig. 2q). Immunostaining of phospho-TrkB shows a strong reduction of the signal in *Bdnf*^iPCKO^ ICAM2+ ECs relative to control (Supplementary Fig. 3g, h).

Given that vascularization is a prerequisite for normal pulmonary epithelial morphogenesis^42^ and because of endothelial *Ntrk2* expression and TrkB phosphorylation (Fig. 2o, p), we used a conditional gene targeting strategy to study the function of the receptor in ECs. *Cdh5-CreERT2-*controlled inactivation of *Ntrk2*, induced by tamoxifen administration at P1–3, leads to the reduction of ICAM2+ area, ERG+ cells (Fig. 2r–u) and proliferative endothelial cells (Fig. 2s, x) in the resulting *Ntrk2*^iΔEC^ mutant lungs at P21. Although the number of PDGFRβ+ cells is also decreased in *Ntrk2*^iΔEC^ mutant lungs, the ratio of ECs to pericytes is comparable in *Ntrk2*^iΔEC^ and littermate control lungs (Fig. 2r, v, w), consistent with the findings in *Bdnf*^iPCKO^ mutants. Overall, these data indicate that pericyte-derived BDNF controls TrkB signaling in ECs and thereby pulmonary angiogenesis, which, in turn, is indispensable for lung development. These findings are consistent with earlier studies proposing roles of BDNF-TrkB signaling in the regulation of integrin or PI3K/Akt-mediated EC migration as well as cell survival^41,43,44^. Consistent with the phenotype observed in *Bdnf*^iPCKO^ lungs (Fig. 2l, m), *Ntrk2*^iΔEC^ lungs exhibit pronounced airspace enlargement (Fig. 2y) and a significant decrease in total lung volume (Fig. 2z). Despite these structural abnormalities, no apparent alterations in vital physiological functions such as arterial oxygen saturation and respiratory rates were detected in either *Bdnf*^iPCKO^ (Supplementary Fig. 3i, j) or *Ntrk2*^iΔEC^ mice (Supplementary Fig. 3k, l).

### Pericyte-derived BDNF or HGF is dispensable in the postnatal brain

In contrast to the lung phenotype, quantitative analysis of the ICAM2+ vascular area and number of proliferating ECs (ICAM2+, EdU+) in the P12 *Bdnf*^iPCKO^ brain shows no significant differences relative to littermate controls (Supplementary Fig. 4a–c). In addition, combined ERG and PDGFRβ staining indicates that the number of ECs, pericytes and the ratio of endothelial cells (ERG+) to pericytes (PDGFRβ+) remains unaltered in the postnatal *Bdnf*^iPCKO^ brain (Supplementary Fig. 4d–g). We also did not observe any changes in collagen IV expression, which is a major constituent of the vascular basement membrane^45^ (Supplementary Fig. 4h). Impairment of the blood-brain barrier (BBB) can induce neuronal injury and neuroinflammation^46^. Double immunostaining for ICAM2 and blood-derived immunglobulin G (IgG) shows that the signal is detectable inside the vasculature but absent within the brain parenchyma (Supplementary Fig. 4i). Moreover, confocal images of ICAM2+ cortical blood vessels show no obvious defects in Aquaporin-4-expressing (AQP4+) astrocyte endfeet, indicating that this key component of the neurovascular unit is maintained in the *Bdnf*^iPCKO^ brain vasculature (Supplementary Fig. 4j, m). Reactive astrogliosis, a typical response to CNS injury^47^, is also absent, as indicated by normal levels of GFAP immunostaining (Supplementary Fig. 4k, n). Activation of microglia, detectable through the upregulation of the marker allograft inflammatory factor 1 (AIF1) and morphological changes, such as increased cell volume and the formation of elongated cellular processes^48–51^, is also not altered in *Bdnf*^iPCKO^ relative to littermate controls (Supplementary Fig. 4i, o, p). Similar to the absence of a phenotype in P12 *Bdnf*^iPCKO^, examination of mutant brains at P21 reveals no significant changes in vascular density (Supplementary Fig. 5 a, b), coverage by AQP4+ astrocyte endfeet (Supplementary Fig. 5a, c), and the abundance of GFAP+ astrocytes and AIF+ microglial cells (Supplementary Fig. 5d–h). Together, these data establish that *Pdgfrb-CreERT2*-controlled inactivation of the *Bdnf* gene causes no overt alterations in the postnatal cortex, which is consistent with the absent expression of the neurotrophic factor in brain pericytes.

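The expression part of this statement can be followed in the P12 control cortex library, as no library of a Bdnf iPCKO brain was used here. Bdnf in pericyte-like cells was 2.27 (0.467 to 6.62) CPM, and 10.5 CPM when the libraries were clustered without integration. In the same library vSMC-like cells had 90.7 (69.4 to 117) CPM, with a UMI in 36.5% of 74 cells, and astrocyte-like cells had 5.31 (3.74 to 7.32) CPM. The paper sets the unaltered cortex beside an absent expression of Bdnf in brain pericytes.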

As mentioned earlier, *Hgf* expression is also absent from brain pericytes. Accordingly, a similar immunostaining analysis of brain sections from P12 *Hgf* ^iPCKO^ mutants, generated with the *Pdgfrb-CreERT2* line and postnatal tamoxifen administration from P1-3, showed no obvious differences to control littermates. 

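Among the 1323384 UMIs of pericyte-like cells in the P12 control cortex none was from Hgf, with an upper end of the interval at 2.79 CPM. In the Nodal iPCKO cortex the upper end over 2178701 UMIs was 1.69 CPM. Astrocyte-like cells of the control library had 26.4 (22.7 to 30.5) CPM, with a UMI in 22.7% of cells.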

Quantitative analyses of vascular area, the number of proliferative endothelial cells, the ratio of endothelial cells to pericytes, and collagen type IV expression are comparable in the *Hgf*^iPCKO^ and control brain vasculature (Supplementary Fig. 6a–h). Double immunostaining for ICAM2 and IgG shows that IgG is confined to the vasculature, with no detectable leakage into the brain parenchyma (Supplementary Fig. 6i). Furthermore, immunostaining shows no noticeable differences in AQP4+ glial endfeet, GFAP+ astrocytes, AIF1 expression by microglia, and average microglial volume (Supplementary Fig. 6j–p), a pattern that was also observed in P21 *Hgf* ^iPCKO^ brains (Supplementary Fig. 7a–h).

Taken together, these results indicate that *Pdgfrb-CreERT2*-controlled inactivation of *Hgf* or *Bdnf* leads to no detectable alterations in the postnatal brain, which is consistent with the absent or very low expression of these two growth factors in brain pericytes.

### Alveolarization and lung morphogenesis require pericyte-derived HGF

Given the importance of HGF signaling and its receptor c-Met for lung development^22,52–54^ and based on the expression of *Hgf* in pulmonary pericytes (Fig. 1g–i), we investigated the lung phenotype of *Hgf*^iPCKO^ mutants at P21 following tamoxifen administration after birth. This analysis focused on LAMP3 + AT2 cells, which, as immunostaining shows, exhibit strong c-Met protein expression in the lung (Fig. 3a and Supplementary Fig. 8a–d). Likewise, scRNA-seq data show enrichment of *Met* transcripts in AT2 cell clusters (Supplementary Fig. 8a and Supplementary Fig. 9d–g). 

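Met, listed as ENSMUSG00000009376.16 on chromosome 6 from 17463749 to 17573979 of GRCm39, had 190.3 CPM (185 to 196) in the 5285 AT2-like cells of the P21 Hgf lox/lox control lung. These cells were named from Sftpc, Sftpb, Sftpa1, Slc34a2, Cxcl15, Hc, Etv5, Napsa and Scd1. A Met UMI was present in 54.0% of them (52.6 to 55.4%) at a median of 4721 UMIs per cell. Of the other epithelial cells, AT1-AT2-like cells had 103 (88.1 to 119) CPM, club-like cells 80.2 (71.3 to 90.0) CPM, ciliated-like cells 20.2 CPM and AT1-like cells 10.9 CPM. Myofibroblast-like cells, 144 in this library, had 82.5 (55.3 to 119) CPM.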

*Pdgfrb-CreERT2-*controlled inactivation of *Hgf* (Supplementary Fig. 9a) impairs alveologenesis (Fig. 3b), which involves a significant reduction of AT2 epithelial cells as well as reduced AT2 cell proliferation, whereas apoptosis is not increased in *Hgf*^iPCKO^ mutant lungs (Fig. 3c–g, i–k). Interestingly, we observed hotspots with high levels of staining for the transmembrane pattern recognition receptor RAGE, which is not only a marker for AT1 cells but has also been linked to inflammatory processes in the lung^55^. The overall RAGE + AT1 epithelial area, however, is reduced in *Hgf*^iPCKO^ lungs compared to littermate controls (Fig. 3h, l), reflecting that the AT2 population serves as a progenitor pool for AT1 cells^32^. We also found that *Hgf* ^iPCKO^ mutant lungs exhibit markedly expanded airspaces and a significantly reduced overall lung volume (Fig. 3m, n).

**Fig. 3:**
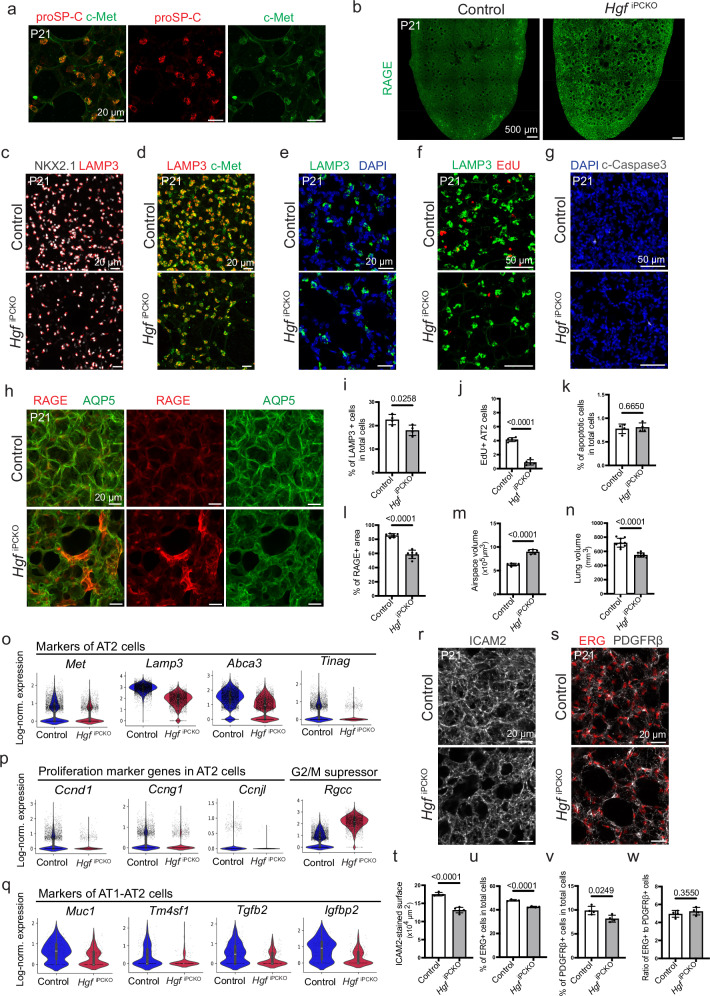
Pericyte-derived HGF promotes lung alveolarization. **a** Confocal images of P21 lung section showing proSP-C+ AT2 cells (red) and co-staining by c-Met (green). **b** Tile scan confocal view of RAGE+ AT1 cells (green) in PDGFRβ cell-specific *Hgf* ^iPCKO^ loss-of-function and littermate control lungs. Confocal images of NKX2.1+ alveolar epithelial cells (gray) and LAMP3+ AT2 cells (red) (**c**), c-Met (green) and LAMP3 (red) co-staining (**d**), LAMP3+ AT2 cells (green) together with DAPI (blue) (**e**), LAMP3 (green) and EdU (red) (**f**), c-Caspase3 (gray) and nuclei (DAPI, blue) (**g**), RAGE (red) and AQP5 (green) (**h**) in *Hgf* ^iPCKO^ and littermate control lungs. **i–n** Graphs showing the percentage of LAMP3 positive cells in total cells (**i**), the number of proliferative LAMP3+ cells per area (283 × 283 × 22 µm) (**j**), the percentage of apoptotic cells (**k**), the percentage of RAGE positive area (**l**), airspace volume (**m**), and lung volume measurement (**n**) in *Hgf* ^iPCKO^ and littermate control lungs. Data represent mean ± s.e.m. (*n* = 4 (**i**, **k**), *n* = 5 (**j**, **m**), *n* = 6 (**l**) and *n* = 9 (**n**)); *P*-values, unpaired two-tailed Student *t*-test. (**o-q**) Violin plots showing expression of AT2 cell-specific markers (**o**), proliferation markers in AT2 cells (**p**), and expression of type 1 and 2 alveolar epithelial cell-specific markers (**q**) in *Hgf* ^iPCKO^ and control samples (*n* = 5229 control and 3624 mutant cells; two animals per group); Boxplots in center of violins shows median (white bar), quartiles (box), and the farthest data point within 1.5 * inter-quartile range (whiskers). Confocal images of ICAM2+ pulmonary endothelium (gray) (**r**) and ERG+ ECs (red) together with PDGFRβ+ pericytes (gray) in P21 *Hgf* ^iPCKO^ and control lungs (**s**). Graphs showing the ICAM2-stained vascular density based on 3D reconstruction surface images, as shown in (**r**) (**t**), ratio of ERG+ EC nuclei to total cells (**u**), ratio of PDGFRβ+ cells to total cells (**v**), and ratio of ERG+ cells to PDGFRβ+ cells in P21 *Hgf* ^iPCKO^ and control lungs (**w**). Data represent mean ± s.e.m. (*n* = 4 for controls, *n* = 5 for mutants in **t**, and *n* = 4 in **u–w**); *P*-values, unpaired two tailed Student *t*-test. Source data are provided as a Source Data file.

To investigate the cellular and molecular alterations in *Hgf* ^iPCKO^ animals in greater detail, we performed scRNA-seq analysis of P21 mutant and littermate control lungs (Supplementary Fig. 9a–h). 

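For each genotype, P21 lungs of 2 mice were pooled into 1 BD Rhapsody library, without a replicate, after the same tamoxifen schedule as for the Bdnf mutants. The deposited matrices of estimated counts hold 73446420 UMIs for the Hgf lox/lox control and 69403166 for the Hgf iPCKO lung. The knee of the barcode rank curve lay at 767 and 480 UMIs, and 3.14% and 3.08% of the barcodes kept up to that step were removed as doublets. 13448 control cells with a median of 3937.5 UMIs and 15878 mutant cells with a median of 2649 UMIs remained, and 4.02% and 6.18% of them lay in clusters left unnamed. The lower depth of the mutant cells affects shares of cells with a UMI. CPM are scaled to the total of the cells, and whether depth changes them in other ways was not tested. Clustering, sums and intervals followed the steps described for the Bdnf libraries, and here too the control mice lack the CreERT2 transgene. The class of AT1-AT2-like cells was named from AT1 and AT2 markers together.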

Bioinformatic analysis of the resulting data confirmed the expected strong reduction of Hgf transcripts in pulmonary pericytes relative to control (Supplementary Fig. 9a). 

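Hgf (ENSMUSG00000028864.8) fell from 23 UMIs in 64 pericyte-like cells of the control (197 CPM, 125 to 295) to 11 UMIs in 194 pericyte-like cells of the Hgf iPCKO lung (39.1 CPM, 19.5 to 70.0). The log2 ratio was -2.33 (-3.51 to -1.24) on CPM, and -2.14 with median-of-ratios scaling. 23.4% of control and 4.64% of mutant pericyte-like cells had an Hgf UMI, at medians of 1741.5 and 1418.5 UMIs per cell, against 0.114% of control AT2-like cells at a median of 4721. Thinned to 869 UMIs, the shares of pericyte-like cells were 8.06% and 4.12%. Hgf was also lower outside pericytes, with 21.7 and 4.32 CPM in endothelial-like cells, 20.2 and 6.91 CPM in matrix fibroblast-like cells and 163 (133 to 199) and 44.3 (31.0 to 61.4) CPM in immune cells, in the control and the mutant library respectively. Barcodes without a cell held 16.7 and 6.51 CPM. The exons removed from Hgf are not named in the paper's text, so a tag from elsewhere in the gene does not check the deletion.

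**Figure D3:**
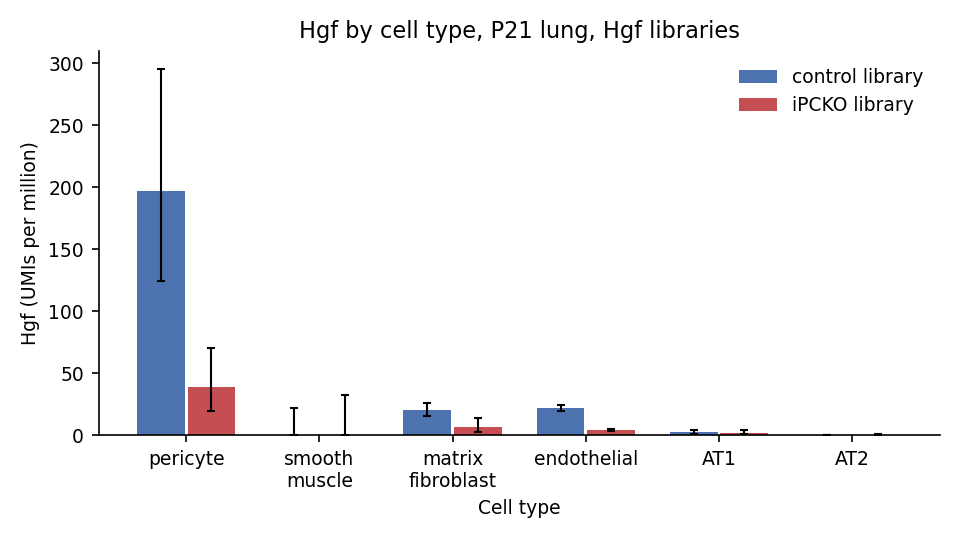
Hgf UMIs scaled to the total of each cell type (y axis, CPM) in 6 cell types of the P21 lung (x axis), in the Hgf lox/lox control library (blue) and the Hgf iPCKO library (red), 1 library each. Error bars are exact Poisson 95% intervals. Pericyte-like cells stand highest of the 6 types in both libraries, at 197 and 39.1 CPM.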

The data also shows a reduction of AT2 cells expressing *Met*, and *Lamp3*, *Abca*, and *Tinag* in *Hgf*^iPCKO^ lungs (Fig. 3o and Supplementary Fig. 9h). Furthermore, *Hgf*^iPCKO^ AT2 cells show reduced expression of genes associated with cell proliferation (Fig. 3p) and markers associated with differentiation into AT1 epithelium are also affected in the AT1–AT2 transitory population (Fig. 3q). 

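AT2-like cells made up 5285 of 13448 control cells, 39.3% (38.5 to 40.1%), and 3708 of 15878 cells of the Hgf iPCKO lung, 23.4% (22.7 to 24.0%). Whether this difference exceeds that between lungs of 1 genotype is unknown with 1 library each. In these cells Met went from 190.3 to 127 CPM, a log2 ratio of -0.58 (-0.66 to -0.50). A Met UMI was found in 33.9% of mutant AT2-like cells, and with all cells thinned to 2619 UMIs the shares were 37.5% in the control and 27.7% in the mutant. Lamp3 (chromosome 16 from 19472128 to 19525125 of GRCm39) had a log2 ratio of -1.14 (-1.16 to -1.12), from 3360.3 to 1526 CPM. Abca3 (chromosome 17 from 24570895 to 24629842), the member of the Abca family labelled in Supplementary Fig. 9h, had 776 and 507 CPM and a log2 ratio of -0.61 (-0.65 to -0.57). Tinag (chromosome 9 from 76858975 to 76953076) changed most of the 4, from 124 to 27.4 CPM with a log2 ratio of -2.18 (-2.34 to -2.02). The median of these 4, which the paper chose from the same libraries, was -0.88, and it was -0.28 in AT2-like cells of the Bdnf libraries. In other cell types of the Hgf libraries Lamp3 was lower, with its interval, in 8 of 11 and Abca3 in 7 of 11. Tinag was lower in 5 of 6 and Met in 2 of 9, and none of the 4 was higher in any. Barcodes without a cell held 186 CPM of Met in the control and 56.7 CPM in the mutant library. Without a correction for free RNA, a fall in other cell types may reflect less free RNA from AT2 cells.

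**Figure D4:**
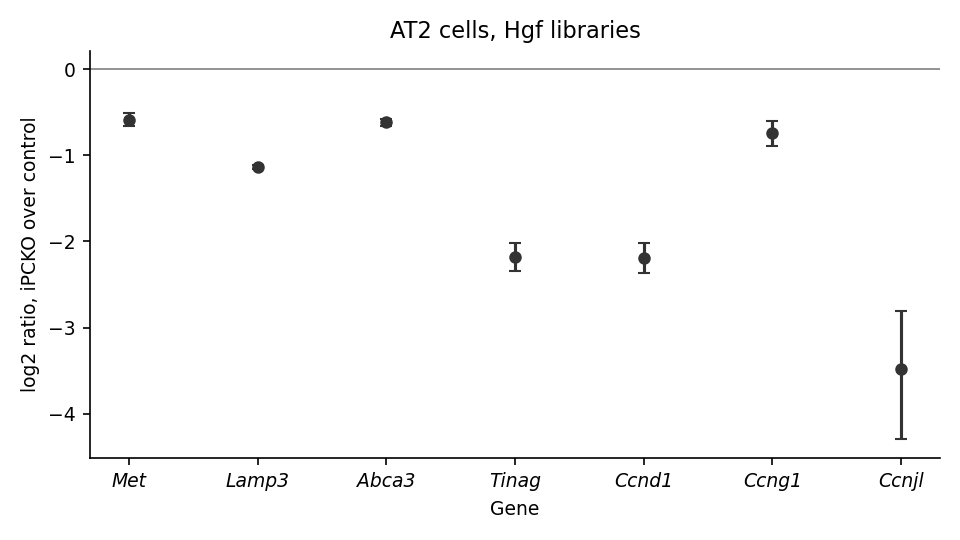
Log2 ratio of CPM, Hgf iPCKO over control library, for 7 genes in AT2-like cells of the P21 lung. Points are ratios of 2 libraries and lines conditional exact 95% intervals for counting error. All 7 genes lie below 0, Ccnjl farthest at -3.49.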

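In AT2-like cells Ccnd1 went from 106 to 23.3 CPM, a log2 ratio of -2.19 (-2.36 to -2.02), and Ccng1 (chromosome 11 from 40639377 to 40646148 of GRCm39) from 65.2 to 38.9 CPM, a log2 ratio of -0.74 (-0.89 to -0.60). Ccnjl (chromosome 11 from 43419304 to 43477824) had 370 UMIs in the control and 17 in the mutant library, a log2 ratio of -3.49 (-4.30 to -2.80). Rgcc, labelled in Fig. 3p and Supplementary Fig. 9h, rose from 288 to 2011 CPM. The median of Ccnd1, Ccng1 and Ccnjl, shown as reduced in the paper from these libraries, was -2.19. In other cell types of these libraries Ccnd1 was lower, with its interval, in 7 of 8, Ccng1 in 5 of 11 and Ccnjl in 2 of 7, and Rgcc was higher in 10 of 11. Rgcc also rose in barcodes without a cell, from 305 to 971 CPM, so free RNA may add to the latter. Lists of S phase and G2/M genes, with 21 of 25 and 28 of 39 genes at enough UMIs, had medians of 0.03 and 0.09 in AT2-like cells, inside the range of random lists. Cells of unnamed clusters are outside these sums, among them 148 control and 293 mutant cells closest to AT2 but with too few markers. The medians therefore do not exclude a change in cycling AT2 cells. In AT1-AT2-like cells, 204 control and 188 mutant cells, Tm4sf1 had a log2 ratio of -2.59 (-3.21 to -2.03), Igfbp2 of -1.13 (-1.39 to -0.88), Tgfb2 of -1.02 (-1.37 to -0.67) and Muc1 of -0.67 (-0.96 to -0.38), with a median of -1.07. The same 4 genes had a median of -0.98 in AT1-like cells. The control levels of these genes in AT1-AT2-like cells were close to those of a mixture of AT1-like and AT2-like profiles, with a median ratio to the best mixture of 0.981.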

Despite pronounced morphological defects, overall respiratory function, including arterial oxygen saturation and breathing rate at the resting state, is preserved in P21 *Hgf*^iPCKO^ (Supplementary Fig. 8e, f).

In addition to the epithelial defects, mice lacking PDGFRβ+ cell-derived HGF show a significant decrease of PECAM1+ pulmonary endothelium relative to controls (Fig. 3r, t), whereas the ratio of ECs to pericytes, measured by combined ERG and PDGFRβ staining, remains unchanged (Fig. 3s, u–w). 

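In the 4724 endothelial-like cells of the Hgf lox/lox control lung Met had 10.3 CPM (8.65 to 12.3), and 2.22% of the cells had a Met UMI at a median of 2170.5 UMIs per cell. The log2 ratio of AT2-like over endothelial-like cells was 4.21 (3.95 to 4.46), 18.5-fold, and 4.68 with median-of-ratios scaling. Barcodes without a cell carried 186 CPM of Met in this library, and no correction for such free RNA was made.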

Given the absent or very low expression of *Met* in endothelial cells (Supplementary Fig. 8a, d and Supplementary Fig. 9d), the reduced vascularization could be secondary to the defects in alveolar epithelium observed in postnatal *Hgf* ^iPCKO^ lung. In fact, AT1 cell-derived VEGF-A was previously shown to regulate the differentiation of pulmonary ECs^26,56^.

The sum of these data, together with our previous study^22^ confirm the importance of pericyte-derived HGF for lung development, which we attribute to reduced AT2 epithelial cell proliferation.

### Pericyte-derived *Nodal* is not essential for postnatal lung development

Postnatal *Nodal*^iPCKO^ mutants were generated with *Pdgfrb-CreERT2* mice using the same strategy as outlined above for *Hgf* and *Bdnf*. Confocal microscopy and PECAM1 immunostaining show no significant changes in the postnatal *Nodal*^iPCKO^ pulmonary vasculature (Supplementary Fig. 10a, g). Likewise, combined ERG, PDGFRβ, and DAPI staining indicate that the number of ECs, pericytes and the ratio of endothelial cells (ERG+) to pericytes (PDGFRβ+) are comparable in mutants and the corresponding littermate controls (Supplementary Fig. 10b, h–j). Moreover, the number of proliferating endothelial cells is not changed in *Nodal*^iPCKO^ lungs compared to control littermates (Supplementary Fig. 10c, k). The lung epithelium, stained with RAGE and NKX2.1, is also not altered in *Nodal*^iPCKO^ mutants (Supplementary Fig. 10d, e, l). The percentage of AT2 cells as well as the number of proliferating AT2 cells, airspace and lung volume are not different in *Nodal*^iPCKO^ and control littermate lungs (Supplementary Fig. 10e, f, m–p). Overall, respiratory function is preserved in P21 *Nodal*^iPCKO^, with no measurable differences in arterial oxygen saturation or respiratory rate in the resting state (Supplementary Fig. 10q, r).

Together, these data indicate that *Pdgfrb-CreERT2*-controlled inactivation of *Nodal* leads to no overt alterations in the postnatal lung, which is consistent with the absent or very low expression of this growth factor in pulmonary pericytes.

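No Nodal iPCKO lung is among the libraries used here, and the control lungs of the other mutants give the level of Nodal in pericytes. In the P21 Bdnf lox/lox control lung no Nodal UMI was found in 167 pericyte-like cells, with upper ends of the intervals at 5.50 CPM and 2.18% of cells with a UMI. In the Hgf lox/lox control lung, with fewer and shallower cells, none of 64 had one, with upper ends of 31.5 CPM and 5.60%. The paper proposes that this low expression accounts for the absence of lung alterations in Nodal mutants.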

### Postnatal *Nodal*^iPCKO^ mutants show reduced brain vascularization

*Nodal* transcripts are prominently expressed by brain pericytes (Fig. 1g–i, Supplementary Fig. 11a–d), which is further supported using a public scRNA-seq resource for adolescent mouse brain (Supplementary Fig. 11e, f) provided by the Linnarsson laboratory (mousebrain.org)^40^. 

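Nodal had 179 UMIs among 1323384 in pericyte-like cells of the P12 Nodal lox/lox control cortex, 135 CPM (116 to 157). In the same library 1 UMI was found in microglia-like cells (0.184 CPM) and none in astrocyte-like, endothelial-like or fibroblast-like cells. With 3 UMIs as the floor for endothelial-like cells, Nodal was 411-fold higher in pericyte-like cells, and the counting intervals allow a smaller fold. Clustering without integration lowered the pericyte-like value to 101 CPM, the largest shift among the alternatives. The public adolescent brain resource was not analysed here.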

Inducible inactivation of *Nodal* mediated by *Pdgfrb-CreERT2* results in strongly reduced transcript levels in brain pericytes (Supplementary Fig. 11d) and impaired growth of the brain vasculature by P12 (Fig. 4a–c). 

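In the Nodal iPCKO cortex no Nodal UMI was found in 335 pericyte-like cells with 2178701 UMIs, with upper ends of the exact 95% intervals at 1.69 CPM and 1.1% of cells with a UMI. With 3 UMIs as the floor of the mutant library this is 98.2-fold below the control library, or a log2 ratio of -6.62. The floor lies below the upper end of the mutant interval, so that a smaller fold is possible. The paper's text does not name the deleted exons, and a tag from outside them would be counted in the mutant as well.

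**Figure D5:**
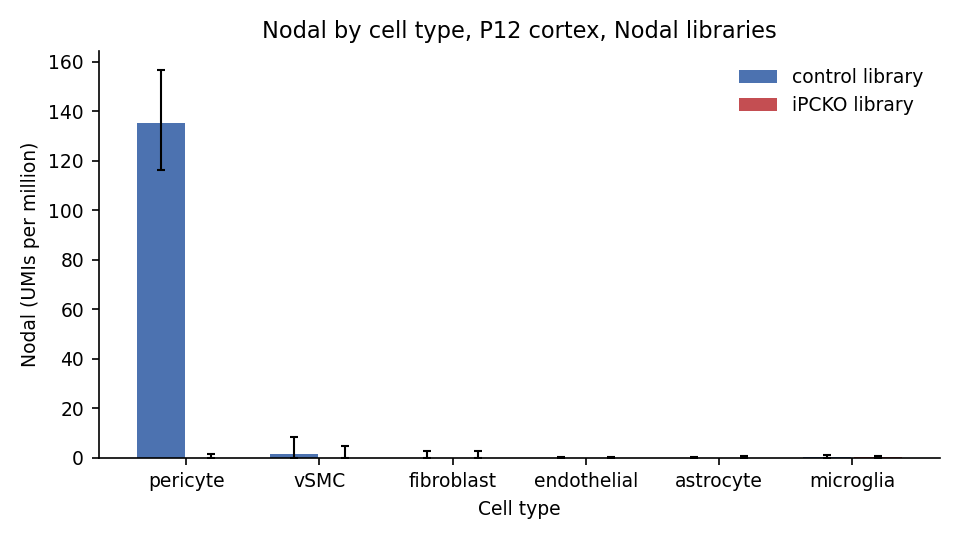
Nodal UMIs scaled to the total of each cell type (y axis, CPM) in 6 cell types of the P12 cortex (x axis), in the Nodal lox/lox control library (blue) and the Nodal iPCKO library (red), 1 library each. Error bars are exact Poisson 95% intervals. Control pericyte-like cells stand at 135 CPM, and the mutant value is 0.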

Microscopic and quantitative analyses reveal a decrease in vascular area together with a reduction of endothelial cells and pericytes in *Nodal*^iPCKO^ brains relative to littermate controls, whereas the ratio of PDGFRβ+ pericytes to capillary EC remains unchanged (Fig. 4b, d, f–h).

**Fig. 4:**
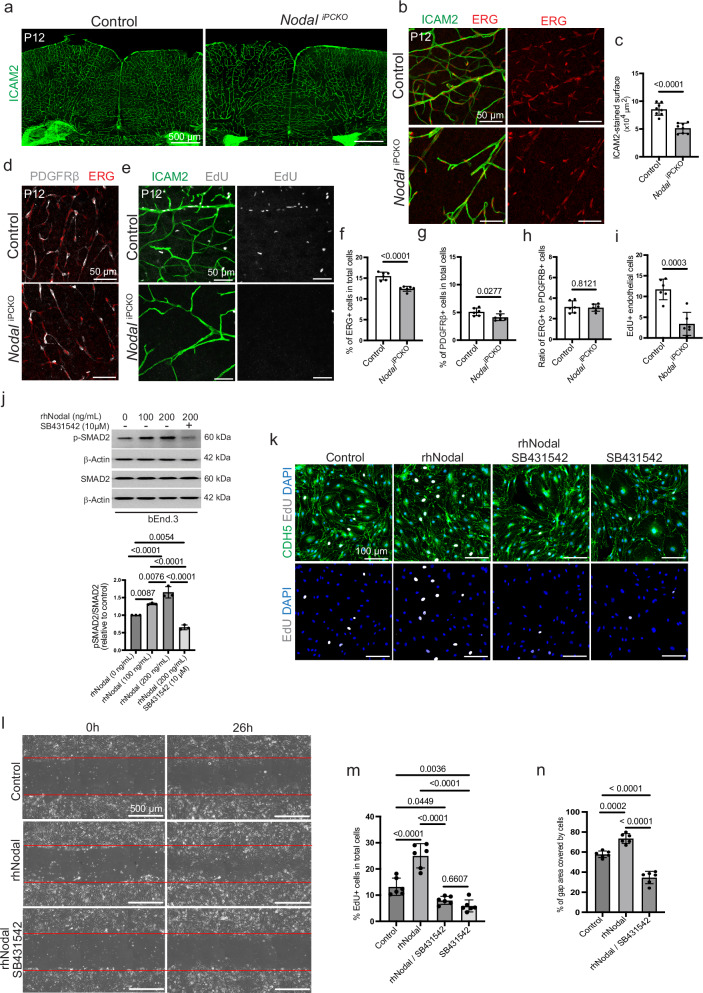
Pericyte-derived nodal is required for brain vascular development. **a** Tile scan of coronal sections through P12 *Nodal*^iPCKO^ and littermate control brain cortex immunostained for ICAM2 (green). **b** Confocal images of ICAM2+ (green) and ERG+ (red) endothelial cells in *Nodal*^iPCKO^ and littermate control brain. **c** Graph showing the ICAM2-stained vascular density. Data represent mean ± s.e.m. (*n* = 8 mice per group); *P*-values, unpaired two-tailed Student *t*-test. Maximum intensity projections of P12 *Nodal*^iPCKO^ and littermate control brain sections. Images show PDGFRβ+ pericytes (gray) and ERG+ (red) ECs (**d**), and EdU+ (gray) proliferating cells together with ICAM2+ (green) ECs (**e**). Graphs showing the ratio of ERG+ EC nuclei to total cells (**f**), ratio of PDGFRβ+ cells to total cells (**g**), ratio of ERG+ cells to PDGFRβ+ cells (**h**), and the number of EdU+ ECs per area (283 × 283 × 22 µm) in P12 *Nodal*^iPCKO^ and littermate control brain cortex (**i**). Data represent mean ± s.e.m. (*n* = 6 in **f–i**); *P*-values, unpaired two-tailed Student *t*-test. **j** Western blot analysis of total and phosphorylated SMAD2 (p-SMAD2) in lysates of mouse brain endothelial cells (bEnd.3) treated with recombinant human Nodal (rhNodal) and SB431542 inhibitor, as indicated. Shown is a representative blot of three independent experiments. Molecular weight marker (kDa) is indicated. β-Actin is shown as a loading control. Quantitation of p-SMAD2/SMAD2 ratio is shown in the graph on the right. Data represent mean ± s.e.m. (*n* = 3 independent experiments); *P*-values, one-way ANOVA with Tukey’s test. **k** Confocal images of VE-cadherin+ (CDH5, green) and EdU+ (white) bEnd.3 cells treated with rhNodal in the presence/absence of SB431542 inhibitor. **l** Bright field images showing that rhNODAL increases bEnd.3 cell migration in vitro in a scratch wound assay, which is blocked by SB431542. Left column shows the start of the assay (0 h) and red lines indicate the edges of scratch wounds, whereas images on the right are taken after 26 h. Graphs showing the impact of rhNodal on bEnd.3 cell proliferation (**m**) and migration (**n**). Data represent mean ± s.e.m. (*n* = 6); *P*-values, one-way ANOVA with Tukey’s test. Source data are provided as a Source Data file.

Consistent with the reduction of *Nodal*^iPCKO^ brain capillaries, EdU administration reveals a significant decrease in EC proliferation (Fig. 4e, i). In addition, confocal images of the *Nodal*^iPCKO^ brain cortex reveal small, isolated areas of Texas Red-conjugated dextran (70 kDa), serum IgG and Ter119+ red blood cell extravasation (Supplementary Fig. 12a, d, f). Vascular ensheathment by AQP4+ astrocyte endfeet, however, is maintained in the *Nodal*^iPCKO^ mutant cortex (Supplementary Fig. 12b, c). Together, these data indicate that pericyte-derived Nodal controls vessel growth and integrity in the postnatal brain.

Previous work has indicated that Nodal is a positive regulator of tumor angiogenesis and can promote tube-formation by cultured human umbilical vein endothelial cells (HUVECs)^57,58^. To gain insight into the regulation of EC behavior by Nodal, we stimulated murine immortalized brain endothelial (b.End3) cells with recombinant rhNodal and analyzed the phosphorylation of the downstream signal transducer SMAD2 by Western blotting. Treatment with rhNodal increases the level of phosphorylated SMAD2 (p-SMAD2) in b.End3 lysates in a dose-dependent fashion without altering total SMAD2 (Fig. 4j), which is prevented by the addition of SB431542, an inhibitor of TGFβ type I receptors. Similarly, rhNodal stimulates b.End3 proliferation and migration in a scratch wound assay and, again, these effects are suppressed by SB431542 (Fig. 4k–n). Together, these data support that Nodal can regulate features of vascular growth directly through the stimulation of ECs.

### Reactive astrogliosis is negatively modulated by Nodal signaling

The analysis of brain sections by immunostaining for GFAP and confocal microscopy revealed signs of reactive astrogliosis, which are most evident in the *Nodal*^iPCKO^ cortex and brainstem (Fig. 5a). Reactive astrogliosis, a typical response to CNS injury and a range of diseases^47^, involves a spectrum of molecular, cellular and functional changes in astrocytes. Remarkably, a highly increased number of reactive astrocytes, characterized by hypertrophy and an increase of GFAP+ protrusions, can be detected in both sagittal (Fig. 5a, b, d) and coronal (Fig. 5c) sections of the *Nodal*^iPCKO^ brain cortex. In addition, transmission electron microscopy of mutant and littermate control brain cortex confirms the enrichment of glycogen granules and intermediate filaments in mutant astrocytes (Fig. 5e), which are two features of reactive astrocytes in pathologic conditions^59^.

**Fig. 5:**
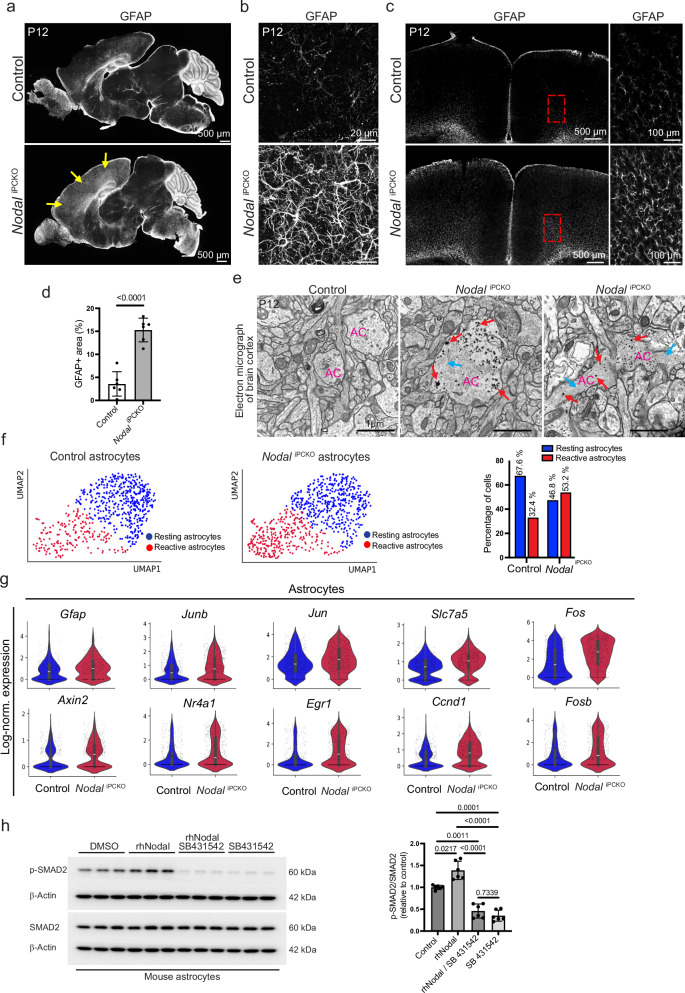
Nodal regulates astrocyte reactivity. **a** Tile scan of sagittal sections through brains stained for GFAP (white). Yellow arrows indicate an increase in GFAP+ reactive astrocytes in *Nodal*^iPCKO^ cortex relative to littermate control. **b** Higher magnification confocal images of GFAP+ astrocytes in *Nodal*^iPCKO^ brain cortex relative to control. **c** Tile scan confocal view of P12 *Nodal*^iPCKO^ and control coronal brain sections immunostained for GFAP (white). Panels on the right show higher magnification of areas in red boxes. **d** Quantitation of GFAP+ area in the *Nodal*^iPCKO^ and littermate control brain cortex. Data represent mean ± s.e.m. (*n* = 6); *P*-value, unpaired two-tailed Student *t*-test). **e** Electron micrographs showing astrocytes of mouse brain cortex, reactive astrocytes in *Nodal*^iPCKO^. Red arrows indicate glycogen granules and blue arrows mark intermediate filaments in mutant astrocytes (AC). **f** UMAP projections showing reactive astrocytes (red dots) versus resting astrocytes (blue dots). Ratio of the two populations is displayed in a bar graph on the right. **g** Violin plots showing the upregulation of markers of reactive astrocytes in scRNA-seq samples from *Nodal*^iPCKO^ relative to control (*n* = 635 control and 730 mutant astrocytes; two animals per group); Boxplots in the center of the violins show median (white bar), quartiles (box), and the farthest data point within 1.5 * inter-quartile range (whiskers). **h** Western blot analysis of SMAD2 and p-SMAD2 in lysates from cultured mouse primary astrocytes treated with rhNodal and SB431542 inhibitor, as indicated. Quantitation of p-SMAD2/SMAD2 ratio is shown in the graph on the right. Data represent mean ± s.e.m. (*n* = 6); *P*-values, Brown–Forsythe and Welch ANOVA with Dunnett post-hoc test. Source data are provided as a Source Data file.

Confocal microscopy of the P12 *Nodal*^iPCKO^ brain cortex shows that reactive GFAP+ astrocytes are present in regions of vascular leakage, as indicated by TER119 or IgG extravasation (Supplementary Fig. 12d, f), which raises the possibility that reactive astrogliosis may occur secondary to vascular defects. However, GFAP+ astrocytes are also present in regions without detectable red blood cell (Ter119+, red) (Supplementary Fig. 12e) or IgG leakage (Supplementary Fig. 12g). Notably, GFAP+ astrocytes are already increased in the P8 *Nodal*^iPCKO^ brain cortex in the absence of detectable leakage, indicating that reactive astrogliosis is initiated prior to the emergence of vascular defects (Supplementary Fig. 13a–c).

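Cortices of 2 P12 mice per genotype were pooled into 1 BD Rhapsody library for the Nodal lox/lox control and 1 for the Nodal iPCKO mutant, so these libraries have no replicates either. Their deposited matrices of estimated counts hold 33889545 UMIs for the control and 54791946 for the mutant. After a knee threshold of 1508 and 1497 UMIs and removal of 20 and 48 doublets, 2981 control cells with a median of 7957 UMIs and 4630 mutant cells with a median of 8019.5 UMIs were analysed, 7.55% and 9.42% of them in clusters left unnamed. The 2 libraries have a similar median depth, but single cell types differ more. Control and mutant medians were 8838 and 7147 UMIs in vSMC-like, 5433 and 5816 in pericyte-like and 10635.5 and 11364 in astrocyte-like cells. Shares of cells with a UMI are therefore only roughly comparable, and scores per cell were computed on thinned cells. Cells were clustered without the genes reported as results and compared as UMI sums per cell type, as for the lung libraries. Xist and Y-linked transcripts both occur in each brain library, whereas the lung libraries hold Y-linked and almost no Xist transcripts. As in the lung, the transgene is present in the mutant mice alone.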

For a more detailed investigation of the cellular and molecular alterations in *Nodal*^iPCKO^ mutants, we performed scRNA-seq analysis of the P12 brain cortex from mutants and littermate controls (Fig. 5f, g and Supplementary Fig. 11a–d). Bioinformatic analysis of the resulting data confirms the increase of reactive astrocytes in *Nodal*^iPCKO^ mutants relative to littermate controls (Fig. 5f). Moreover, our scRNA-seq data shows the upregulated expression of genes associated with reactive astrocytes, including transcripts for glial fibrillary acidic protein (*Gfap*), AP-1 family transcription factors (*Jun*, *Junb*, *Fos*, *Fosb*), the amino acid transporter solute carrier family 7 member 5 (*Slc7a5*), the Wnt pathway protein Axin2 (*Axin2*), nuclear receptor 4A1 (*Nr4a1*), the transcription factors EGR-1, Sox2 and Sox9 (*Egr1*, *Sox2*, *Sox9*) and the cell cycle regulator Cyclin D1 (*Ccnd1*) in mutant relative to control brain (Fig. 5g and Supplementary Fig. 14a). 

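Each astrocyte-like cell was thinned to 6507 UMIs and scored by the mean log-normalized value of the 12 genes named by the paper for reactive astrocytes. 69 control and 68 mutant cells with fewer UMIs were left out. The score above which a cell counts as reactive was set at the top 32% of control cells, which is the control share that Fig. 5f shows, so only the mutant share is measured. Of 571 control cells 183 lay above it by this choice, and of 655 Nodal iPCKO cells 405 did, 61.8% (exact binomial 95% interval 58.0 to 65.6%). 26 control and 41 mutant cells scored within 0.1 SD of control scores of this limit. Without thinning the mutant share was 61.8%, with the 6 genes that are not immediate-early genes 75.1%, and with another list of 13 pan-reactive genes 38.2% (34.4 to 42.0%) against 31.7% of control cells. The last value moved most, and its interval overlaps that of the control share (27.9 to 35.7%).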

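The sums cover 640 control and 723 Nodal iPCKO astrocyte-like cells, named from Chrdl1, Hapln1, Aqp4, Dio2, Slc39a12, Aldoc, Slc1a3, Slc1a2, Gjb6 and Mlc1, none of which is in the list. All 12 genes were higher in the mutant library with intervals above 0, and their median log2 ratio was 0.79, with the genes chosen by the paper from these same libraries. Egr1 changed most, from 438 to 1005 CPM with a log2 ratio of 1.20 (1.14 to 1.26), followed by Ccnd1, from 109 to 232 CPM with 1.08 (0.96 to 1.21). Nr4a1 had a log2 ratio of 0.90, Fos of 0.88, Fosb of 0.85, Slc7a5 of 0.82, Junb of 0.77 and Axin2 of 0.73. The values were 0.55 for Jun, 0.54 for Sox2 and 0.53 for Sox9. Gfap (chromosome 11 from 102778159 to 102791738 of GRCm39) changed least, from 211 to 251 CPM with a log2 ratio of 0.25 (0.15 to 0.35). The 6 genes of the list that are not immediate-early genes had a median of 0.63, and 11 of 13 pan-reactive genes with enough UMIs, a list not chosen from these data, one of 0.62. In endothelial-like cells of the same libraries a list of 18 immediate-early genes had a median of 0.03.

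**Figure D6:**
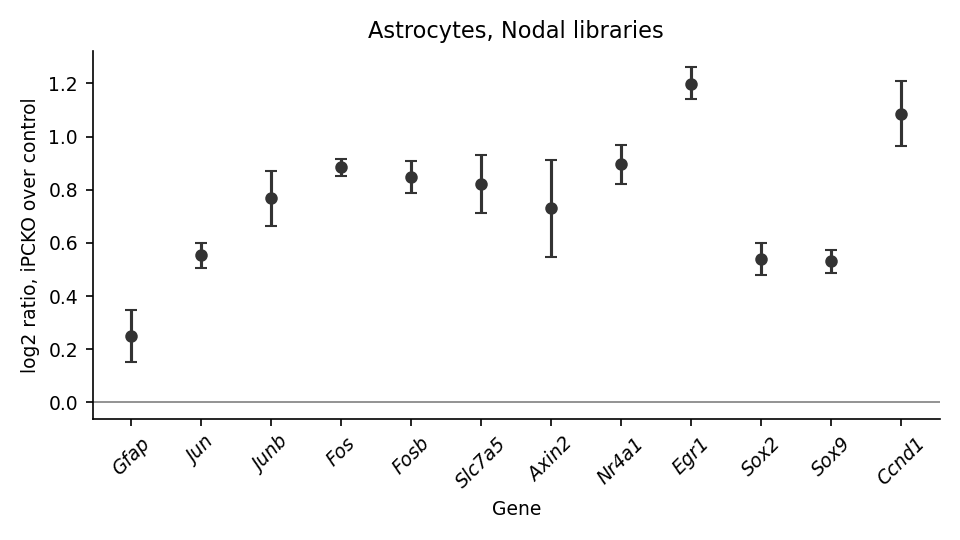
Log2 ratio of CPM, Nodal iPCKO over control library, for 12 genes in astrocyte-like cells of the P12 cortex. Points are ratios of 2 libraries and lines conditional exact 95% intervals, for counting error only. Every point lies above 0, from 0.25 for Gfap to 1.20 for Egr1.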

Analysis of immunostained brain sections by confocal microscopy validates that the transcriptional regulators SOX2, SOX9 (Supplementary Fig. 14b–e) as well as FOS (Supplementary Fig. 15a, b) are enriched in *Nodal*^iPCKO^ GFAP+ astrocytes.

In vitro experiments confirm that cultured mouse primary astrocytes are responsive to recombinant rhNodal protein. Western blot analysis of cell lysates from rhNodal-treated astrocytes reveals a significantly increased phosphorylation of the downstream signal transducer SMAD2 (p-SMAD2), which is abolished by the inhibitor SB431542 (Fig. 5h). These data support that pericyte-derived Nodal might directly regulate astrocyte behavior in the postnatal brain. Cell culture experiments also show that SB431542 administration leads to an increase in GFAP+ astrocytes (Supplementary Fig. 14f, g), which is consistent with the known role of TGFβ as a negative or, depending on context, positive regulator of astrocyte reactivity^60^. Supporting our findings from the scRNA-seq analysis, rhNodal stimulation reduces the nuclear immunostaining of FOS and FOSB (Supplementary Fig. 15c–f). Conversely, SB431542 treatment of astrocytes increases the nuclear signal for SOX9, FOS and FOSB (Supplementary Fig. 14f, h and Supplementary Fig. 15c–f).

Taken together, these findings indicate that the loss of Nodal can induce reactive astrogliosis directly, consistent with an angiocrine signaling role of the pericyte-derived TGFβ family ligand.

### Activation of microglia is negatively controlled by Nodal

Microglial cells are important for immune surveillance in the brain and undergo morphological changes, from ramified to ameboid-like morphology, in response to injury or pathogens^61–63^. This activation involves alterations in gene and protein expression, reflecting the role of microglia in maintaining brain homeostasis under both healthy and diseased conditions^64–69^. In our study, microglia activation was assessed by quantifying microglial morphology as well as by analyzing transcriptional changes, including chemokine expression, by scRNA-seq. AIF1 and cluster of differentiation 68 (CD68) are well-established markers of microglial cells in the CNS, which are commonly found in activated microglia. AIF1 contributes to membrane cytoskeleton rearrangement, while CD68 is a lysosomal protein that functions as a scavenger receptor^49,70–74^. Visualization of immunostained microglia by confocal microscopy shows that the expression of AIF1 and CD68 is strongly increased in P12 *Nodal*^iPCKO^ brain sections relative to littermate controls (Fig. 6a–c). Upregulated expression of AIF1 and CD68 in *Nodal*^iPCKO^ brain lysates is confirmed by Western blot analysis (Fig. 6d). Furthermore, *Nodal*^iPCKO^ AIF1+ microglial cells acquire thick and elongated cellular processes, consistent with exposure to acute stress^75^ (Fig. 6e–g).

**Fig. 6:**
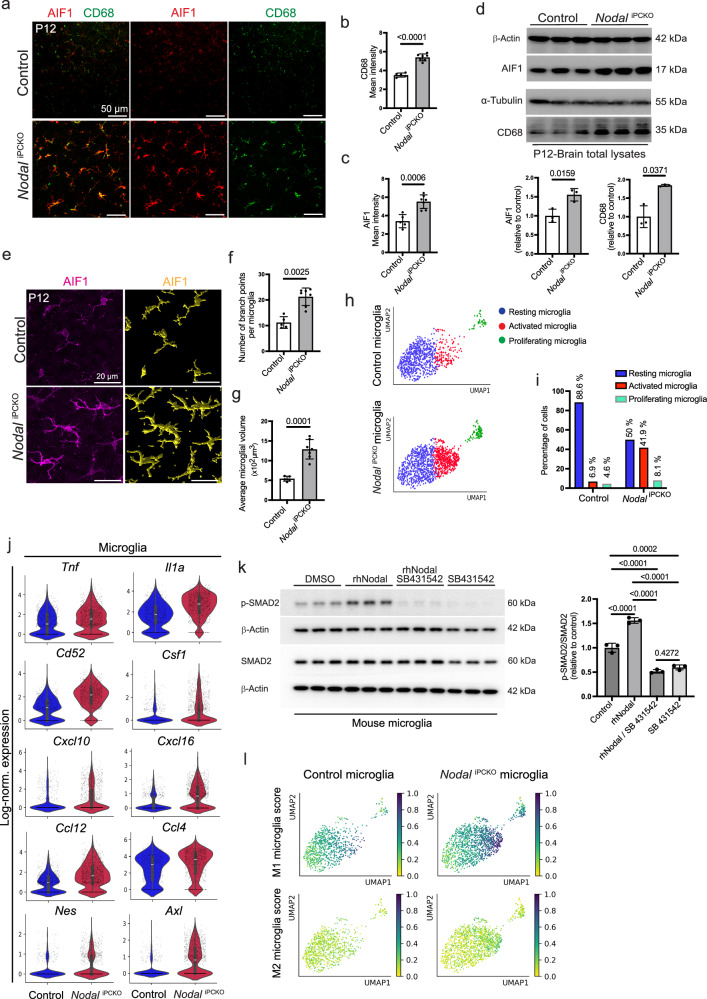
Microglia activation is controlled by pericyte-derived Nodal. **a** P12 Brain cortex of *Nodal*^iPCKO^ and control littermates stained for AIF1 (red) and CD68 (green). Graphs showing the increased expression of CD68 (**b**) and AIF1 (**c**) in *Nodal*^iPCKO^ sections of the brain cortex compared to control littermate. Data represent mean ± s.e.m. (*n* = 7); *P*-value, unpaired two-tailed Student *t*-test. **d** Western blot analysis of AIF1 and CD68 proteins in brain cortex lysates from P12 *Nodal*^iPCKO^ and control littermates. Molecular weight marker (kDa) is indicated. β-Actin and α-Tubulin are shown as loading controls. Quantitation of AIF1 and CD68 is presented in the graphs below. Data represent mean ± s.e.m. (*n* = 3); *P*-values, unpaired two-tailed Student *t*-test (AIF1) and unpaired two-tailed Welch’s test (CD68). **e** Confocal images showing AIF1 (magenta) immunostaining of *Nodal*^iPCKO^ and control brain cortex sections (left panels). Imaris surface-rendered image of AIF1+ microglia from the left panels shows the morphology of microglia and their cellular projections (yellow, right panels). Graphs showing the number of branch points per microglia (**f**) and the average microglial volume (**g**) in cortical sections from *Nodal*^iPCKO^ and control brains. Data represent mean ± s.e.m. (*n* = 5 controls and 7 mutants); *P*-values, unpaired two-tailed Mann–Whitney test in **f** and unpaired two-tailed Welch’s test in (**g**). **h** UMAP projections showing activated microglia (red dots) versus resting microglia (blue dots) in *Nodal*^iPCKO^ and control scRNA-seq data. **i** Graph showing the ratio of resting, activated and proliferating microglia in *Nodal*^iPCKO^ and control brain. **j** Violin plots showing increased expression of markers of activated microglia in P12 *Nodal*^iPCKO^ brain cortex relative to control (*n* = 830 control and 1346 mutant microglia; two animals per group); Boxplots in center of the violins show median (white bar), quartiles (box), and the farthest data point within 1.5 * inter-quartile range (whiskers). **k** Western blot analysis of total SMAD2 and p-SMAD2 in lysates from cultured mouse primary microglia treated with rhNodal and SB431542 inhibitor, as indicated. Molecular weight marker (kDa) is indicated. β-Actin is shown as a loading control. Graph on the right shows quantification of the p-SMAD2/SMAD2 ratio. Data represent mean ± s.e.m. (*n* = 3); *P*-values, one-way ANOVA with Tukey’s test. **l** UMAP plots showing the gene set score (scanpy score_genes) for type 1 (M1) and 2 (M2) microglia in *Nodal*^iPCKO^ versus control brain cortex. Source data are provided as a Source Data file.

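Microglia-like cells of the P12 cortex, 839 in the control and 1330 in the Nodal iPCKO library, were named from markers that include P2ry12, P2ry13, Siglech, Selplg, Tmem119, Cx3cr1, Csf1r and C1qa. The largest cluster differed between the libraries. A cluster with P2ry12 and P2ry13 among its leading genes held 295 control and 287 mutant cells, and a cluster led by Tnf, Il1a and Il1b held 169 and 395. Each cell was thinned to 4036 UMIs, leaving out 73 control and 144 mutant cells, and scored by 11 genes that the paper names as markers of microglial activation, Tnf, Il1a, Cd52, Cd74, Csf1, Cxcl10, Cxcl16, Ccl12, Ccl4, Axl and Nes. The limit of the score was placed at the top 7% of control cells (54 of 766) to match the control share shown in Fig. 6i. In the mutant library 487 of 1186 cells lay above this limit, 41.1% (38.2 to 43.9%), with 17 control and 53 mutant cells as near to it as defined for astrocytes. The share was 40.4% without thinning and 25.5% (23.1 to 28.1%) with a list of 17 genes of disease-associated microglia, the alternative that moved it most.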

The increased number of activated microglial cells in *Nodal*^iPCKO^ mutant brains relative to littermate controls is confirmed by the analysis of our scRNA-seq data (Fig. 6h, i). 

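In microglia-like cells of the Nodal iPCKO cortex Csf1 rose from 128 to 501 CPM, a log2 ratio of 1.96 (1.85 to 2.08), and Ccl12 from 296 to 1049 CPM, a log2 ratio of 1.83 (1.75 to 1.90). Log2 ratios were 1.77 for Cxcl16, 1.68 for Cd52, 1.6 for Cxcl10 and 1.25 for Il1a, whose level went from 959 to 2279 CPM. Cd74 had 92.9 and 174 CPM, a log2 ratio of 0.91 (0.76 to 1.05), and Tnf 547 and 998 CPM, a log2 ratio of 0.87 (0.81 to 0.93). Ccl4, the most abundant of the 9, changed least, from 3439 to 5565 CPM with a log2 ratio of 0.69 (0.67 to 0.72). Together with Axl and Nes the genes had a median log2 ratio of 1.6, a set that the paper chose from these libraries. A list of 6 homeostatic microglial genes had a median of -0.85, and 16 of the 17 disease-associated genes one of 0.90. A list of 18 immediate-early genes had a median of -0.19 in these cells.

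**Figure D7:**
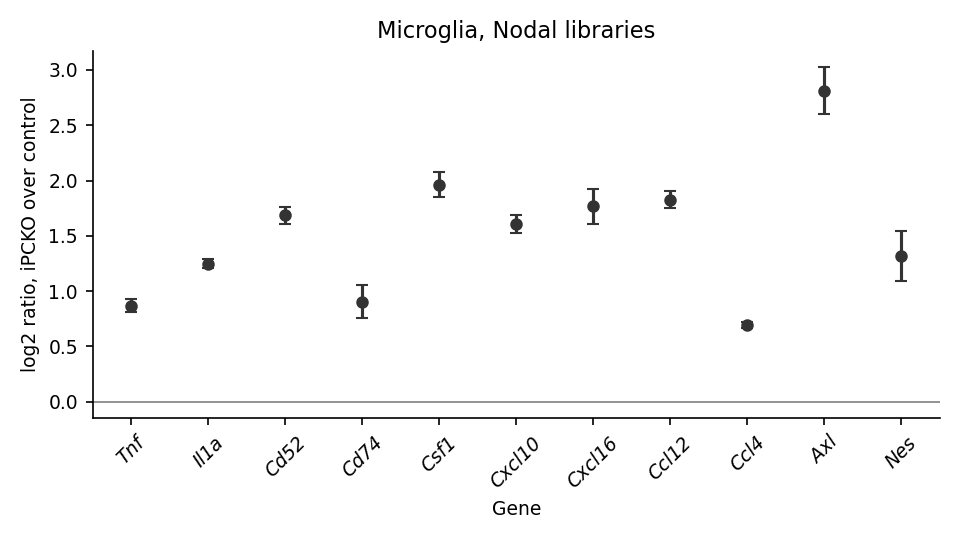
Log2 ratio of CPM, Nodal iPCKO over control library, for 11 genes in microglia-like cells of the P12 cortex. Points are ratios of 2 libraries and lines conditional exact 95% intervals, for counting error only. Every point lies above 0, Axl highest at 2.81.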

Notably, multiple markers associated with microglial activation, including transcripts for the chemokines tumor necrosis factor (*Tnf*), Interleukin-1 alpha (*Il1a*), CD52 (*Cd52*), CD74 (*Cd74*), colony stimulating factor 1 (*Csf1*), C-X-C motif chemokine ligand 10 (*Cxcl10*) and 16 (*Cxcl16*), C-C motif chemokine 12 (*Ccl12*) and 4 (*Ccl4*), are upregulated in *Nodal*^iPCKO^ microglia. Other markers of microglia activation, namely the AXL receptor tyrosine kinase (*Axl*)^76^ and the intermediate filament protein Nestin (*Nes*)^77^, are also increased after loss of pericyte-derived Nodal (Fig. 6j and Supplementary Fig. 16a). 

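Axl (chromosome 7 from 25456535 to 25488329 of GRCm39) had 206 UMIs in microglia-like cells of the control and 2481 in those of the Nodal iPCKO library, or 37.9 and 266 CPM, with a counting interval of 2.60 to 3.02 on the log2 scale. Nes (chromosome 3 from 87878385 to 87887758) rose from 36.8 to 91.7 CPM, a log2 ratio of 1.32 (1.09 to 1.55). A UMI of Axl was present in 14.8% of control and 54.5% of mutant microglia-like cells, and after thinning to 4036 UMIs in 9.40% and 47.2%.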

Immunostaining confirms the increase of Nestin, which is known to be elevated in microglia during inflammation^77^, in *Nodal*^iPCKO^ brain sections relative to littermate controls (Supplementary Fig. 16b, e). Confocal microscopy of P12 *Nodal*^iPCKO^ brain cortex shows that activated AIF1+ microglia are present in regions of vascular leakage (Supplementary Fig. 17a), which raises the possibility that microglial activation may occur secondary to vascular defects. However, similar to activated astrocytes, AIF1+ microglia are also present in regions without extravasation of IgG or Texas Red-dextran (Supplementary Fig. 17b, c). Notably, enlarged microglia are already present in the P8 *Nodal*^iPCKO^ brain cortex, a stage in which vascular leakage is not yet detected, indicating that the TGFβ family ligand can suppress microglia activation directly (Supplementary Fig. 18a–e).

For a more detailed investigation of the role of Nodal, we treated cultured primary murine brain-derived microglial cells with recombinant rhNodal. This treatment significantly increases the phosphorylation of SMAD2, which is blocked by administration of SB431542 (Fig. 6k). Consistent with previous reports, TGF-β signaling through SMAD2 regulates microglial activity and maintains a quiescent phenotype in the CNS^78,79^. Cell stimulation experiments also confirm the suppression of Nestin expression by rhNodal in cultured murine brain-derived microglia cells, whereas SB431542 treatment leads to strongly enhanced Nestin immunostaining (Supplementary Fig. 16c, f). Expression of the chemokine CXCL10, which has been linked to microglial activation and migration^51,80,81^, is also reduced by rhNodal treatment and strongly increased by SB431542 (Supplementary Fig. 16d, g).

Based on a simplified classification, one can distinguish M1 microglia, which are pro-inflammatory and neurotoxic, and M2 microglia with anti-inflammatory and neuroprotective roles^64,82,83^. 

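The paper's text does not name the genes behind the M1 and M2 comparison, so 2 lists written from general knowledge were used, with 17 M1 and 15 M2 genes. In microglia-like cells, 15 M1 genes had enough UMIs, 12 of them higher in the Nodal iPCKO library, with a median log2 ratio of 0.59 (0.42 to 0.89), above all 10000 matched random lists. Of 9 M2 genes with enough UMIs 3 were higher, with a median of -0.30 (-0.55 to 0.03) at percentile 13.4, an interval that includes 0. The difference between the medians was 0.88 (0.52 to 1.28). Tnf, Il1a and Cxcl10 are in both the M1 list and the activation markers of the paper.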

Computational analyses of our scRNA-seq data suggest that the loss of pericyte-derived Nodal signaling shifts microglial polarization towards the M1 type, indicating that pericyte-derived Nodal may have both anti-inflammatory and neuroprotective effects (Fig. 6l). However, this simple classification does not entirely capture the complexity of microglial responses in various neurodegenerative conditions^64,84^.

Taken together, our findings support that microglia can be directly activated by loss of Nodal, which is again consistent with an angiocrine signaling role of the pericyte-derived TGFβ family ligand. Subsequent alterations in the brain microenvironment, such as elevated vascular permeability or changes in ECs or astrocytes later in postnatal development, might further enhance the activation of microglia in *Nodal*^iPCKO^ mutants.

## Discussion

Research on angiocrine signaling has uncovered very important roles of endothelial cells or specific EC subpopulations in organ growth and regeneration^1,2^, whereas comparably little attention has been given to the potential role of pericytes as a source of secreted factors acting on cell populations in the surrounding tissue. In contrast, it is very well established that pericytes are critical for blood vessel integrity and the prevention of excessive vascular leakage. The latter is most evident in the blood–brain barrier, where pericytes together with specialized ECs and astrocyte endfeet protect the brain against the entry of potentially harmful substances and cells from the blood stream^85,86^. In the lung, pericytes have been proposed to be a source of myofibroblasts driving tissue fibrosis^87,88^ but have also been implicated in the regulation of leukocyte trafficking and cytokine signaling during inflammatory responses^89^. Historically, the reliable identification of pericytes has long been hampered by the lack of unique markers that are not shared by vascular smooth muscle cells, fibroblasts or other cell populations^90,91^. Accordingly, morphological criteria, in particular the close association with the endothelial monolayer, have been indispensable for the characterization of pericytes. These limitations are, at least to a great part, overcome by single-cell or single-nucleus RNA-seq approaches^19,34,35^, which provide detailed molecular signatures and enable important insights into organ-specific and intra-organ heterogeneity of cells.

Stimulated by the availability of scRNA-seq data hinting at organ-specific angiocrine roles of pericytes, we have explored the role of three differentially expressed pericyte-derived candidate regulators, HGF, BDNF and Nodal in postnatal lung and brain, which were selected as model organs (Fig. 7a, b). In the lung, our data show that pericyte-derived HGF impairs alveologenesis, which we attribute to defective proliferation of c-Met-expressing AT2 cells. This finding is consistent with our own previous work showing that the YAP1 and TAZ, transcriptional regulators in the Hippo pathway, regulate the expression of HGF and angiopoietin-1 in pericytes^22^. The critical role of c-Met in AT2 cells is firmly established by previous studies, which have used diverse approaches such as in vitro stimulation approaches or pharmacological inhibition of HGF in vivo^92,93^. Most importantly, it has been established that the AT2 cell-specific inactivation of the *Met* gene impairs airspace morphogenesis but also pulmonary vascular development^53^. As AT2 cell-derived alveolar type 1 epithelial cells are an important source of vascular endothelial growth factor A (VEGF-A), a master regulator of angiogenic blood vessel growth, during lung development^56^, impaired epithelial morphogenesis might directly lead to vascular defects. Pericyte-derived HGF may also have clinical relevance, as reduced HGF levels and mutations in the human *HGF* gene increase the risk of severe bronchopulmonary dysplasia in premature infants^94,95^. Conversely, treatment with recombinant HGF was shown to protect neonatal mice from hyperoxia-induced lung injury^96^. In adults, HGF modulates oxidative stress in alveolar epithelial cells, and lower HGF levels correlate with more severe chronic obstructive pulmonary disease (COPD)^53,97,98^.

**Fig. 7:**
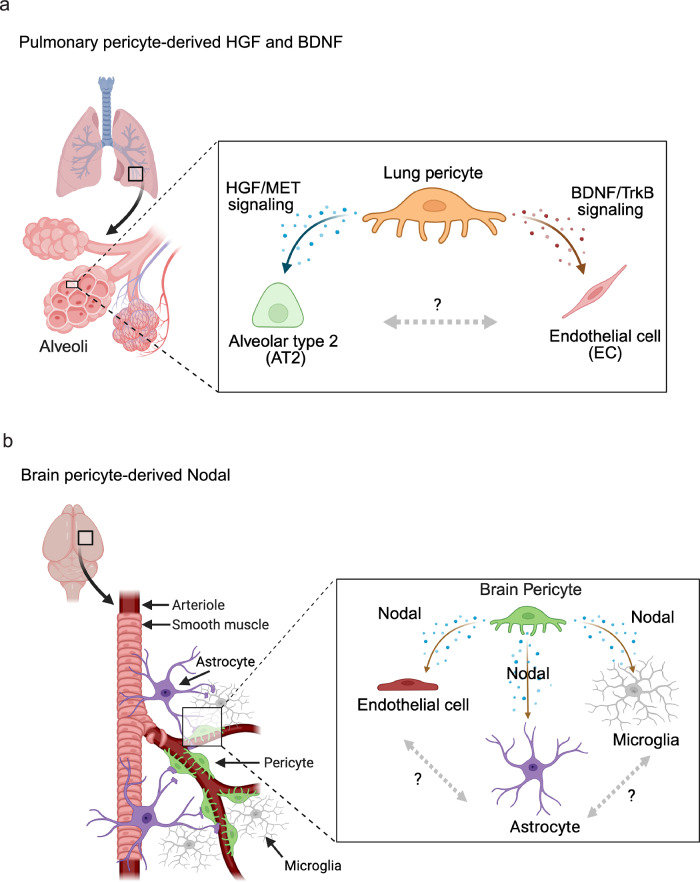
Summary of findings. Schematic representation of the modulation of tissue microenvironments in the lung (**a**) and brain (**b**) by pericyte-derived factors. Created in BioRender. Rasouli, S. J. (2026) https://BioRender.com/pf1pwy6, licensed under CC BY 4.0.

We also identify pericyte-derived BDNF as an important regulator of postnatal lung morphogenesis. The neurotrophin and its receptor, the Trk family receptor tyrosine kinase TrkB, are best known role in the formation and function of the nervous system^99^. However, more recent work has identified a specialized population of AT2 cells during lung regeneration in the adult mouse as a critical source of the neurotrophin. BDNF signals to TrkB+ mesenchymal alveolar niche cells, which have been shown to promote epithelial self-renewal and myofibrogenesis in response to lung injury^68,100^. BDNF signaling has also been linked to various aspects of blood vessel growth, EC migration and survival^41,43,44^. Our cell type-specific genetic experiments now demonstrate that interactions via pericyte-derived BDNF and endothelial TrkB directly contribute to postnatal lung development.

Remarkably, *Pdgfrb-CreERT2*-controlled inactivation of the *Hgf* or *Bdnf* genes causes no notable alterations in the postnatal brain, whereas the third factor investigated in our study, the TGFβ family ligand Nodal, is not expressed by pulmonary pericytes, explaining the absence of defects in *Nodal*^iPCKO^ lungs. In contrast, we find that the loss of pericyte-derived Nodal impairs EC proliferation, decreases the vascularization of the postnatal brain, and causes microhemorrhaging. Previous studies have reported that Nodal promotes vascularization in breast cancer^101^, and its inhibition suppresses angiogenesis and the progression of human gliomas^57^. *Nodal*^iPCKO^ brains show signs of reactive astrogliosis and microglia activation. Although astrocytes are known to respond to defects in endothelial cells or compromised BBB integrity^102–104^, our data argue that Nodal can directly influence astrocyte reactivity. As reactive astrocytes are typically induced by neuroinflammation or brain injury and ischemia^105–107^, future work might address the expression and function of Nodal in pathophysiological settings. Given that TGFβ treatment has been shown to reduce the expression of reactive astrocyte-associated genes in culture^107^, potentially redundant roles of other TGFβ superfamily members need to be considered. Moreover, reactive astrocytes can be induced by cytokines secreted by reactive microglia, including Il-1α, TNFα, and C1q^107^, which generates a scenario of molecular crosstalk between multiple cell populations in and around the brain vasculature. The crosstalk between microglia and other components of the BBB, including pericytes, is essential for CNS homeostasis and maintaining a healthy brain environment^107–110^. Disruption of this communication can lead to neuroinflammation and contribute to various neuropathological conditions^64,107,111^. It is therefore important that Nodal negatively regulates the enrichment of factors associated with microglial activation^51,82,107,112,113^. Pericyte-derived Nodal may have context-dependent clinical relevance in the brain. Nodal upregulation promotes tumor progression in glioblastoma and other cancers, whereas its inhibition suppresses glioma angiogenesis and growth^57,114^. Overexpression of Nodal was also shown to be neuroprotective by mitigating inflammation and oxidative stress in hypoxic–ischemic brain injury^115^, but the natural source of the growth factor in this and other pathological settings remains to be investigated.

Another important open question concerns the cause of the increased permeability and focal hemorrhaging seen in *Nodal*^iPCKO^ brains, which we have not resolved in this study. As TGFβ family receptors are expressed by multiple cell types, it is possible that the loss of Nodal induces changes in the endothelium. In fact, previous work has established that TGFβ signaling regulates vascular growth and barrier function especially in the central nervous system^116–118^. Notably, EC-specific Smad4 mutants show pronounced intracranial hemorrhaging and BBB breakdown, accompanied by reduced mural cell coverage^118^. Likewise, EC-specific loss of the TGFβ receptors TGFBR1 and/or TGFBR2 was shown to impair retinal vascularization, increase vascular permeability and trigger the infiltration of immune cells^119^. Pericyte-derived TGFβ1 was also shown to increase barrier properties of immortalized mouse brain capillary endothelial cells (MBEC4) in co-culture with rat brain pericytes in vitro^120^.

Taken together, it is clear that TGFβ family ligands and their receptors control fundamental aspects of vascular growth and integrity, which is likely to involve complex interactions between multiple cell types. As the morphogenesis of complex tissue structures is likely to be mediated by communication between several different cell types and through multiple signaling pathways, a limitation of our study is that we have focused on a few selected factors. Reciprocal interactions between different cell types might also explain why defects in our mutant models often involve a reduction of PDGFRβ+ pericytes, an observation that remains to be investigated in future studies. Like all genetic tools, the *Pdgfrb-CreERT2* line used in our study has some limitations, one of which is the targeting of vascular smooth muscle cells, which might also lead to phenotypic alterations. As vSMCs are mostly associated with larger caliber arteries and veins, it is not obvious how they would directly communicate with non-vascular cell types located in the vicinity of capillaries and thereby contribute to the phenotypic alterations reported in our study. In addition, *Hgf* expression is strongly enriched in lung pericytes but absent from vSMCs. Likewise, we find that Nodal expression is much higher in brain pericytes than in brain-derived vSMCs, arguing that the latter are less likely to act directly on astrocytes and microglial cells.

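In the P21 Hgf lox/lox control lung no Hgf UMI was found among 166404 UMIs of 57 smooth muscle-like cells, with an upper end of 22.2 CPM. With 3 UMIs as the floor Hgf was 10.9-fold higher in pericyte-like cells, and the counting intervals allow a smaller fold. At Leiden resolution 2 the log2 ratio was 5.18. In the Bdnf lox/lox control lung the values were 119 CPM (94.5 to 148) in pericyte-like cells and 3.84 CPM (0.465 to 13.9, 2 UMIs) in 109 smooth muscle-like cells, a log2 ratio of 4.95 (3.05 to 8.03). The markers of smooth muscle-like cells do not separate vSMCs from other smooth muscle.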

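In the control cortex 1 Nodal UMI was found in 74 vSMC-like cells, 1.49 CPM (0.0377 to 8.29), which is 91.0-fold below pericyte-like cells, with a log2 ratio of 6.51 (4.01 to 11.82). With all mural cells thinned to 2937 UMIs, 28.7% of pericyte-like and 0% of vSMC-like cells had a Nodal UMI. The paper takes this difference to make a direct action of vSMCs on astrocytes and microglia less likely.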

Despite these limitations, our study identifies pericytes as central regulators of tissue morphogenesis and microenvironmental homeostasis during postnatal development. We demonstrate that pericytes are vital sources of growth factors and reveal that their signaling is organ-specific, enabling tailored functional roles aligned with distinct morphogenetic processes and tissue-specific environments.

## Methods

### Mouse models

Mice used in this study were housed in the animal facility of the Max Planck Institute for Molecular Biomedicine, Münster. Animals were maintained in individually ventilated cages under controlled conditions (temperature: 22 ± 1.5 °C; humidity: 55 ± 5%) with a 14-h light/10-h dark cycle, and had ad libitum access to food and water. All animal experiments were performed according to the institutional guidelines and laws, approved by the local animal ethical committee and were conducted at the Max Planck Institute for Molecular Biomedicine with necessary permissions (Az 81-02.04.2020.A471) granted by the Landesamt für Natur, Umwelt und Verbraucherschutz (LANUV) of North Rhine-Westphalia, Germany. Animals were combined in groups for experiments irrespective of their sex.

C57BL/6J mice were used for the analysis of wild-type lung and brain. In vivo labeling of pericytes was performed by mating *Pdgfrb(BAC)-CreERT2* transgenic animals^12^ (available as strain #029684 from The Jackson Laboratory) and *Rosa26*^mT/mG^ reporter mice^24^. Cre activity was induced in pups resulting from this mating by intraperitoneal injection of pups at postnatal day 1 (P1) with a single dose of 50 μg 4-hydroxy tamoxifen (4-OHT) (H7904, Sigma) in ethanol-peanut oil (P52144, Sigma). For inducible genetic experiments employing a mural cell-specific loss-of-function approach, *Pdgfrb(BAC)-CreERT2* transgenics were interbred with mice carrying loxP-flanked alleles for *Bdnf* (*Bdnf*^lox/lox^)^121^, *Hgf* (*Hgf* ^lox/lox^)^122^, or *Nodal* (*Nodal*^lox/lox^)^123^ in separate crosses. To inactivate *Ntrk2* in the postnatal endothelium, *Ntrk2*^lox/lox^ mice^38^ and *Cdh5(PAC)-CreERT2*^+/T^ transgenic mice^124^ were interbred. Cre activity was induced by three consecutive intraperitoneal injections of 50 μg tamoxifen (T5648, Sigma) in ethanol-peanut oil (P52144, Sigma) from P1 to P3.

### Lung sample preparation and immunohistochemistry

For immunohistochemical analysis of mouse lungs, pups at P21 were anaesthetized by intraperitoneal injection of xylazine (Bayer, Rompun 2%; 10 mg/kg) and ketamine (Zoetis, Ketavet 100 mg/ml; 100 mg/kg) dissolved in PBS. The chest cavity of each terminally anesthetized pup was opened to access the heart and lungs. A warm (37 °C) solution of 6% gelatin (G1890, Sigma) in PBS was gently perfused through the right ventricle using manual pressure. To allow the gelatin to solidify, an ice-cold tissue paper was placed over the exposed heart and lungs for 15 min. Subsequently, the ventral trachea was cannulated using an intravenous catheter (BD Insyte, 381212), which was secured with a suture. The lungs were then inflated to full capacity by gently injecting warm (37 °C) 1% low-gelling agarose (A4018, Sigma) in PBS. The agarose-inflated lungs were further chilled by placing an ice-cold tissue paper on them for 20 min. Afterward, the lungs were excised and placed in a 2% paraformaldehyde (PFA; Sigma, P6148) solution in PBS at 4 °C for 30 min. Following this initial fixation, the lungs were incubated in cold PBS for 30 min. After washing with cold PBS, the lung lobes were sliced into 150 µm sections using a vibrating blade microtome (VT1200, Leica) and then fixed in 4% PFA at 4 °C for 1 h. After the second fixation, the lung samples were washed thoroughly by incubating them twice in PBS for 30 min at room temperature (RT). Lung slices were subsequently blocked in a blocking solution composed of 5% donkey serum and 0.5% Triton X-100 in PBS for a minimum of 2 h at RT or overnight (O/N) at 4 °C. Following blocking, the vibratome sections were treated with primary antibodies diluted in the blocking solution overnight at 4 °C. The sections were washed once in 0.5% Triton X-100 in PBS (PBST) for 20 min and then three times in PBS for 10 min each at RT. After washing, the sections were incubated with secondary antibodies diluted in blocking solution for 2 h at RT or O/N at 4 °C. Nuclei were counterstained with DAPI (D9542, Sigma, 2 µg/ml). After four wash steps with PBS, the sections were mounted using FluoroMount-G (Southern Biotech, 0100-01) and covered with cover slips. The mounted samples were stored at 4 °C.

The following primary antibodies were used for lung staining: rat anti-RAGE (1:200, R&D Systems, MAB1179), rabbit anti-Aquaporin 5 (1:200, Millipore, 178615), goat anti CD31/PECAM1 (1:200, R&D Systems, AF3628), rat anti-PDGFRβ (1:100, eBioscience, 14-1402), goat anti-PDGFRβ (1:100, R&D Systems, AF1042), rabbit anti-Prosurfactant Protein C (1:200, Millipore, AB3786), chicken anti-GFP (1:300, 2BScientific Ltd., GFP-1010), mouse anti-αSMA-Cy3 (1:300, Sigma C6198), rat anti-DC-LAMP/CD208 (1:200, Novus Biologicals/Dendritics, DDX0192P-100), rabbit anti-NKX2.1/TTF1 (1:200, abcam, ab76013), rat anti-ICAM2/CD102 (1:100, BD Pharmingen, 553326), goat anti-HGFR/c-Met (1:100, R&D Systems, AF527), rabbit anti ERG (1:100, Abcam, ab110639), rabbit anti-Cleaved Caspase-3 (1:100, Cell Signaling, #9664), and Goat anti-TrkB (1:50, Biotechne; AF1494).

### Brain sample preparation and immunohistochemistry

For immunohistochemical analysis of mouse brains, pups at P12 were anaesthetized by intraperitoneal injection of xylazine (Bayer, Rompun 2%; 10 mg/kg) and ketamine (Zoetis, Ketavet 100 mg/ml; 100 mg/kg) dissolved in PBS. Following terminal anesthesia, the chest cavity was surgically opened to expose the heart. To clear the circulatory system of blood, a puncture was made in the right atrium, and 10 ml of ice-cold PBS was perfused through the left ventricle using a peristaltic pump (Pump P-1, GE Healthcare). Tissue fixation was initiated immediately afterwards by perfusing 10 ml of ice-cold 1% paraformaldehyde (PFA; Sigma, P6148) through the same route. Once perfusion was complete, brains were carefully dissected from the skull and post-fixed by immersion in 4% PFA at 4 °C O/N. The fixed brains were subsequently washed four times (15 min each) in PBS. For sectioning, the brains were cut either along the sagittal midline or into 2 mm-thick coronal sections using an acrylic brain matrix designed for mice (RBMA-200C, World Precision Instruments). The brain hemispheres or coronal sections were embedded in 4% low-gelling-temperature agarose (Sigma, A9414) dissolved in PBS at 40 °C. After embedding, the samples were rapidly cooled on ice to solidify the agarose. Once the agarose had solidified, the blocks were trimmed and mounted onto a specimen holder using cyanoacrylate adhesive (UHU GmbH & Co. KG). Sections with a thickness of 100 μm were then cut using a vibratome (VT 1200S, Leica). Vibratome sections were blocked and permeabilized O/N at 4 °C in a solution containing 1% bovine serum albumin (BSA; Sigma, P6148), 2% normal donkey serum (Abcam, ab7475), and 0.5% Triton-X-100 (Sigma, T8787) in PBS. Primary antibodies were diluted in freshly prepared blocking solution and incubated O/N at 4 °C. Following primary antibody incubation, the sections were washed once with 0.5% Triton-X-100 in PBS, followed by three washes with PBS (20 min each at 4 °C). The sections were then incubated overnight with species-specific Alexa Fluor-conjugated secondary antibodies (Invitrogen), diluted 1:500 in the blocking buffer. Nuclei were counterstained with 4′,6-diamidino-2-phenylindole (DAPI) (Sigma, D9542; 2 µg/ml). Following secondary antibody incubation for 2 h at RT or O/N at 4 °C, the sections were washed with PBS as described and mounted using Fluoromount G (Southern Biotech, 0100-01).

The following primary antibodies were used for brain immunostaining: rabbit anti-AQP4 (1:100, Sigma HPA014784), mouse anti-αSMA-Cy3 (1:200, Sigma C6198), goat anti CD31/PECAM1 (1:200, R&D Systems, AF3628), rabbit anti ERG (1:50, Abcam, ab110639), rabbit anti-GFAP (1:200, DAKO, Z0334), goat anti-GFAP (1:200, Novus Biologicals, NB100-53809), rat anti-CD68 (1:100, Abcam, ab53444), chicken anti-GFP (1:200, 2BScientific Ltd., GFP-1010), rabbit anti-GLUT1 (1:100, Millipore, 07-1401), goat anti-AIF1 (1:100, Novus Biologicals, NB100-1028), rat anti-ICAM2/CD102 (1:100, BD Pharmingen, 553326), rat anti-Nestin (1:200, Santa Cruz, sc101541), rat anti-PDGFRβ (1:100, eBioscience, 14-1402), goat anti-PDGFRβ (1:100, R&D Systems, AF1042), rat anti-TER-119 (1:200, R&D Systems, MAB1125), goat anti-Collagen IV (1:100, Millipore; AB769), Rabbit anti-SOX2 (1:100, Abcam, ab97959), goat anti-SOX9 (1:100, R&D Systems, AF3075), rat anti-Nestin (1:100, Cosmo Bio, BAM-73-100-EX), rabbit anti-FOSB (1:100, Cell Signaling, #2251), rabbit anti-FOS (1:100, Abcam, ab190289), goat anti-CXCL10 (1:100, Biotechne, AF466-SP), mouse anti-Nestin (1:100, Santa Cruz, sc-23927) and Isolectin B4 Alexa Fluor-488 (1:50, Invitrogen; I21411).

The following donkey-raised secondary antibodies (all in 1:500 dilution) were used for immunostaining of brain and lung samples: anti-rabbit IgG conjugated to Alexa Fluor (AF) 488 (Thermo Fisher Scientific, A21206), anti-chicken IgY AF488 (Jackson ImmunoResearch, 703-545-155), anti-rat IgG AF488 (Thermo Fisher Scientific, A21208), anti-goat IgG AF488 (Invitrogen, A-11055), anti-mouse IgG AF546 (Thermo Fisher Scientific, A10036), anti-rat IgG AF594 (Thermo Fisher, A21209), anti-rabbit IgG AF594 (Thermo Fisher Scientific, A21207), anti-goat IgG AF594 (Thermo Fisher Scientific, A-11058), anti-rabbit IgG AF647 (Thermo Fisher Scientific, A-31573), anti-rat IgG AF647 (Jackson ImmunoResearch, 712-605-153), anti-goat IgG AF647 (Thermo Fisher Scientific, A-21447), and anti-mouse IgG AF647 (Thermo Fisher Scientific, A-31571). Nuclei were counterstained with DAPI (1 μg/ml) together with secondary antibodies.

### Cell culture

Mouse brain endothelial cells (b.End3, ATCC, cat. #CRL-2299) were cultured in DMEM (Sigma, D6546) supplemented with penicillin/streptomycin (PAA, P11-010) and 10% FCS, and kept in a humidified incubator at 37 °C, 10% CO_2_. Cells were seeded into six-well plates coated with 0.1% gelatin for protein extraction. or into µ-Slide 24-well (Ibidi, 82426) for immunostaining.

Mouse C57 mixed astrocytes (Lonza, M-AsM-330) were cultured in Astrocyte Growth Medium BulletKit™ (AGM^TM^ BulletKit^TM^, CC-3186) and kept in a humidified incubator at 37 °C, 5% CO_2_. Cells were seeded into six-well plates coated with poly-L-lysin (2 µg/cm^2^, Sciencell, 0403) for protein extraction, or into µ-Slide 24-well (Ibidi, 82426) for immunostaining.

Mouse microglia (Sciencell, M1900) were cultured in Microglia Medium (Sciencell, #1901), which consists of 500 ml of basal medium, supplemented with 25 ml of fetal bovine serum (FBS, Cat. No. 0025), 5 ml of microglia growth supplement (MGS, Cat. No. 1952) and 5 ml of antibiotic solution (P/S, Cat. No. 0503). Microglia were seeded into six-well plates coated with poly-L-lysin (2 µg/cm^2^, Sciencell, 0403) for protein extraction, or into µ-Slide 24-well (Ibidi, 82426) for immunostaining, kept in a humidified incubator at 37 °C, 5% CO_2_.

### Stimulation and inhibitor treatment of cultured cells

bEnd.3 cells in a six-well plate were starved in basal medium for 1 h at 37 °C, then treated with basal medium containing Nodal (100 or 200 ng/ml, R&D Systems, 3218-ND-025) for 30 min, with or without the SB431542 inhibitor (10 µM, Selleckchem, S1067). Following stimulation, cells were processed for protein isolation. For immunostaining, cells were seeded in µ-Slide 24-well plates (Ibidi, 82426) and treated under the same conditions for 16 h.

Mouse astrocytes and microglia, cultured separately in six-well plates at 37 °C, were treated with Nodal (200 ng/ml) or SB431542 inhibitor (10 µM) for 30 min. Inhibitor treatment was also performed simultaneously with Nodal stimulation. After treatment, the cells were harvested for protein isolation. DMSO was used as a control treatment.

For immunostaining, cells were seeded in µ-Slide 24-well plates (Ibidi, 82426) and treated under the same conditions for 16 h.

### Protein isolation and Western blotting

For immunoblotting, cells were washed twice with ice-cold PBS containing 1 mM PMSF, then lysed on ice in a lysis buffer (20 mM Tris–HCl, pH 8.0, 150 mM NaCl, 0.5% Triton X-100, 0.1% SDS, 0.1% sodium deoxycholate, 2 mM EDTA) supplemented with Halt Protease Inhibitor Cocktail (Thermo Scientific, 78429) and Phosphatase Inhibitor Cocktail Set V (EMD Millipore, 524629). The lysates were incubated for 20 min at 4 °C. Following vortexing, cell lysates were centrifuged for 10 min at 4 °C, and protein concentrations in the supernatants were measured using the BCA Protein Assay Kit (Pierce, 23225). Lysates were combined with 2× sample loading buffer in a 1:1 ratio and heated at 95 °C for 5 min. 2 µg of total proteins were then separated by SDS–polyacrylamide gel electrophoresis (SDS–PAGE) and transferred to Immobilon-P polyvinylidene fluoride (PVDF) membranes, which were briefly treated with 100% methanol for 20 s. Membranes were blocked in either 1–4% BSA/TBST or 0.3% skim milk/TBST for 1 h before being incubated with primary antibodies in blocking buffer O/N at 4 °C with gentle agitation. After three washes with TBST, membranes were exposed to peroxidase-conjugated secondary antibodies diluted in either 1% BSA/TBST or 0.3% skim milk/TBST buffer for 1 h at room temperature with gentle agitation. The membranes were then washed and developed using the ECL Prime detection kit (GE Healthcare, RPN2232).

For tissue protein isolation, mouse brain cortices and lungs were perfused with cold PBS containing PhosSTOP (Roche) through the left and right ventricles, respectively. The perfused tissues were dissected before snap freezing in liquid nitrogen. Tissues were then homogenized in lysis buffer using a Pestle (Argos) and centrifuged for 20 min at 4 °C to clarify the lysates. Total protein concentrations were determined with the BCA Protein Assay Kit (Pierce, 23225). 20 µg of total protein from the lysates was separated by SDS–PAGE and transferred to PVDF membranes. After blocking, the membranes were incubated with primary antibodies, followed by washing and detection using horseradish peroxidase-conjugated secondary antibodies and the ECL Prime detection kit.

The following antibodies were used for immunoblotting: mouse anti-β-ACTN (1:6000, Invitrogen, AM4302), mouse anti-α-Tubulin (1:6000, Sigma, T5168), rabbit monoclonal anti-SMAD2 (1:5000), Cell Signaling, 5339), rabbit monoclonal anti-Phospho-SMAD2 (1:500, Cell Signaling, 3108), goat anti-AIF1 (1:5000, Novus Biologicals, NB100-1028), rat anti-CD68 (1:3000, Abcam, ab53444), goat anti-Rabbit IgG, HRP-linked whole Ab (1:5000, Cell Signaling, 7074), sheep anti-Mouse IgG, HRP-linked whole Ab (1:40,000, HG-Healthcare, NA931), Peroxidase AffiniPure Bovine anti-Goat IgG (H + L) (1:20,000, Jackson ImmunoResearch, 805-035-180) and goat anti-rat HRP-linked whole Ab (1:20,000, Amersham, NA935).

### Cell immunostaining

Cells were cultured in their respective media within µ-Slide 24-well plates (Ibidi, 82426). The cells were fixed using 4% PFA for 10 min, followed by permeabilization with ice-cold 0.1% Triton X-100 in PBS for 5 min at 4 °C. After washing with PBS, cells were blocked with a solution containing 4% donkey serum and 2% BSA in PBS for 1 h at RT. Following blocking, the cells were incubated with primary antibodies diluted in the blocking buffer for 1 h at RT. After another washing step, secondary antibodies, also diluted in the blocking buffer, were applied for an additional hour. Finally, after washing steps with PBS, 250 μl of Fluoromount-G was added to each well of the µ-Slide for mounting.

### EdU incorporation assay in vivo and in vitro

EC proliferation in the brain and lungs was evaluated by administering a single intraperitoneal injection of EdU (150 µg/50 µl, Invitrogen, A10044 to P12 pups or 250 µg/100 µl to P21 pups). After 2 h, the brains or lungs were dissected and processed as described above. EdU-positive cells were visualized using the Click-iT EdU Imaging Kit (Thermo Fisher Scientific, C10340).

To assess bEnd.3 proliferation in culture, cells were treated with Nodal and SB431542 inhibitor as indicated, and were incubated with EdU (10 µM) in an old medium for 60 min at 37 °C. EdU-positive cells were visualized using the Click-iT EdU Imaging Kit (Thermo Fisher Scientific, C10340).

### Scratch wound assay

A scratch wound assay was performed on cultured bEnd.3 cells. Scratches were created using a 10 μl pipette tip positioned perpendicular to the bottom of the well near the well wall. The pipette tip was gently dragged across the well under light pressure to generate uniform scratches. Following scratch formation, the culture medium was replaced with low-serum medium (2% FBS) supplemented with either Nodal (200 ng/ml) or a combination of Nodal (200 ng/ml) and SB431542 inhibitor (10 μM). In case of the latter, DMSO was added as a vehicle control. Tile-scan bright-field images of the scratch areas were captured using a Zeiss AxioObserver Z1. Image analysis was conducted using ZEN Blue software and Fiji.

### Dextran injection

A 5 mg/ml solution of 70 kDa Dextran (Texas Red conjugate, lysin fixable, Thermofisher, D1864) was prepared in sterile PBS. Pups were anesthetized before administering 50 μl of the dextran solution into the bloodstream via retro-orbital injection.

### Image acquisition and analysis

Confocal image acquisition was performed using a Zeiss confocal microscope LSM780 and LSM880 equipped with the following objective lenses: ×10 plan apochromat (APO), numerical aperture (NA) 0.45, ×20 Plan APO NA 0.8, water immersion ×40 LD C-APO NA 1.20, and oil immersion ×63 Plan APO NA 1.40. The confocal data were then processed with the ZEN 2.3 SP1 FP3 software (black edition), Fiji and Imaris.

Astrocyte endfeet coverage in the brain was calculated by dividing the surface area positive for Aqp4 immunostaining by the total vascular area. Vessel density was quantified with Imaris from 3D surface-rendered reconstructions of ICAM2+ surfaces, using an average of six fields (213 × 213 × 20 µm) per lung sample, or an average of four fields (213 × 213 × 30 µm) per brain sample. Airspace volume was measured using Imaris from 3D surface-rendered reconstructions of RAGE+ areas, using an average of six fields (213 × 213 × 30 µm) per lung sample. Arterial oxygen saturation (SpO₂) and respiratory rate were monitored using the MouseOx Plus (Starr Life Sciences, USA).

Nuclear enrichment of the protein of interest was measured by identifying DAPI-stained nuclei and segmenting them as regions of interest (ROIs). The mean fluorescence intensity of the antibody of interest was subsequently quantified within these ROIs. Detailed information on the number of biological replicates (animals or independent experiments) is provided in the Source Data File. All images shown are representative of the respective staining obtained from multiple experiments, with identical laser excitation and confocal detection parameters maintained within each experiment.

### Transmission electron microscopy

For electron microscopy, pups at P12 were anaesthetized by intraperitoneal injection of xylazine (Bayer, Rompun 2%; 10 mg/kg) and ketamine (Zoetis, Ketavet 100 mg/ml; 100 mg/kg) dissolved in PBS, and transcardially perfused with 10 ml of PBS and 40 ml of 2% PFA and 2% glutaraldehyde in 0.1 M cacodylate buffer (pH 7.2). The brain was removed and further fixed by immersion in the above-mentioned solution for 3 h at RT. An acrylic matrix for mouse brains (World Precision Instruments Cat. No. RBMA-200C) was used to section the brain in coronal slices from which smaller pieces belonging to the cortex were collected and further fixed in reduced 1% osmium tetroxide containing 1.5% potassium hexacyanoferrate. Next, the tissue was dehydrated and embedded in epon. Ultrathin 60 nm sections were cut on an ultramicrotome (Leica UC6) and counterstained with uranyl and lead. Images were taken using an electron microscope (Tecnai 12 Biotwin TEM, FEI) and representative pictures were documented on a 2K CCD camera (Veleta, EMSIS Münster).

### Single-cell RNA-sequencing

For the single cell sequencing of postnatal lung, two *Hgf* ^lox/lox^ control mice and two *Hgf* ^iPCKO^ P21 old pups or two *Bdnf* ^lox/lox^ control mice and two *Bdnf*^iPCKO^ P21 old pups were analyzed, respectively. Lung lobes were dissected, finely minced using sharp scissors and transferred into enzymatic digestion solution containing 40 U/ml collagenase I (Gibco, 170100-017), 40 U/ml Collagenase IV (Gibco, 170100-019), 4U/ml Dispase II (Thermo Fisher, 17105041) and 2 U/µl DNase I (Worthington, LK003170) prepared in DMEM (Gibco, 31053028) medium. Digestion was performed in a water bath at 37 °C for 30 min. During this time, the tissue was also mechanically dissociated by passing it through a needle-syringe several times. Enzymatic digestion was stopped by addition of FACS buffer (2% FBS in DMEM) and the lysate was passed through 70 µm cell strainer (Falcon, 352350). The filtrate was centrifuged for 5 min at 4 °C, and the pellet was resuspended in RBC lysis solution (eBioscience, 00-4333-57) and further incubated for 10 min on ice. Post resuspension in FACS buffer, the cell lysis was passed through a 50 µm Cell Trics filter (Sysmex, 04-0042-2317). Cells were centrifuged for 5 min at 4 °C, and the pellet was resuspended in cold MACS depletion buffer (autoMACS Running Buffer-MACS Separation Buffer, Miltenyi Biotec, 130-091-221). To proceed with magnetic separation and depletion of CD45+ cells and erythrocytes from the cell suspension, CD45 microbeads (Miltenyi Biotec, 130-052-301) and Ter119 microbeads (Miltenyi Biotec, 130-049-901) were added to the cells resuspended in MACS depletion buffer and incubated for 20 min at 4 °C. After washing, the cell solutions were passed through the MACS MS column (Miltenyi Biotec, 130-042-201) attached to a MACS separator placed on a magnetic Multistand. Filtrate solution consisting of CD45-/Ter119- cells was collected, and the cell number was counted using Luna Automated Cell Counter (L10001). For each mouse genotype, 40,000 cells were prepared for further sequencing from the two mouse littermates, using an equal number of cells per sample. Cells were loaded into a BD Rhapsody Cartridge (BD Bioscience, 633733) and captured on the BD Rhapsody Express Single-Cell Analysis System (BD Bioscience). Single-cell mRNA whole transcriptome (WTA) libraries were created using the BD Rhapsody Whole Transcriptome Analysis (WTA) Amplification Kit (BD Bioscience, 633801) and DNA sequencing was performed on a NextSeq500 (Illumina) using 2 ×75 bp paired end reads with an 8 bp single index.

For the single cell sequencing of postnatal cerebral cortex, two P12 *Nodal* ^lox/lox^ control and two *Nodal*^iPCKO^ mice were anesthetized by intraperitoneal injection of Xylazine (16 mg/kg) and Ketamine (100 mg/kg) and transcardially perfused with 10 ml of ice-cold PBS supplemented with Heparin (25 U/ml). Brains were collected and the meningeal layers removed. Next, the cerebral cortex of each hemisphere was dissected and transferred to ice-cold DMEM supplemented with Penicillin/Streptomycin, Glutamine (GlutaMAX, Gibco) and 25 mM HEPES (PAA, Cat. No. S11-001), hereafter dissection media. The cortices belonging to mice from the same genotype were pooled together and minced using scalpels. The resulting paste was resuspended in 1 ml of enzyme blend containing Papain (25 U/ml, Worthington Cat. No. LK003176), DNAseI (113 U/ml, Worthington Cat. No. LK003170), and Liberase DH (100 µg/ml, Roche Cat. No. 5401054) dissolved in pre-warmed dissection media and incubated 30 min at 37 °C. During this time, the tissue was further homogenized by repeatedly pipetting the solution up and down every 10 min using filtered 1 ml tips. After the first 15 min of incubation, 0.5 ml of the described enzyme blend was further added. Next, the tissue homogenate was filtered through a 70 µm nylon mesh into a 50 ml Falcon tube, the filter was washed with 1 ml of pre-warmed dissection media and the final volume obtained was measured. In order to remove debris and myelin, the cell suspension was mixed with 1.7× volume 22% BSA (Carl Roth Cat. No. 8076.2) dissolved in PBS and centrifuged at 1000×*g* for 12 min and RT. The supernatant was aspirated and the remaining cell pellet resuspended in 1 ml of the described enzyme blend for a final 20 min incubation step at 37 °C with pipetting every 5 min. The resulting single-cell suspension was filtered through a 40 µm cell strainer and diluted by the addition of 8 ml of pre-warmed dissection media. After centrifugation at 300×*g* for 5 min, the supernatant was discarded and the cell pellet was resuspended in 1 ml of Red Blood Cell Lysis Buffer (Sigma Cat. No. R7757). After a 1 min incubation at RT, 20 ml of ice-cold PBS supplemented with 2% fetal calf serum was added and the whole suspension was centrifuged at 300×*g* for 5 min at 4 °C. Next, the supernatant was discarded and the cell pellet resuspended in 1 ml of filter-sterilized endothelial cell buffer (15 mM HEPES, 153 mM NaCl, 5.6 mM KCl, 1.7 mM CaCl_2_, 1.2 mM MgCl_2_ and 10% BSA, pH 7.4)^125^. Cell concentration was assessed using an automated cell counter and 4 × 10^4^ cells from each genotype were loaded into a BD Rhapsody Cartridge (BD Biosciences Cat. No. 633733) for cell capture.

### scRNA-seq data analysis

#### Preprocessing

We used STAR version 2.7.10a^126^ to generate a reference genome index for GRCm39, with Gencode annotations vM33. FASTQ reads were mapped against the reference genome index using STAR with the settings “ --soloType CB_UMI_Complex --soloUMIlen 8 --soloCellFilter None --outSAMtype BAM SortedByCoordinate --soloFeatures Gene --runRNGseed 1 --soloMultiMappers EM --readFilesCommand zcat --outSAMattributes NH HI AS nM NM MD jM jI MC ch CB UB GX GN sS CR CY UR UY”. Libraries using standard BD Rhapsody beads were mapped using the adapter parameters “--soloAdapterSequence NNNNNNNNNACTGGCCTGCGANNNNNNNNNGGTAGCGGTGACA --soloCBposition 2_0_2_8 2_21_2_29 3_1_3_9 --soloUMIposition 3_10_3_17 --soloCBwhitelist BD_CLS1.txt BD_CLS2.txt BD_CLS3.txt”, libraries with BD Rhapsody enhanced beads with --soloAdapterSequence NNNNNNNNNGTGANNNNNNNNNGACA --soloCBposition 2_0_2_8 2_13_2_21 3_1_3_9 --soloUMIposition 3_10_3_17 --soloCBwhitelist BD_CLS1_v2_draft.txt BD_CLS2_v2_draft.txt BD_CLS3_v2_draft.txt”.

Raw counts were imported as AnnData^127^ objects. We removed low complexity barcodes with the knee plot method, and further filtered out cells with a high mitochondrial mRNA content, as well as unusually high total and gene counts, using manually determined cutoffs for each sample. Doublets were scored with Scrublet 0.2.3^128^. Finally, each sample’s gene expression matrix was normalized using scran (1.22.1)^129^ with Leiden clustering^130^ input at resolution 0.5.

G2M and S phase scores were assigned to each cell using gene lists^131^ and the scanpy (1.9.6^132^) sc.tl.score_genes_cell_cycle function.

#### Embedding, clustering, and annotation

The normalized expression matrix was subset to the 3000 most highly variable genes (HVG, sc.pp.highly_variable_genes, flavor “seurat”). For some analyses, expression values were cell-cycle regressed using scanpy.pp.regress_out on G2M and S-phase scores. The top 100 principal components (PCs) were calculated and batch-corrected using Harmony (0.0.5)^133^. The PCs served as a basis for *k*-nearest neighbor calculation (sc.pp.neighbors, n_neighbors=30), which were used as input for UMAP^134^ layout (sc.tl.umap, min_dist = 0.3). Cells were clustered using scanpy.tl.leiden, and a suitable resolution was chosen in each sample for the main cell type annotation. Cluster marker genes were calculated using a pseudobulk approach, comparing aggregate counts with 2 pseudoreplicates for each cluster to all remaining cells (pyDeSEQ2 0.4.8). Finally, expression of select marker genes was plotted using Matplotlib (3.8.4)^135^ “imshow”, and clusters were annotated accordingly.

Sample and cell-type-specific subsets were subclustered using the top 2000 HVGs and 30PCs. Clusters were annotated at suitable Leiden resolutions using known and calculated cell-type markers.

#### Differential expression analysis

Differentially expressed genes were calculated using a pseudobulk approach, comparing aggregate counts with 2 pseudoreplicates for each condition (pyDeSEQ2 0.4.8).

##### Comparison to lung P14 pericytes

We downloaded raw sequencing data and cell annotations by Hurskainen et al. ^36^ from GEO (GSE151974) and processed them analogously to the datasets generated in this study, except for using STAR settings appropriate for 10X Chromium v3 (“—soloType CB_UMI_Simple –soloCBlen 16 –soloUMIstart 17 –soloUMIlen 12 –soloCBwhitelist 10xv3_whitelist.txt”). Data were integrated with data from this study using the Harmony batch-correction method. Differential expression followed the pseudobulk approach outlined above.

#### Ligand–receptor signaling analysis

We used CellphoneDB (v5.0.0)^136^ with default parameters to analyze ligand–receptor interactions. Mouse gene names were converted to human gene names prior to the analysis. For analysis of the *Nodal*^iPCKO^ dataset, we manually included interactions of Nodal with Acvr1b, Acvr2a, and Acvr2b, based on interactions reported in STRING.

### Statistical analysis and reproducibility

Sample size was not determined using statistical calculations; instead, it was based on prior experience and the reproducibility of results across multiple independent experiments. In all reported quantifications, “*n*” represents biological replicates. For in vitro experiments, each biological replicate corresponds to independently treated and processed cell culture samples. For in vivo experiments, each biological replicate corresponds to an individual animal (i.e., mouse pups). For every experiment, the number of animals per group (*n*) included individuals from at least two different litters. For scRNA-seq experiments, lung or brain cells were pooled from two different animals per group. No animals or data were excluded from the analysis. In vivo samples used in the study were randomized in the sense that they were collected from different litters on different days, and the downstream experiments were performed for different batches at different time points. Biological replicates of in vitro experiments were randomized as they were performed independently in different batches at different time points. The investigators were not blinded to allocation during experiments and outcome assessment. Unless otherwise specified, the results represent data from three or more independent biological experiments to ensure reproducibility. Data were processed with the GraphPad Prism 10 software (version 10.6.1). Distribution analysis was performed using the D’Agostino–Pearson, Anderson–Darling, Shapiro–Wilk, or Kolmogorov–Smirnov normality tests, selected according to the sample size. Based on these results, two-tailed nonparametric tests were applied for comparisons between two groups. For normally distributed data with equal variances, an unpaired two-tailed Student’s *t*-test was performed, whereas Welch’s *t*-test was used when variances were unequal. The Mann–Whitney test was applied when at least one group did not meet the assumption of normality. Comparisons among multiple groups were performed using either one-way ANOVA or the Brown–Forsythe and Welch ANOVA, followed by an appropriate post hoc test for multiple comparisons. Effect sizes were calculated as eta squared for unpaired and Welch’s *t*-tests, *R*-squared for ANOVA (both one-way or Browne–Forsythe and Welch), and rank-biserial correlation (*r*) for Mann–Whitney tests. The source data used for quantitative analyses, along with detailed statistical results including effect sizes and degrees of freedom, are provided in the Source Data file. Values are presented as mean ± standard error of the mean (s.e.m.). Exact *P* values are provided on all Figures and Supplementary Figs., with the exception of *P* values lower than 0.0001 (shown as <0.0001). In all cases, statistical significance was assessed with a 95% confidence interval; therefore, a *p*-value < 0.05 was considered significant. The source data used for quantitative analysis, as well as detailed statistical results, are provided in the Source Data file.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The scRNA-seq data generated in this study have been deposited in the Gene Expression Omnibus under accession number GSE285933. The mouse reference genome GRCm39 with GENCODE M26 annotation (https://www.gencodegenes.org/mouse/release_M26.html) was used for mapping the reads in this study. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files. All measurements used for quantification are provided in the Source Data file along with the results of the different statistical analyses performed. Source data are provided with this paper. All individual mouse lines used in this study are commercially available at The Jackson Laboratory or through the lead author. All other biological materials described in this article are available through commercial suppliers as indicated. Source data are provided with this paper.

## References

[1] Augustin, H. G. & Koh, G. Y. Organotypic vasculature: from descriptive heterogeneity to functional pathophysiology. *Science***357**, eaal2379 (2017).10.1126/science.aal237928775214

[2] Rafii, S., Butler, J. M. & Ding, B. S. Angiocrine functions of organ-specific endothelial cells. *Nature***529**, 316–325 (2016).26791722 10.1038/nature17040PMC4878406

[3] Ramasamy, S. K. et al. Regulation of hematopoiesis and osteogenesis by blood vessel-derived signals. *Annu. Rev. Cell Dev. Biol.***32**, 649–675 (2016).27576121 10.1146/annurev-cellbio-111315-124936

[4] Comazzetto, S., Shen, B. & Morrison, S. J. Niches that regulate stem cells and hematopoiesis in adult bone marrow. *Dev. Cell***56**, 1848–1860 (2021).34146467 10.1016/j.devcel.2021.05.018PMC8282762

[5] Nolan, D. J. et al. Molecular signatures of tissue-specific microvascular endothelial cell heterogeneity in organ maintenance and regeneration. *Dev. Cell***26**, 204–219 (2013).23871589 10.1016/j.devcel.2013.06.017PMC3873200

[6] Kusumbe, A. P., Ramasamy, S. K. & Adams, R. H. Coupling of angiogenesis and osteogenesis by a specific vessel subtype in bone. *Nature***507**, 323–328 (2014).24646994 10.1038/nature13145PMC4943525

[7] Kalucka, J. et al. Single-cell transcriptome atlas of murine endothelial cells. *Cell***180**, 764–779.e20.e720 (2020).32059779 10.1016/j.cell.2020.01.015

[8] Halpern, K. B. et al. Paired-cell sequencing enables spatial gene expression mapping of liver endothelial cells. *Nat. Biotechnol.***36**, 962–970 (2018).30222169 10.1038/nbt.4231PMC6546596

[9] Armulik, A., Genové, G. & Betsholtz, C. Pericytes: developmental, physiological, and pathological perspectives, problems, and promises. *Dev. Cell***21**, 193–215 (2011).21839917 10.1016/j.devcel.2011.07.001

[10] Santos, G. S. P., Magno, L. A. V., Romano-Silva, M. A., Mintz, A. & Birbrair, A. Pericyte plasticity in the brain. *Neurosci. Bull.***35**, 551–560 (2019).30367336 10.1007/s12264-018-0296-5PMC6527663

[11] Mellgren, A. M. et al. Platelet-derived growth factor receptor beta signaling is required for efficient epicardial cell migration and development of two distinct coronary vascular smooth muscle cell populations. *Circ. Res.***103**, 1393–1401 (2008).18948621 10.1161/CIRCRESAHA.108.176768PMC2757035

[12] Chen, Q. et al. Endothelial cells are progenitors of cardiac pericytes and vascular smooth muscle cells. *Nat. Commun.***7**, 12422 (2016).27516371 10.1038/ncomms12422PMC4990645

[13] Foster, K. et al. Contribution of neural crest-derived cells in the embryonic and adult thymus. *J. Immunol.***180**, 3183–3189 (2008).18292542 10.4049/jimmunol.180.5.3183

[14] Müller, S. M. et al. Neural crest origin of perivascular mesenchyme in the adult thymus. *J. Immunol.***180**, 5344–5351 (2008).18390716 10.4049/jimmunol.180.8.5344

[15] Trost, A. et al. Neural crest origin of retinal and choroidal pericytes. *Investig. Ophthalmol. Vis. Sci.***54**, 7910–7921 (2013).24235018 10.1167/iovs.13-12946

[16] Korn, J., Christ, B. & Kurz, H. Neuroectodermal origin of brain pericytes and vascular smooth muscle cells. *J. Comp. Neurol.***442**, 78–88 (2002).11754368 10.1002/cne.1423

[17] Asahina, K., Zhou, B., Pu, W. T. & Tsukamoto, H. Septum transversum-derived mesothelium gives rise to hepatic stellate cells and perivascular mesenchymal cells in developing mouse liver. *Hepatology***53**, 983–995 (2011).21294146 10.1002/hep.24119PMC3078645

[18] Que, J. et al. Mesothelium contributes to vascular smooth muscle and mesenchyme during lung development. *Proc. Natl. Acad. Sci. USA***105**, 16626–16630 (2008).18922767 10.1073/pnas.0808649105PMC2567908

[19] Baek, S. H. et al. Single cell transcriptomic analysis reveals organ specific pericyte markers and identities. *Front. Cardiovasc. Med.***9**, 876591 (2022).35722109 10.3389/fcvm.2022.876591PMC9199463

[20] Gaceb, A. & Paul, G. Pericyte secretome. *Adv. Exp. Med Biol.***1109**, 139–163 (2018).30523595 10.1007/978-3-030-02601-1_11

[21] He, L. et al. Single-cell RNA sequencing of mouse brain and lung vascular and vessel-associated cell types. *Sci. Data***5**, 180160 (2018).30129931 10.1038/sdata.2018.160PMC6103262

[22] Kato, K. et al. Pulmonary pericytes regulate lung morphogenesis. *Nat. Commun.***9**, 2448 (2018).29934496 10.1038/s41467-018-04913-2PMC6015030

[23] Sheikh, A. Q., Misra, A., Rosas, I. O., Adams, R. H. & Greif, D. M. Smooth muscle cell progenitors are primed to muscularize in pulmonary hypertension. *Sci. Transl. Med.***7**, 308ra159 (2015).26446956 10.1126/scitranslmed.aaa9712PMC4629985

[24] Muzumdar, M. D., Tasic, B., Miyamichi, K., Li, L. & Luo, L. A global double-fluorescent Cre reporter mouse. *Genesis***45**, 593–605 (2007).17868096 10.1002/dvg.20335

[25] Wälchli, T. et al. Quantitative assessment of angiogenesis, perfused blood vessels and endothelial tip cells in the postnatal mouse brain. *Nat. Protoc.***10**, 53–74 (2015).25502884 10.1038/nprot.2015.002

[26] Akeson, A. L. et al. Temporal and spatial regulation of VEGF-A controls vascular patterning in the embryonic lung. *Dev. Biol.***264**, 443–455 (2003).14651929 10.1016/j.ydbio.2003.09.004

[27] Negretti, N. M. et al. A single-cell atlas of mouse lung development. *Development***148**, dev199512 (2021).10.1242/dev.199512PMC872239034927678

[28] Pozarska, A. et al. Stereological monitoring of mouse lung alveolarization from the early postnatal period to adulthood. *Am. J. Physiol. Lung Cell. Mol. Physiol.***312**, L882–L895 (2017).28314804 10.1152/ajplung.00492.2016

[29] Sá da Bandeira, D. et al. PDGFRbeta(+) cells play a dual role as hematopoietic precursors and niche cells during mouse ontogeny. *Cell Rep.***40**, 111114 (2022).35858557 10.1016/j.celrep.2022.111114PMC9638014

[30] Eilken, H. M. et al. Pericytes regulate VEGF-induced endothelial sprouting through VEGFR1. *Nat. Commun.***8**, 1574 (2017).29146905 10.1038/s41467-017-01738-3PMC5691060

[31] Diéguez-Hurtado, R. et al. Loss of the transcription factor RBPJ induces disease-promoting properties in brain pericytes. *Nat. Commun.***10**, 2817 (2019).31249304 10.1038/s41467-019-10643-wPMC6597568

[32] Desai, T. J., Brownfield, D. G. & Krasnow, M. A. Alveolar progenitor and stem cells in lung development, renewal and cancer. *Nature***507**, 190–194 (2014).24499815 10.1038/nature12930PMC4013278

[33] Liu, K. et al. Tracing the origin of alveolar stem cells in lung repair and regeneration. *Cell***187**, 2428–2445.e20.e2420 (2024).38579712 10.1016/j.cell.2024.03.010

[34] Muhl, L. et al. Single-cell analysis uncovers fibroblast heterogeneity and criteria for fibroblast and mural cell identification and discrimination. *Nat. Commun.***11**, 3953 (2020).32769974 10.1038/s41467-020-17740-1PMC7414220

[35] Barnett, S. N. et al. An organotypic atlas of human vascular cells. *Nat. Med.***30**, 3468–3481 (2024).39566559 10.1038/s41591-024-03376-xPMC11645277

[36] Hurskainen, M. et al. Single cell transcriptomic analysis of murine lung development on hyperoxia-induced damage. *Nat. Commun.***12**, 1565 (2021).33692365 10.1038/s41467-021-21865-2PMC7946947

[37] Kamei, N. et al. BDNF, NT-3, and NGF released from transplanted neural progenitor cells promote corticospinal axon growth in organotypic cocultures. *Spine (Philos., PA: 1976)***32**, 1272–1278 (2007).10.1097/BRS.0b013e318059afab17515814

[38] Minichiello, L. et al. Essential role for TrkB receptors in hippocampus-mediated learning. *Neuron***24**, 401–414 (1999).10571233 10.1016/s0896-6273(00)80853-3

[39] Vanlandewijck, M. et al. A molecular atlas of cell types and zonation in the brain vasculature. *Nature***554**, 475–480 (2018).29443965 10.1038/nature25739

[40] Zeisel, A. et al. Molecular architecture of the mouse nervous system. *Cell***174**, 999–1014.e22.e1022 (2018).30096314 10.1016/j.cell.2018.06.021PMC6086934

[41] Matsuda, S. et al. Brain-derived neurotrophic factor induces migration of endothelial cells through a TrkB-ERK-integrin alphaVbeta3-FAK cascade. *J. Cell Physiol.***227**, 2123–2129 (2012).21769870 10.1002/jcp.22942

[42] Lazarus, A. et al. A perfusion-independent role of blood vessels in determining branching stereotypy of lung airways. *Development***138**, 2359–2368 (2011).21558382 10.1242/dev.060723PMC3091498

[43] Cao, L. et al. BDNF-mediated migration of cardiac microvascular endothelial cells is impaired during ageing. *J. Cell. Mol. Med.***16**, 3105–3115 (2012).22925160 10.1111/j.1582-4934.2012.01621.xPMC4393738

[44] Donovan, M. J. et al. Brain derived neurotrophic factor is an endothelial cell survival factor required for intramyocardial vessel stabilization. *Development***127**, 4531–4540 (2000).11023857 10.1242/dev.127.21.4531

[45] Pöschl, E. et al. Collagen IV is essential for basement membrane stability but dispensable for initiation of its assembly during early development. *Development***131**, 1619–1628 (2004).14998921 10.1242/dev.01037

[46] Huang, X., Hussain, B. & Chang, J. Peripheral inflammation and blood-brain barrier disruption: effects and mechanisms. *CNS Neurosci. Ther.***27**, 36–47 (2021).33381913 10.1111/cns.13569PMC7804893

[47] Sofroniew, M. V. Astrogliosis. *Cold Spring Harb. Perspect. Biol.***7**, a020420 (2014).25380660 10.1101/cshperspect.a020420PMC4315924

[48] Schwab, J. M. et al. AIF-1 expression defines a proliferating and alert microglial/macrophage phenotype following spinal cord injury in rats. *J. Neuroimmunol.***119**, 214–222 (2001).11585624 10.1016/s0165-5728(01)00375-7

[49] Postler, E., Rimner, A., Beschorner, R., Schluesener, H. J. & Meyermann, R. Allograft-inflammatory-factor-1 is upregulated in microglial cells in human cerebral infarctions. *J. Neuroimmunol.***104**, 85–91 (2000).10683518 10.1016/s0165-5728(99)00222-2

[50] Lier, J., Streit, W. J. & Bechmann, I. Beyond activation: characterizing microglial functional phenotypes. *Cells***10**, 2236 (2021).34571885 10.3390/cells10092236PMC8464670

[51] Jurga, A. M., Paleczna, M. & Kuter, K. Z. Overview of general and discriminating markers of differential microglia phenotypes. *Front. Cell. Neurosci.***14**, 198 (2020).32848611 10.3389/fncel.2020.00198PMC7424058

[52] Ohmichi, H., Koshimizu, U., Matsumoto, K. & Nakamura, T. Hepatocyte growth factor (HGF) acts as a mesenchyme-derived morphogenic factor during fetal lung development. *Development***125**, 1315–1324 (1998).9477330 10.1242/dev.125.7.1315

[53] Calvi, C. et al. Hepatocyte growth factor, a determinant of airspace homeostasis in the murine lung. *PLoS Genet.***9**, e1003228 (2013).23459311 10.1371/journal.pgen.1003228PMC3573081

[54] Yamamoto, H. et al. Epithelial-vascular cross talk mediated by VEGF-A and HGF signaling directs primary septae formation during distal lung morphogenesis. *Dev. Biol.***308**, 44–53 (2007).17583691 10.1016/j.ydbio.2007.04.042

[55] Schmidt, A. M., Yan, S. D., Yan, S. F. & Stern, D. M. The multiligand receptor RAGE as a progression factor amplifying immune and inflammatory responses. *J. Clin. Investig.***108**, 949–955 (2001).11581294 10.1172/JCI14002PMC200958

[56] Vila Ellis, L. et al. Epithelial Vegfa specifies a distinct endothelial population in the mouse lung. *Dev. Cell***52**, 617–630.e6.e616 (2020).32059772 10.1016/j.devcel.2020.01.009PMC7170573

[57] Hueng, D. Y. et al. Inhibition of Nodal suppresses angiogenesis and growth of human gliomas. *J. Neurooncol.***104**, 21–31 (2011).21116837 10.1007/s11060-010-0467-3

[58] Li, Y., Zhong, W., Zhu, M., Li, M. & Yang, Z. miR-185 inhibits prostate cancer angiogenesis induced by the nodal/ALK4 pathway. *BMC Urol.***20**, 49 (2020).32366240 10.1186/s12894-020-00617-2PMC7197131

[59] Kajihara, H. et al. Activated astrocytes with glycogen accumulation in ischemic penumbra during the early stage of brain infarction: immunohistochemical and electron microscopic studies. *Brain Res.***909**, 92–101 (2001).11478925 10.1016/s0006-8993(01)02640-3

[60] Luo, J. TGF-beta as a key modulator of astrocyte reactivity: disease relevance and therapeutic implications. *Biomedicines***10**, 1206 (2022).35625943 10.3390/biomedicines10051206PMC9138510

[61] Nimmerjahn, A., Kirchhoff, F. & Helmchen, F. Resting microglial cells are highly dynamic surveillants of brain parenchyma in vivo. *Science***308**, 1314–1318 (2005).15831717 10.1126/science.1110647

[62] Boche, D., Perry, V. H. & Nicoll, J. A. R. Review: activation patterns of microglia and their identification in the human brain. *Neuropathol. Appl. Neurobiol.***39**, 3–18 (2013).23252647 10.1111/nan.12011

[63] Franco-Bocanegra, D. K. et al. Microglial morphology in Alzheimer’s disease and after Abeta immunotherapy. *Sci. Rep.***11**, 15955 (2021).34354209 10.1038/s41598-021-95535-0PMC8342480

[64] Gao, C., Jiang, J., Tan, Y. & Chen, S. Microglia in neurodegenerative diseases: mechanism and potential therapeutic targets. *Signal Transduct. Target Ther.***8**, 359 (2023).37735487 10.1038/s41392-023-01588-0PMC10514343

[65] Maurya, S. K., Gupta, S. & Mishra, R. Transcriptional and epigenetic regulation of microglia in maintenance of brain homeostasis and neurodegeneration. *Front. Mol. Neurosci.***15**, 1072046 (2023).36698776 10.3389/fnmol.2022.1072046PMC9870594

[66] Li, C. et al. The heterogeneity of microglial activation and its epigenetic and non-coding RNA regulations in the immunopathogenesis of neurodegenerative diseases. *Cell Mol. Life Sci.***79**, 511 (2022).36066650 10.1007/s00018-022-04536-3PMC11803019

[67] Sorrentino, S. et al. Microglial heterogeneity and its potential role in driving phenotypic diversity of Alzheimer’s disease. *Int. J. Mol. Sci.***22**, 2780 (2021).33803478 10.3390/ijms22052780PMC7967159

[68] Vlasov, P. V. [History of the education of nurses in Russia]. *Med. Sestra***46**, 51–56 (1987).3298925

[69] Gomez-Nicola, D. & Perry, V. H. Microglial dynamics and role in the healthy and diseased brain: a paradigm of functional plasticity. *Neuroscientist***21**, 169–184 (2015).24722525 10.1177/1073858414530512PMC4412879

[70] Ayata, P. et al. Epigenetic regulation of brain region-specific microglia clearance activity. *Nat. Neurosci.***21**, 1049–1060 (2018).30038282 10.1038/s41593-018-0192-3PMC6090564

[71] Ahmed, Z. et al. Actin-binding proteins coronin-1a and IBA-1 are effective microglial markers for immunohistochemistry. *J. Histochem. Cytochem.***55**, 687–700 (2007).17341475 10.1369/jhc.6A7156.2007

[72] Kanazawa, H., Ohsawa, K., Sasaki, Y., Kohsaka, S. & Imai, Y. Macrophage/microglia-specific protein Iba1 enhances membrane ruffling and Rac activation via phospholipase C-gamma-dependent pathway. *J. Biol. Chem.***277**, 20026–20032 (2002).11916959 10.1074/jbc.M109218200

[73] Norden, D. M., Trojanowski, P. J., Villanueva, E., Navarro, E. & Godbout, J. P. Sequential activation of microglia and astrocyte cytokine expression precedes increased Iba-1 or GFAP immunoreactivity following systemic immune challenge. *Glia***64**, 300–316 (2016).26470014 10.1002/glia.22930PMC4707977

[74] Gottfried, E. et al. Expression of CD68 in non-myeloid cell types. *Scand. J. Immunol.***67**, 453–463 (2008).18405323 10.1111/j.1365-3083.2008.02091.x

[75] Vidal-Itriago, A. et al. Microglia morphophysiological diversity and its implications for the CNS. *Front. Immunol.***13**, 997786 (2022).36341385 10.3389/fimmu.2022.997786PMC9627549

[76] Huang, Y. et al. Microglia use TAM receptors to detect and engulf amyloid beta plaques. *Nat. Immunol.***22**, 586–594 (2021).33859405 10.1038/s41590-021-00913-5PMC8102389

[77] Krishnasamy, S. et al. Molecular imaging of nestin in neuroinflammatory conditions reveals marked signal induction in activated microglia. *J. Neuroinflamm.***14**, 45 (2017).10.1186/s12974-017-0816-7PMC533571128253906

[78] Zöller, T. et al. Silencing of TGFbeta signalling in microglia results in impaired homeostasis. *Nat. Commun.***9**, 4011 (2018).30275444 10.1038/s41467-018-06224-yPMC6167353

[79] Abutbul, S. et al. TGF-beta signaling through SMAD2/3 induces the quiescent microglial phenotype within the CNS environment. *Glia***60**, 1160–1171 (2012).22511296 10.1002/glia.22343

[80] Cheeran, M. C. J., Hu, S., Sheng, W. S., Peterson, P. K. & Lokensgard, J. R. CXCL10 production from cytomegalovirus-stimulated microglia is regulated by both human and viral interleukin-10. *J. Virol.***77**, 4502–4515 (2003).12663757 10.1128/JVI.77.8.4502-4515.2003PMC152158

[81] Clarner, T. et al. CXCL10 triggers early microglial activation in the cuprizone model. *J. Immunol.***194**, 3400–3413 (2015).25725102 10.4049/jimmunol.1401459

[82] Jiang, C. T., Wu, W. F., Deng, Y. H. & Ge, J. W. Modulators of microglia activation and polarization in ischemic stroke (Review). *Mol. Med. Rep.***21**, 2006–2018 (2020).32323760 10.3892/mmr.2020.11003PMC7115206

[83] Guo, S., Wang, H. & Yin, Y. Microglia polarization from M1 to M2 in neurodegenerative diseases. *Front. Aging Neurosci.***14**, 815347 (2022).35250543 10.3389/fnagi.2022.815347PMC8888930

[84] Ransohoff, R. M. A polarizing question: do M1 and M2 microglia exist?. *Nat. Neurosci.***19**, 987–991 (2016).27459405 10.1038/nn.4338

[85] Armulik, A. et al. Pericytes regulate the blood–brain barrier. *Nature***468**, 557–561 (2010).20944627 10.1038/nature09522

[86] Daneman, R., Zhou, L., Kebede, A. A. & Barres, B. A. Pericytes are required for blood–brain barrier integrity during embryogenesis. *Nature***468**, 562–566 (2010).20944625 10.1038/nature09513PMC3241506

[87] Hung, C. et al. Role of lung pericytes and resident fibroblasts in the pathogenesis of pulmonary fibrosis. *Am. J. Respir. Crit. Care Med.***188**, 820–830 (2013).23924232 10.1164/rccm.201212-2297OCPMC3826269

[88] Hung, C. F., Wilson, C. L. & Schnapp, L. M. Pericytes in the lung. *Adv. Exp. Med. Biol.***1122**, 41–58 (2019).30937862 10.1007/978-3-030-11093-2_3

[89] Rayner, S. G., Hung, C. F., Liles, W. C. & Altemeier, W. A. Lung pericytes as mediators of inflammation. *Am. J. Physiol. Lung Cell. Mol. Physiol.***325**, L1–L8 (2023).37130806 10.1152/ajplung.00354.2022PMC10292969

[90] Bondjers, C. et al. Transcription profiling of platelet-derived growth factor-B-deficient mouse embryos identifies RGS5 as a novel marker for pericytes and vascular smooth muscle cells. *Am. J. Pathol.***162**, 721–729 (2003).12598306 10.1016/S0002-9440(10)63868-0PMC1868109

[91] van Splunder, H., Villacampa, P., Martínez-Romero, A. & Graupera, M. Pericytes in the disease spotlight. *Trends Cell Biol.***34**, 58–71 (2024).37474376 10.1016/j.tcb.2023.06.001PMC10777571

[92] Shiratori, M. et al. Hepatocyte growth factor stimulates DNA synthesis in alveolar epithelial type II cells in vitro. *Am. J. Respir. Cell Mol. Biol.***12**, 171–180 (1995).7532419 10.1165/ajrcmb.12.2.7532419

[93] Padela, S. et al. Hepatocyte growth factor is required for alveologenesis in the neonatal rat. *Am. J. Respir. Crit. Care Med.***172**, 907–914 (2005).15994466 10.1164/rccm.200504-567OC

[94] Lassus, P., Heikkilä, P., Andersson, L. C., von Boguslawski, K. & Andersson, S. Lower concentration of pulmonary hepatocyte growth factor is associated with more severe lung disease in preterm infants. *J. Pediatr.***143**, 199–202 (2003).12970632 10.1067/S0022-3476(03)00297-X

[95] Li, J. et al. Exome sequencing of neonatal blood spots and the identification of genes implicated in bronchopulmonary dysplasia. *Am. J. Respir. Crit. Care Med.***192**, 589–596 (2015).26030808 10.1164/rccm.201501-0168OCPMC4595691

[96] Ohki, Y. et al. Hepatocyte growth factor treatment improves alveolarization in a newborn murine model of bronchopulmonary dysplasia. *Neonatology***95**, 332–338 (2009).19122464 10.1159/000187651

[97] Kirkham, P. A. & Barnes, P. J. Oxidative stress in COPD. *Chest***144**, 266–273 (2013).23880677 10.1378/chest.12-2664

[98] Kanazawa, H., Tochino, Y., Asai, K. & Hirata, K. Simultaneous assessment of hepatocyte growth factor and vascular endothelial growth factor in epithelial lining fluid from patients with COPD. *Chest***146**, 1159–1165 (2014).24832895 10.1378/chest.14-0373

[99] Reichardt, L. F. Neurotrophin-regulated signalling pathways. *Philos. Trans. R. Soc. Lond. B Biol. Sci.***361**, 1545–1564 (2006).16939974 10.1098/rstb.2006.1894PMC1664664

[100] Zepp, J. A. et al. Distinct mesenchymal lineages and niches promote epithelial self-renewal and myofibrogenesis in the lung. *Cell***170**, 1134–1148.e10.e1110 (2017).28886382 10.1016/j.cell.2017.07.034PMC5718193

[101] Quail, D. F. et al. Embryonic protein nodal promotes breast cancer vascularization. *Cancer Res.***72**, 3851–3863 (2012).22855743 10.1158/0008-5472.CAN-11-3951

[102] Pfau, S. J. et al. Characteristics of blood-brain barrier heterogeneity between brain regions revealed by profiling vascular and perivascular cells. *Nat. Neurosci.***27**, 1892–1903 (2024).39210068 10.1038/s41593-024-01743-yPMC11452347

[103] Sirko, S. et al. Injury-specific factors in the cerebrospinal fluid regulate astrocyte plasticity in the human brain. *Nat. Med.***29**, 3149–3161 (2023).38066208 10.1038/s41591-023-02644-6PMC10719094

[104] Abbott, N. J. Astrocyte-endothelial interactions and blood–brain barrier permeability. *J. Anat.***200**, 629–638 (2002).12162730 10.1046/j.1469-7580.2002.00064.xPMC1570746

[105] Zamanian, J. L. et al. Genomic analysis of reactive astrogliosis. *J. Neurosci.***32**, 6391–6410 (2012).22553043 10.1523/JNEUROSCI.6221-11.2012PMC3480225

[106] Escartin, C. et al. Reactive astrocyte nomenclature, definitions, and future directions. *Nat. Neurosci.***24**, 312–325 (2021).33589835 10.1038/s41593-020-00783-4PMC8007081

[107] Liddelow, S. A. et al. Neurotoxic reactive astrocytes are induced by activated microglia. *Nature***541**, 481–487 (2017).28099414 10.1038/nature21029PMC5404890

[108] Hanisch, U. K. & Kettenmann, H. Microglia: active sensor and versatile effector cells in the normal and pathologic brain. *Nat. Neurosci.***10**, 1387–1394 (2007).17965659 10.1038/nn1997

[109] Morris, G. P. et al. Microglia directly associate with pericytes in the central nervous system. *Glia***71**, 1847–1869 (2023).36994950 10.1002/glia.24371PMC10952742

[110] Garland, E. F., Hartnell, I. J. & Boche, D. Microglia and astrocyte function and communication: what do we know in humans?. *Front. Neurosci.***16**, 824888 (2022).35250459 10.3389/fnins.2022.824888PMC8888691

[111] Prinz, M., Masuda, T., Wheeler, M. A. & Quintana, F. J. Microglia and central nervous system-associated macrophages-from origin to disease modulation. *Annu. Rev. Immunol.***39**, 251–277 (2021).33556248 10.1146/annurev-immunol-093019-110159PMC8085109

[112] Quan, L., Uyeda, A. & Muramatsu, R. Central nervous system regeneration: the roles of glial cells in the potential molecular mechanism underlying remyelination. *Inflamm. Regen.***42**, 7 (2022).35232486 10.1186/s41232-022-00193-yPMC8888026

[113] Plastini, M. J., Desu, H. L. & Brambilla, R. Dynamic responses of microglia in animal models of multiple sclerosis. *Front. Cell. Neurosci.***14**, 269 (2020).32973458 10.3389/fncel.2020.00269PMC7468479

[114] De Silva, T. et al. Nodal promotes glioblastoma cell growth. *Front. Endocrinol. (Lausanne)***3**, 59 (2012).22645523 10.3389/fendo.2012.00059PMC3355829

[115] Cui, Y. et al. Nodal mitigates cerebral ischemia-reperfusion injury via inhibiting oxidative stress and inflammation. *Eur. Rev. Med. Pharm. Sci.***23**, 5923–5933 (2019).10.26355/eurrev_201907_1833731298343

[116] Walshe, T. E. et al. TGF-beta is required for vascular barrier function, endothelial survival and homeostasis of the adult microvasculature. *PLoS ONE***4**, e5149 (2009).19340291 10.1371/journal.pone.0005149PMC2659748

[117] Lan, Y. et al. Essential role of endothelial Smad4 in vascular remodeling and integrity. *Mol. Cell. Biol.***27**, 7683–7692 (2007).17724086 10.1128/MCB.00577-07PMC2169040

[118] Li, F. et al. Endothelial Smad4 maintains cerebrovascular integrity by activating N-cadherin through cooperation with Notch. *Dev. Cell***20**, 291–302 (2011).21397841 10.1016/j.devcel.2011.01.011

[119] Wang, Y., Rattner, A., Li, Z., Smallwood, P. M. & Nathans, J. Vascular endothelial-specific loss of TGF-beta signaling as a model for choroidal neovascularization and central nervous system vascular inflammation. *Elife***14**, RP107018 (2025).10.7554/eLife.107018PMC1272683341432545

[120] Dohgu, S. et al. Brain pericytes contribute to the induction and up-regulation of blood–brain barrier functions through transforming growth factor-beta production. *Brain Res.***1038**, 208–215 (2005).15757636 10.1016/j.brainres.2005.01.027

[121] Rios, M. et al. Conditional deletion of brain-derived neurotrophic factor in the postnatal brain leads to obesity and hyperactivity. *Mol. Endocrinol.***15**, 1748–1757 (2001).11579207 10.1210/mend.15.10.0706

[122] Phaneuf, D., Moscioni, A. D., LeClair, C., Raper, S. E. & Wilson, J. M. Generation of a mouse expressing a conditional knockout of the hepatocyte growth factor gene: demonstration of impaired liver regeneration. *DNA Cell Biol.***23**, 592–603 (2004).15383179 10.1089/dna.2004.23.592

[123] Kumar, A., Lualdi, M., Lewandoski, M. & Kuehn, M. R. Broad mesodermal and endodermal deletion of Nodal at postgastrulation stages results solely in left/right axial defects. *Dev. Dyn.***237**, 3591–3601 (2008).18773491 10.1002/dvdy.21665PMC2678897

[124] Wang, Y. et al. Ephrin-B2 controls VEGF-induced angiogenesis and lymphangiogenesis. *Nature***465**, 483–486 (2010).20445537 10.1038/nature09002

[125] Czupalla, C., Yousef, H., Wyss-Coray, T. & Butcher, E. Collagenase-based single cell isolation of primary murine brain endothelial cells using flow cytometry. *Bio Protocol***8**, e3092 (2018).10.21769/BioProtoc.3092PMC632617030637296

[126] Dobin, A. et al. STAR: ultrafast universal RNA-seq aligner. *Bioinformatics***29**, 15–21 (2013).23104886 10.1093/bioinformatics/bts635PMC3530905

[127] Virshup, I., Rybakov, S., Theis, F. J., Angerer, P. & Wolf, F. A. anndata: Access and store annotated data matrices. *J. Open Source Softw.***9**, 4371 (2024).

[128] Wolock, S. L., Lopez, R. & Klein, A. M. Scrublet: computational identification of cell doublets in single-cell transcriptomic data. *Cell Syst.***8**, 281–291.e9 (2019).30954476 10.1016/j.cels.2018.11.005PMC6625319

[129] L. Lun, A. T., Bach, K. & Marioni, J. C. Pooling across cells to normalize single-cell RNA sequencing data with many zero counts. *Genome Biol.***17**, 75 (2016).27122128 10.1186/s13059-016-0947-7PMC4848819

[130] Traag, V. A., Waltman, L. & van Eck, N. J. From Louvain to Leiden: guaranteeing well-connected communities. *Sci. Rep.***9**, 5233 (2019).30914743 10.1038/s41598-019-41695-zPMC6435756

[131] Tirosh, I. et al. Dissecting the multicellular ecosystem of metastatic melanoma by single-cell RNA-seq. *Science***352**, 189–196 (2016).27124452 10.1126/science.aad0501PMC4944528

[132] Wolf, F. A., Angerer, P. & Theis, F. J. SCANPY: large-scale single-cell gene expression data analysis. *Genome Biol.***19**, 15 (2018).29409532 10.1186/s13059-017-1382-0PMC5802054

[133] Korsunsky, I. et al. Fast, sensitive and accurate integration of single-cell data with harmony. *Nat. Methods***16**, 1289–1296 (2019).31740819 10.1038/s41592-019-0619-0PMC6884693

[134] Armstrong, G. et al. Uniform Manifold Approximation and Projection (UMAP) reveals composite patterns and resolves visualization artifacts in microbiome data. *mSystems***6**, e0069121 (2021).34609167 10.1128/mSystems.00691-21PMC8547469

[135] Hunter, J. D. Matplotlib: a 2D graphics environment. *Comput. Sci. Eng.***9**, 90–95 (2007).

[136] Troulé, K. et al. CellPhoneDB v5: inferring cell–cell communication from single-cell multiomics data. *Nat. Protoc.***20**, 3412–3440 (2025).40133495 10.1038/s41596-024-01137-1

# Supplementary material for: Pericytes are organ-specific regulators of tissue morphogenesis
**Source:** Nat Commun. 2026 May 12;17:4229. doi: 10.1038/s41467-026-71643-1
**Supplement:** Supplementary file 1 — Supplementary Information

# **Pericytes are organ-specific regulators of tissue morphogenesis**

Seyed Javad Rasouli<sup>1</sup>, Kai Kruse<sup>2</sup>, Rodrigo Diéguez-Hurtado<sup>1</sup>, Parisa Ghanbari<sup>3</sup>, Anusha Aravamudhan<sup>1</sup>, Mara-Elena Pitulescu<sup>1,4</sup>, and Ralf H. Adams<sup>1#</sup>

Keywords: pericytes, mural cells, lung, brain, angiocrine signaling, HGF, BDNF, Nodal

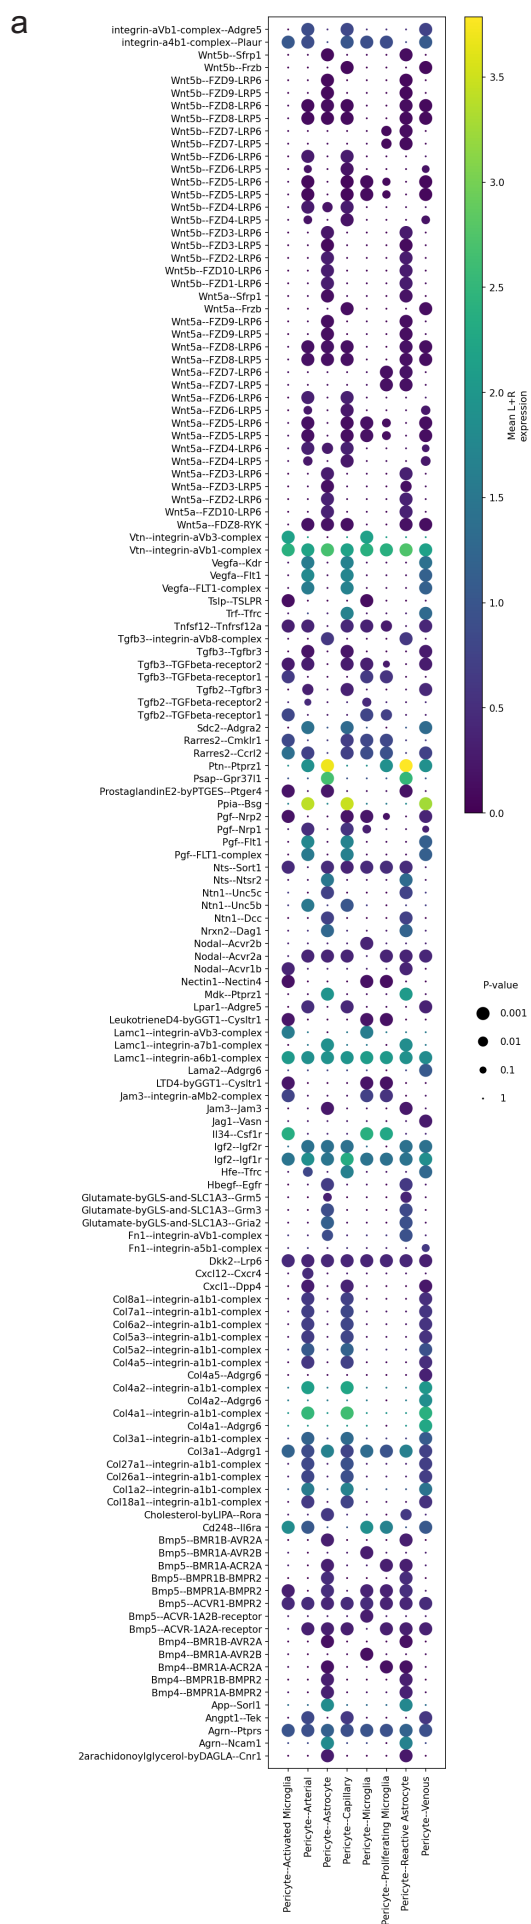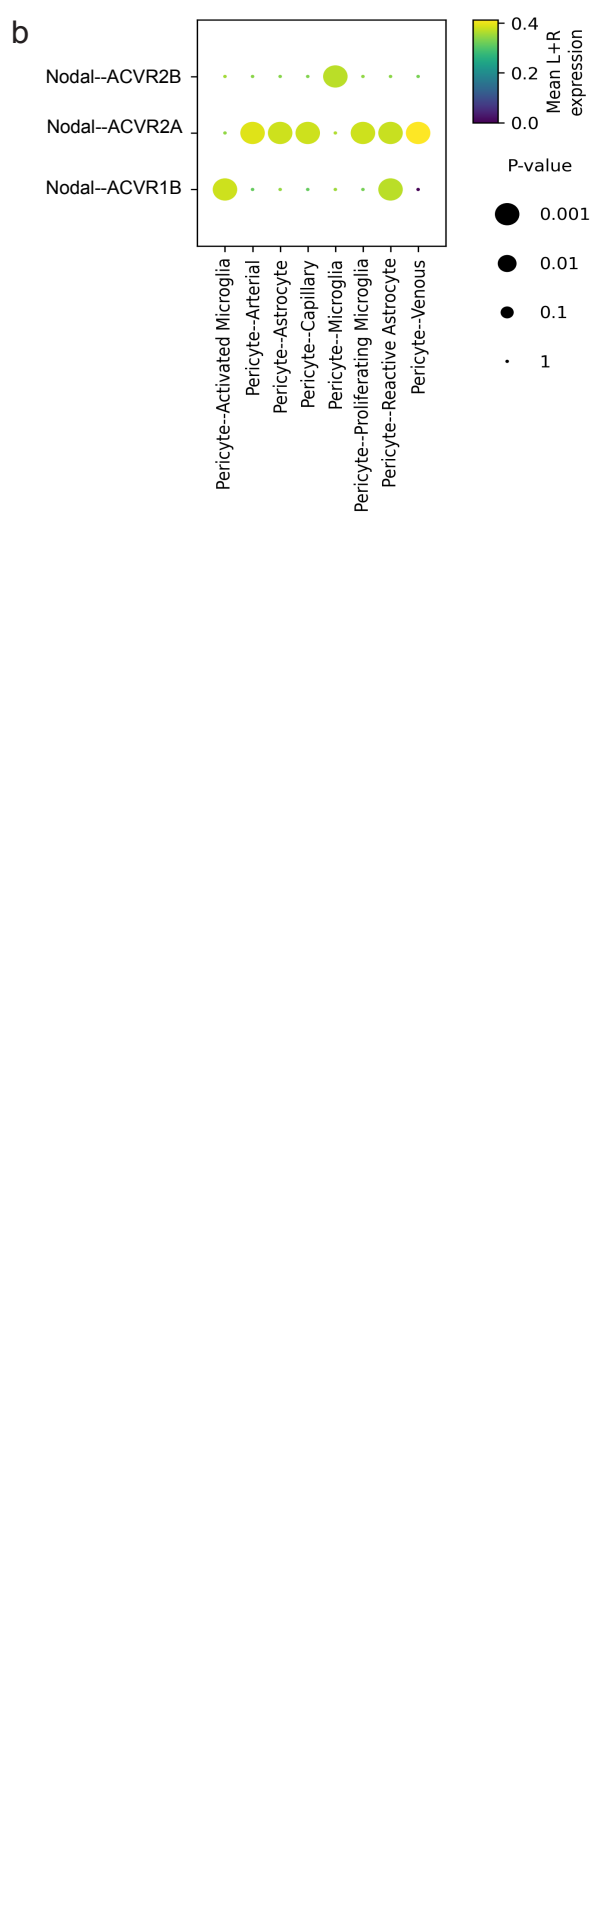

**Supplementary Figure 1. Characterization of pericyte-specific pathways in the postnatal brain.**

**(a, b)** Dot plots showing predicted interactions between brain pericytes and other cell types based on CellPhoneDB analysis of P12 brain scRNA-seq data. Interactions mediated by brain pericyte-derived secreted factors **(a)** and Nodal signaling **(b)** are shown.

a

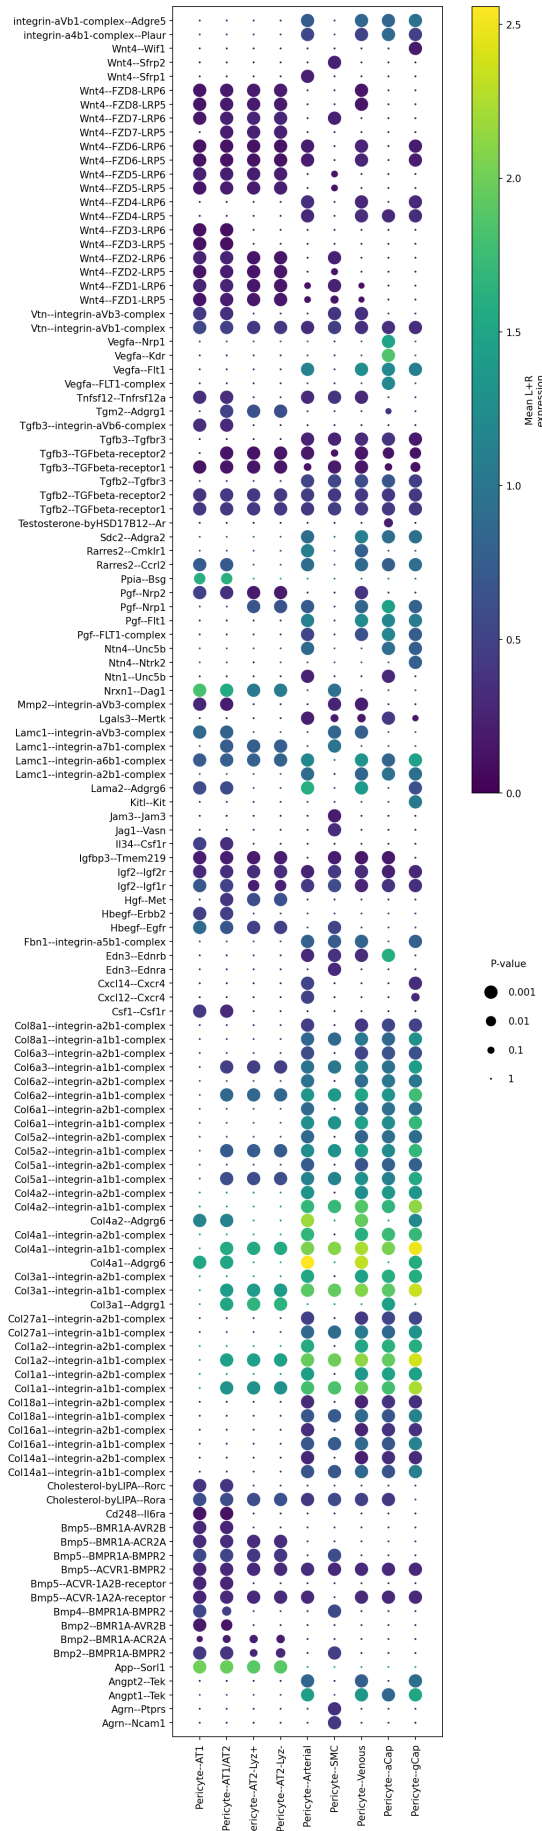

b

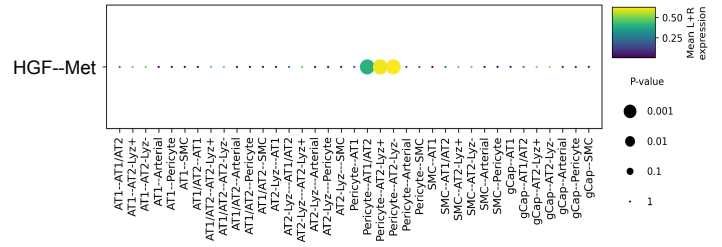

c

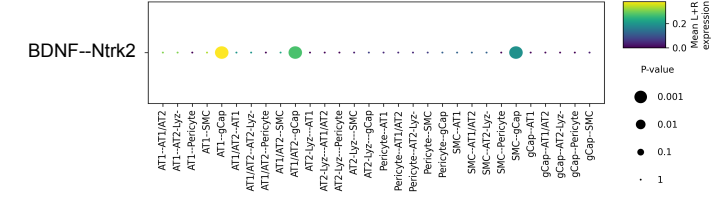

d

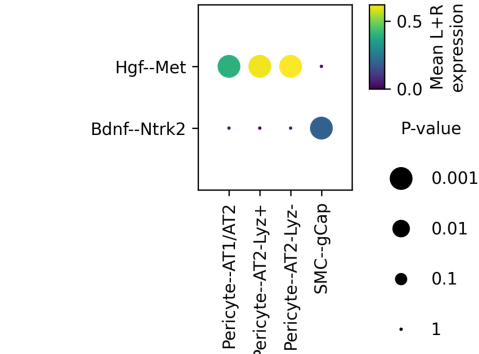

**Supplementary Figure 2. Characterization of pericyte-specific pathways in the postnatal lung.**

**(a, d)** Dot plots showing predicted interactions between lung pericytes and other cell types based on CellPhoneDB analysis of P21 lung scRNA-seq data. Interactions mediated by lung pericyte-derived secreted factors **(a)**, HGF **(b, d)** and BDNF signaling **(c, d)** are shown.

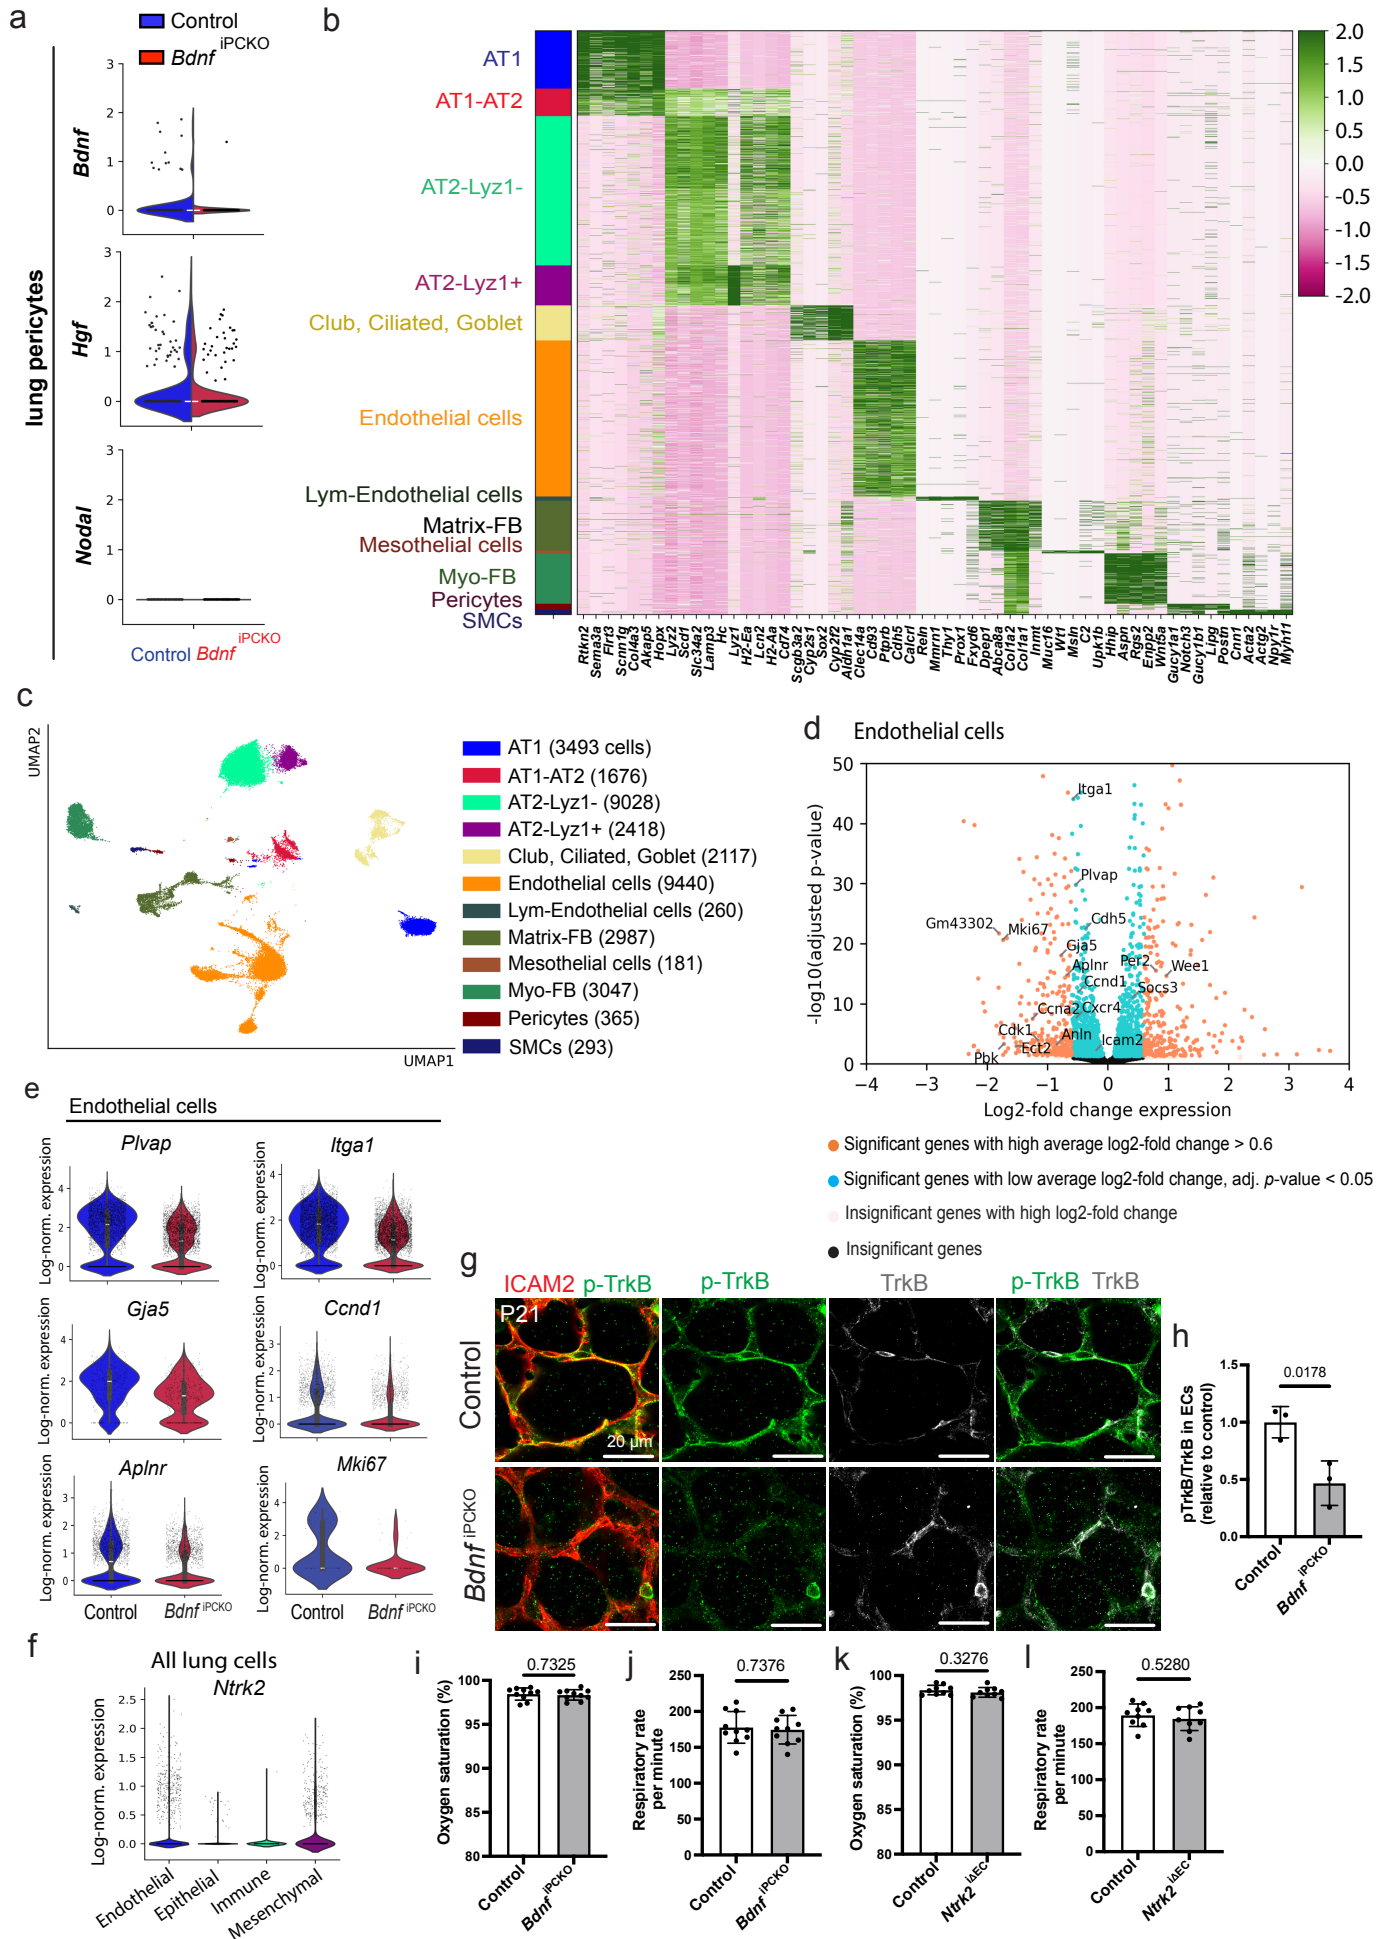

**Supplementary Figure 3. scRNA-seq analysis of P21 *Bdnf*<sup>iPCKO</sup> and control lungs.**

**(a)** Violin plots showing efficient depletion of *Bdnf*, but not *Hgf* or *Nodal*, in lung pericytes from *Bdnf*<sup>iPCKO</sup> relative to control animals. **(b)** Heatmap of top marker genes cell populations based on computational analysis of scRNA-seq data. **(c)** UMAP plot of annotated cell types from lung together with corresponding cell counts. 

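For panel a, Hgf in pericyte-like cells of the Bdnf libraries had 80 UMIs in the control and 50 in the Bdnf iPCKO lung, or 119 and 83.7 CPM. The intervals overlap (94.5 to 148 and 62.1 to 110.4), which alone does not show that the levels are equal. 26.3% of control and 17.2% of mutant cells had an Hgf UMI. Nodal had no UMI in either library, with an upper end of 6.18 CPM in the mutant, so a change of Nodal could not be seen at this depth.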

Indicated are AT1 epithelial cells, AT1-AT2 transitional/intermediate cells, *Lyz1*<sup>+</sup> AT2 and *Lyz1*<sup>-</sup> AT2 epithelial cells, Lymphatic endothelial cells, Matrix fibroblast, Myofibroblast, and smooth muscle cells.

**(d)** Volcano plot showing the differential expression analysis in P21 *Bdnf*<sup>iPCKO</sup> and littermate control pulmonary ECs. 

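Panel d plots each gene's change against the paper's adjusted p, which came from pseudoreplicates of 1 library per genotype. A ranking from the library sums, by the end of the counting interval nearer to 0, covered 11394 genes with at least 200 UMIs in endothelial-like cells of the Bdnf libraries. The 5 genes highest in the mutant library by this rule had log2 ratios of H19 3.43, Igf2 3.10, Gm49394 2.42, Uchl1 2.17 and Pdgfrb 2.18. The first 3 of these had a UMI in 2.25, 5.28 and 5.19% of mutant endothelial-like cells and lead 1 small cluster of 6 control and 26 mutant cells, without which, computed after this ranking, their log2 ratios were 1.76, 0.92 and 0.80. Igf2 and Gm49394 overlap on chromosome 7 (both from 142204503), and 68.9 and 54.3% of their UMIs come from counts that are not whole numbers, as UMIs shared between genes leave them, so that they are not taken as separate rises. Pdgfrb sequence is also part of the transgene that carries the recombinase. At the other end stood Ifi44 -2.63, Gm43302 -2.04, Ifi206 -2.14, Ppp2r2c -2.07 and Gbp4 -1.80. Of the genes labelled in the panel, Per2 had a log2 ratio of 1.18, Wee1 of 1.12 and Socs3 of 0.62, and Cdh5 had -0.35, Cxcr4 -0.88 and Icam2 -0.17.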

Average log<sub>2</sub>-fold change > 0.6, adjusted p-value < 0.05).

Pseudobulk DE analysis uses two-sided Wald test + independent filtering as implemented by pyDESeq2.

**(e)** Violin plots showing expression of multiple endothelial markers (*Plvap*, *Gja5*, *Aplnr* and *Itga1*), and proliferation markers (*Ccnd1* and *Mki67*) in pulmonary ECs. Boxplots in centre of violins shows median (white bar), quartiles (box), and the farthest data point within 1.5 \* inter-quartile range (whiskers).

**(f)** Violin plot of *Ntrk2* expression in endothelial, epithelial, immune, and mesenchymal cells (including fibroblasts) from lung.

**(g)** Confocal images of pulmonary vasculature stained with ICAM2 (red), p-TrkB (green), TrkB (grey) from *Bdnf*<sup>iPCKO</sup> and littermate control animals.

**(h)** Graph shows ratio of p-TrkB/TrkB expression in endothelial cells. Data represents mean ± s.e.m. (n=3); P-values, unpaired two tailed student t-test.

**(i-l)** Quantitation of arterial oxygen saturation (**i, k**) and respiratory rate (**j, l**) in P21 *Bdnf*<sup>iPCKO</sup> (**i-j**), and *Ntrk2*<sup>ΔEC</sup> (**k, l**) mutants compared to littermate control mice. Data represents mean ± s.e.m. (n=10 in (**i, j**) and n=9 in (**k, l**); P-values, unpaired two tailed student t-test.

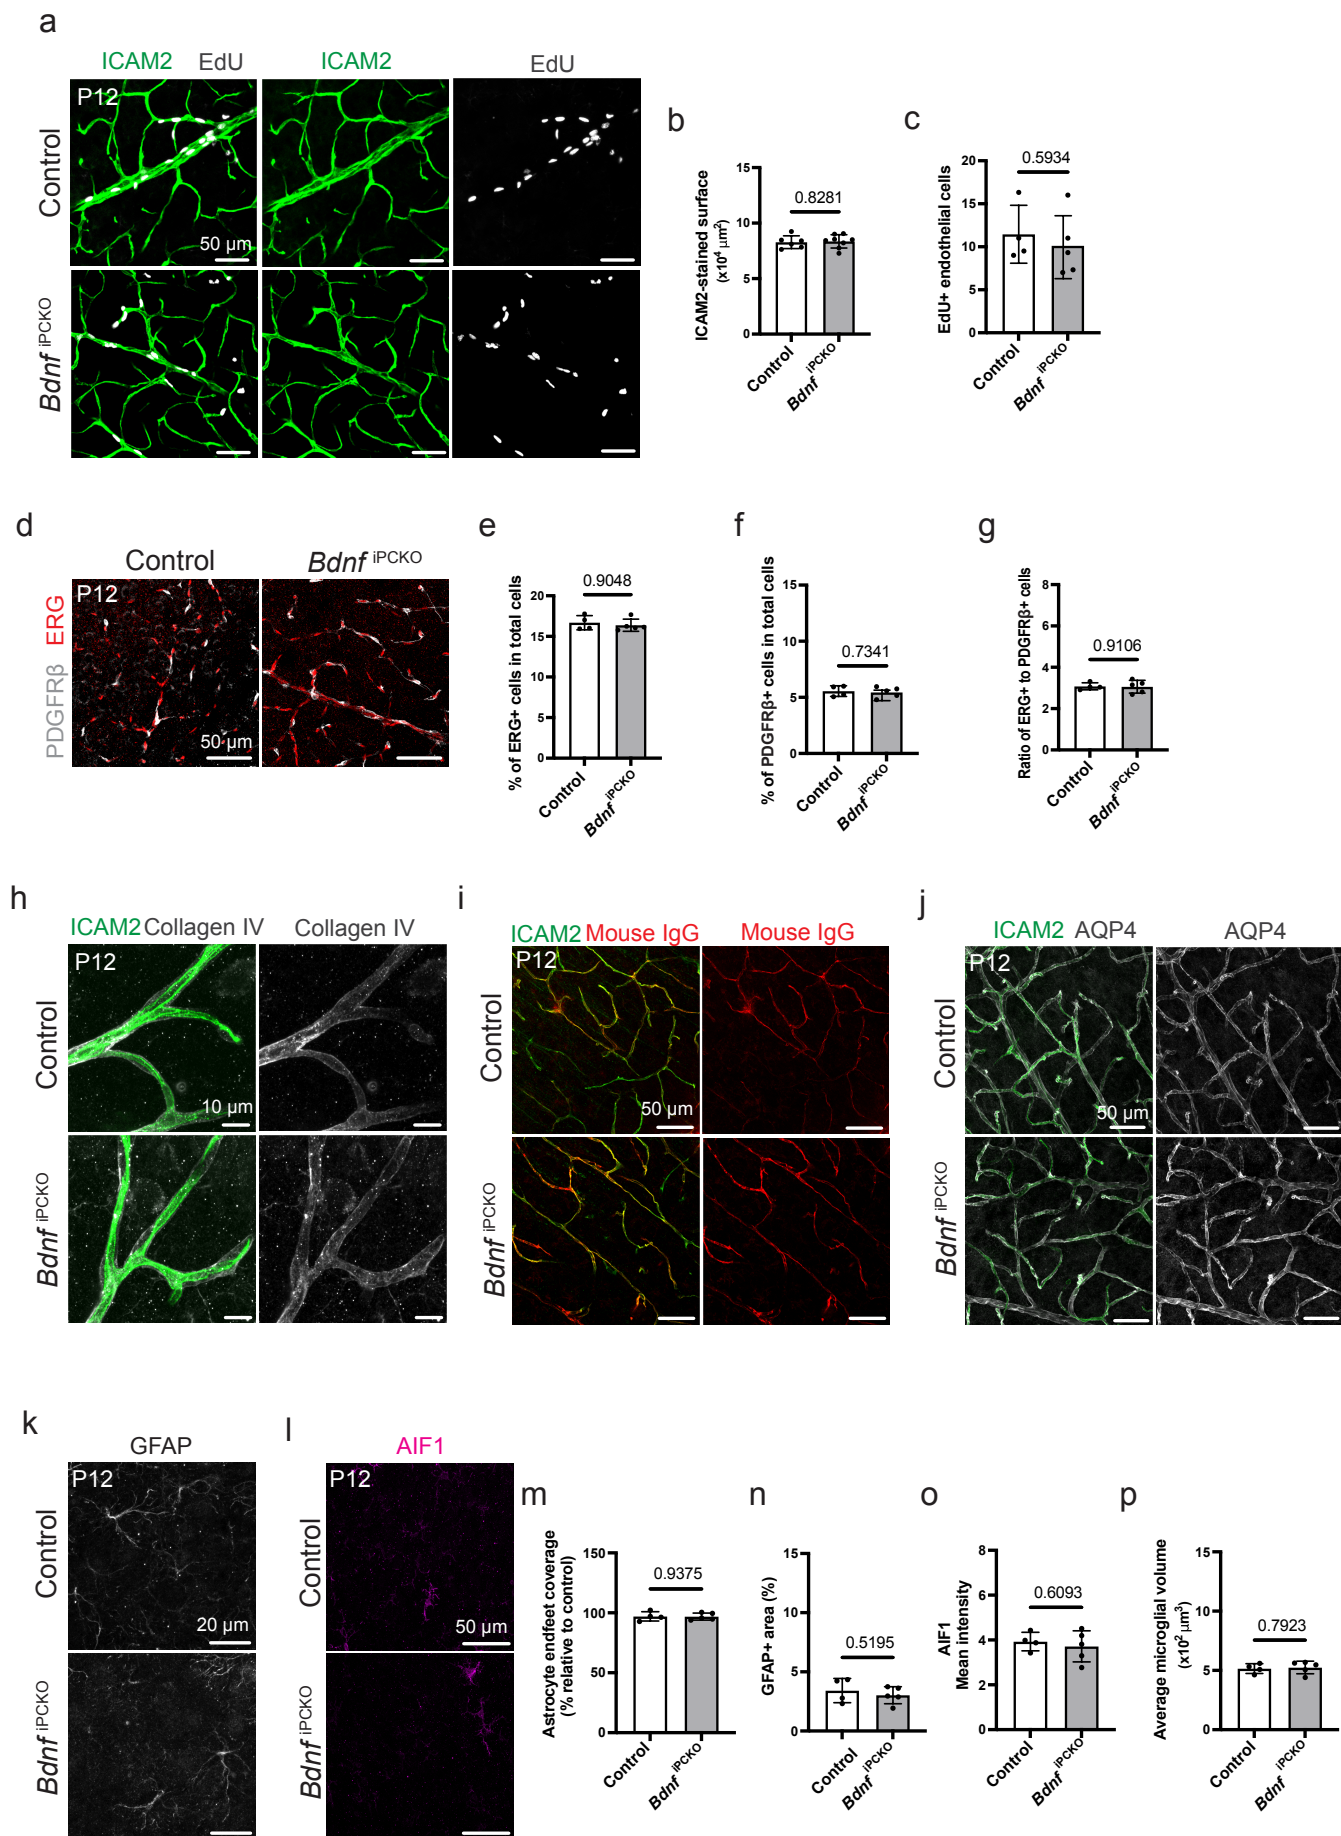

**Supplementary Figure 4. Analysis of the P12 *Bdnf*<sup>iPCKO</sup> brain vasculature.**

**(a)** Confocal images of brain vasculature stained with ICAM2 (green) and EdU (white).

**(b, c)** Graphs showing the ICAM2<sup>+</sup> vascular density **(b)** and number of EdU<sup>+</sup> ECs **(c)** in *Bdnf*<sup>iPCKO</sup> and littermate control brain cortex. Data represents mean  $\pm$  s.e.m. (n=6 controls and 8 mutants in **b**, n=4 controls and 5 mutants in **c**); P-values, unpaired two tailed student t-test.

**(d)** Maximum intensity projections of P12 *Bdnf*<sup>iPCKO</sup> and littermate control brain sections.

Images show PDGFR $\beta$ <sup>+</sup> pericytes (grey) and ERG<sup>+</sup> (red) ECs.

**(e-g)** Graphs showing the ratio of ERG<sup>+</sup> EC nuclei to total cells **(e)**, ratio of PDGFR $\beta$ <sup>+</sup> cells to total cells **(f)**, ratio of ERG<sup>+</sup> cells to PDGFR $\beta$ <sup>+</sup> cells **(g)** in P12 *Bdnf*<sup>iPCKO</sup> and littermate control brain cortex. Data represents mean  $\pm$  s.e.m. (n= 4 controls and 5 mutants in **e-g**); P-values, unpaired two tailed Mann-Whitney test in **e** and unpaired two tailed student t-test in **f, g**.

**(h)** *Bdnf*<sup>iPCKO</sup> and control brain vasculature stained for ICAM2 (green) and Collagen IV (grey), as indicated.

**(i)** Confocal images of *Bdnf*<sup>iPCKO</sup> and littermate controls cortex stained for ICAM2 (green)

and mouse IgG (red). **(j)** Astrocyte endfeet covering ICAM2<sup>+</sup> endothelial cells (green) are

visualized with AQP4 (grey). **(k, l)** Confocal images of brain cortex showing no change in

the activation of GFAP<sup>+</sup> astrocytes (grey) **(k)** or AIF<sup>+</sup> microglia (magenta) **(l)**. **(m-p)**

Quantitation of astrocyte endfeet coverage in P12 cortical blood vessels **(m)**, GFAP<sup>+</sup> area

**(n)**, expression of the microglia-specific marker AIF1 **(o)**, and average microglial volume **(p)**

in the *Bdnf*<sup>iPCKO</sup> and littermate control brain cortex. P-values, unpaired two tailed t-test, (n= 4 controls and 5 mutants in **m-p**).

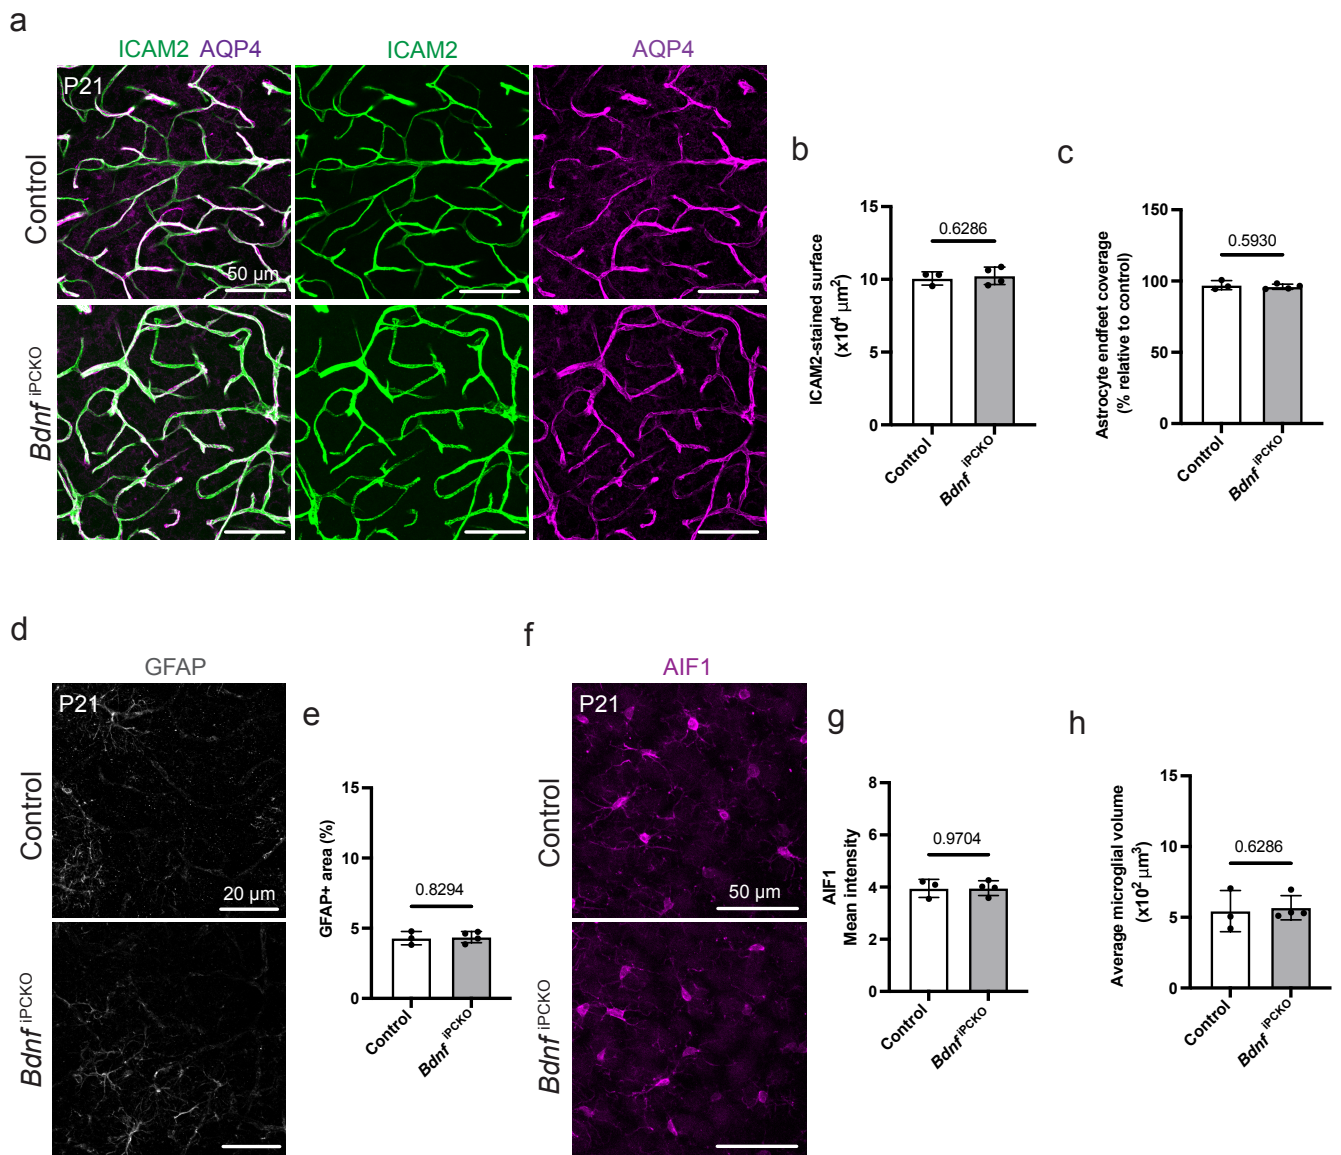

**Supplementary Figure 5. Analysis of the P21 *Bdnf*<sup>iPCKO</sup> brain vasculature.**

**(a)** Confocal images of brain vasculature stained with ICAM2 (green) and AQP4 (magenta).

**(b, c)** Graphs showing the ICAM2<sup>+</sup> vascular density **(b)** and astrocyte endfeet coverage in P21 cortical blood vessels **(c)**. Data represents mean  $\pm$  s.e.m. (n= 3 controls and 4 mutants in **b, c**); P-values, unpaired two tailed Mann-Whitney test in **b** and unpaired two tailed Student's t-test in **c**.

**(d, f)** Confocal images of brain cortex showing no change in the activation of GFAP<sup>+</sup> astrocytes (grey) **(d)** or AIF<sup>+</sup> microglia (magenta) **(f)**.

**(e, g)** Quantitation of GFAP<sup>+</sup> area **(e)**, AIF1 expression **(g)**, and average microglial volume **(h)** in the *Bdnf*<sup>iPCKO</sup> and littermate control brain cortex. Data represents mean  $\pm$  s.e.m. (n= 3 controls and 4 mutants in **e, g** and **h**); P-values, unpaired two tailed Student's t-test in **e, g** and unpaired two tailed Mann-Whitney test in **h**.

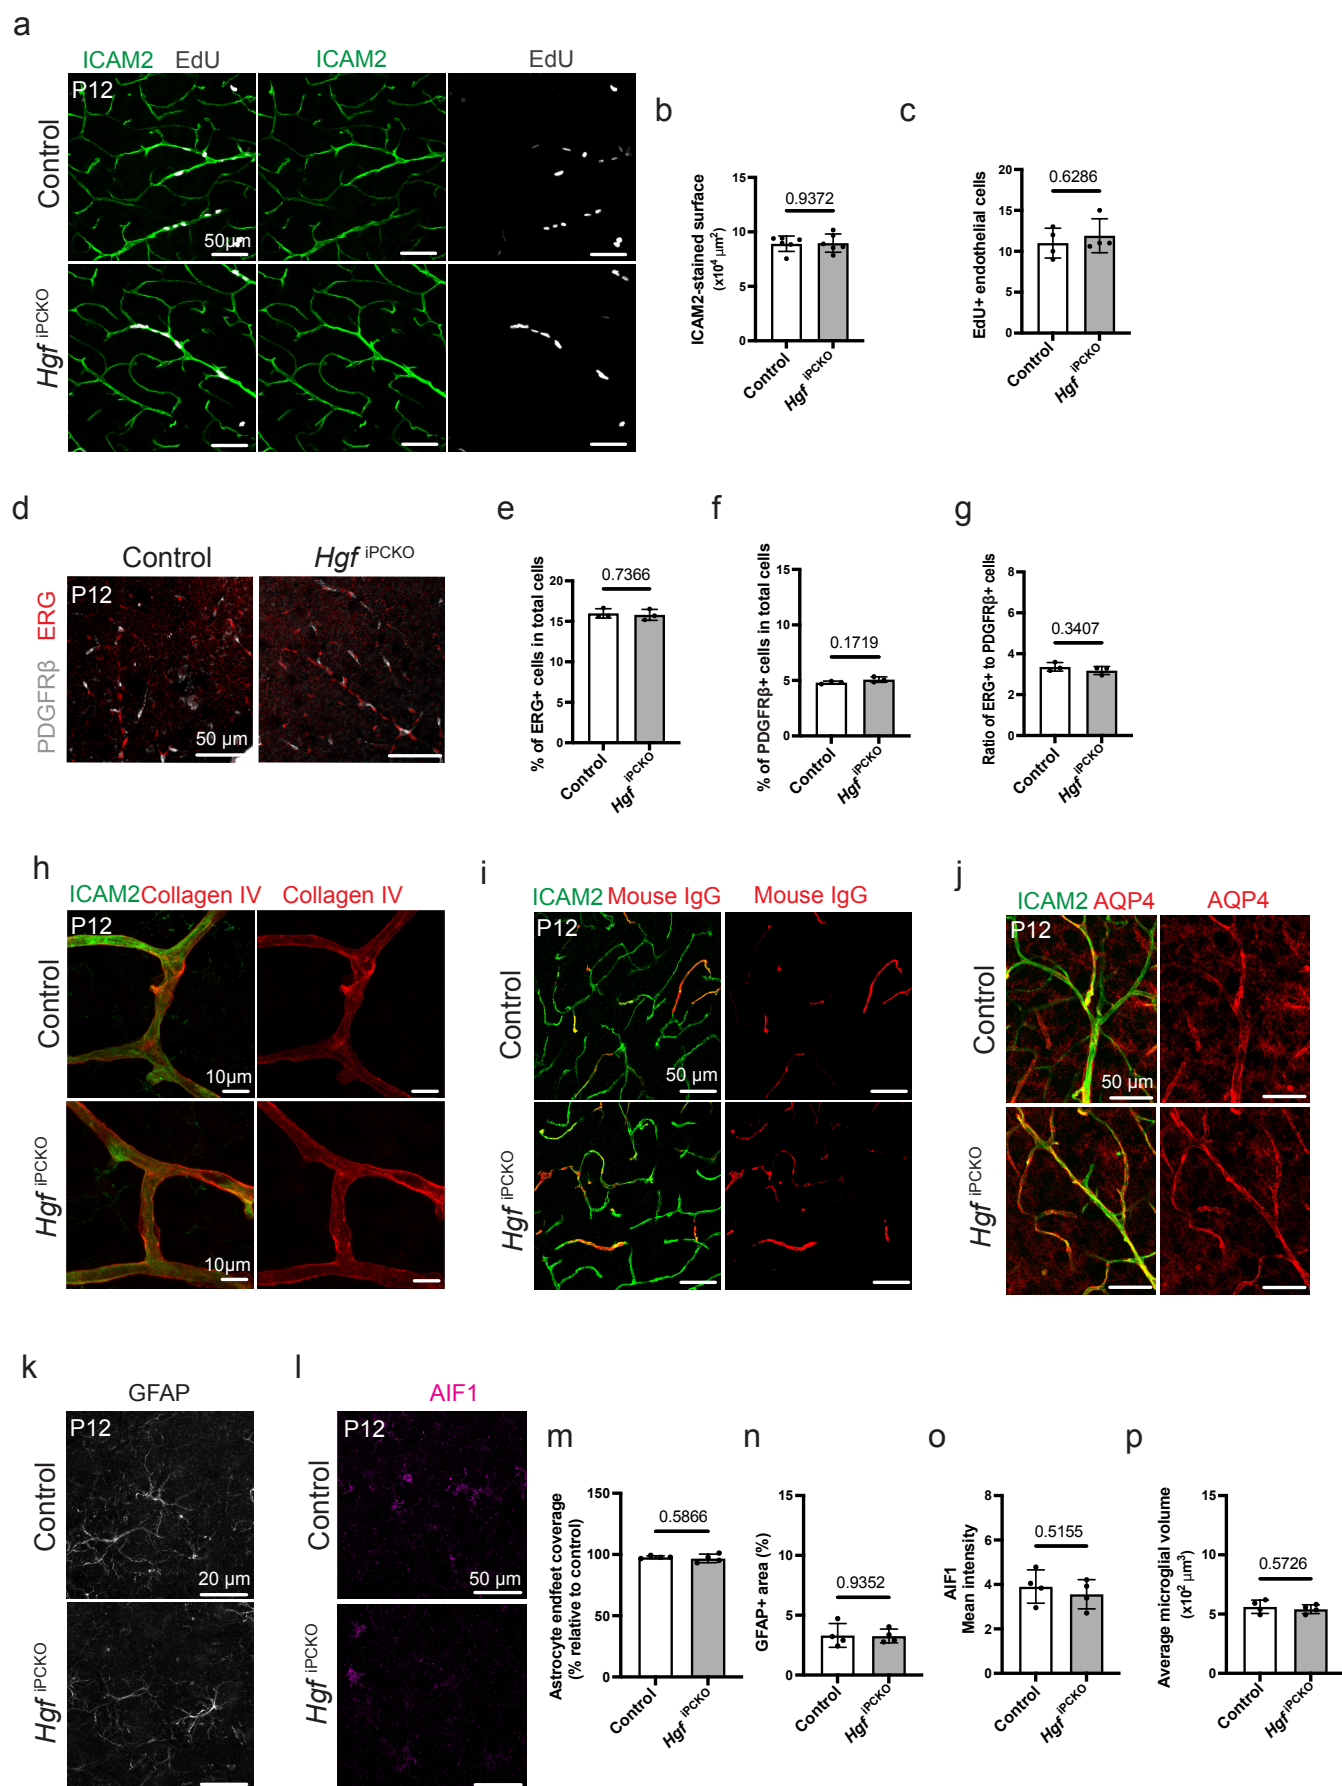

**Supplementary Figure 6. Analysis of the P12 *Hgf*<sup>iPCKO</sup> brain vasculature.**

**(a)** Confocal images of brain vasculature stained with ICAM2 (green) and EdU (white).

**(b, c)** Graphs showing the ICAM2<sup>+</sup> vascular density **(b)** and number of EdU<sup>+</sup> ECs **(c)** in *Hgf*<sup>iPCKO</sup> and littermate control brain cortex. Data represents mean  $\pm$  s.e.m. (n=6 in **b**, n=4 in **c**); P-values, unpaired two tailed Mann-Whitney test.

**(d)** Maximum intensity projections of P12 *Hgf*<sup>iPCKO</sup> and littermate control brain sections.

Images show PDGFR $\beta$ <sup>+</sup> pericytes (grey) and ERG<sup>+</sup> (red) ECs. **(e-g)** Graphs showing the ratio of ERG<sup>+</sup> EC nuclei to total cells **(e)**, ratio of PDGFR $\beta$ <sup>+</sup> cells to total cells **(f)**, ratio of ERG<sup>+</sup> cells to PDGFR $\beta$ <sup>+</sup> cells **(g)** in P12 *Hgf*<sup>iPCKO</sup> and littermate control brain cortex. Data represents mean  $\pm$  s.e.m. (n=3 in **e-g**); P-values, unpaired two tailed student t-test.

**(h)** *Hgf*<sup>iPCKO</sup> and control brain vasculature stained for ICAM2 (green) and Collagen IV (grey), as indicated.

**(i)** Confocal images of *Hgf*<sup>iPCKO</sup> and littermate controls cortex stained for ICAM2 (green) and mouse IgG (red).

**(j)** Astrocyte endfeet covering ICAM2<sup>+</sup> endothelial cells (green) are visualized with AQP4 (grey).

**(k, l)** Confocal images of brain cortex showing no change in the activation of GFAP<sup>+</sup> astrocytes (grey) **(k)** or AIF1<sup>+</sup> microglia (magenta) **(l)**.

**(m-p)** Quantitation of astrocyte endfeet coverage in P12 cortical blood vessels **(m)**, GFAP<sup>+</sup> area **(n)**, expression of AIF1 **(o)**, and average microglial volume **(p)** in the *Hgf*<sup>iPCKO</sup> and littermate control brain cortex. Data represents mean  $\pm$  s.e.m. P-values, unpaired two tailed Student's t-test, (n= 4 in **m-p**).

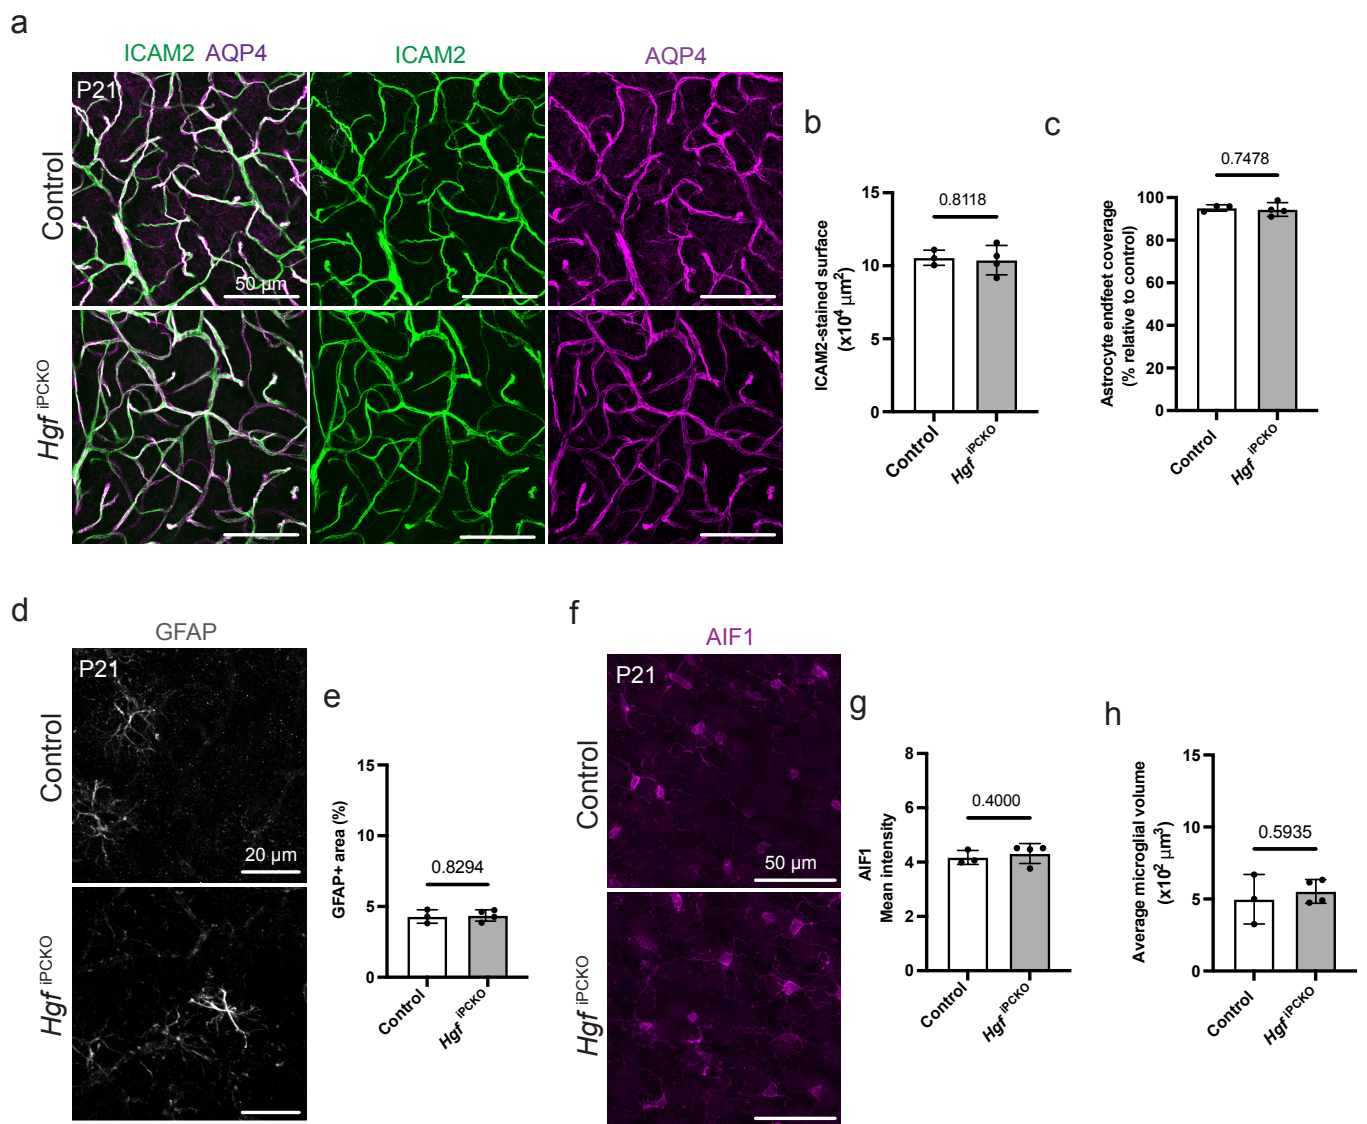

**Supplementary Figure 7. Analysis of the P21 *Hgf*<sup>iPCKO</sup> brain vasculature.**

**(a)** Confocal images of brain vasculature stained with ICAM2 (green) and AQP4 (magenta).

**(b, c)** Graphs showing the ICAM2-stained vascular density **(b)** and astrocyte endfeet coverage in P21 cortical blood vessels **(c)**.

**(d, f)** Confocal images of brain cortex showing no change in the activation of GFAP+ astrocytes (grey) **(d)** or AIF+ microglia (magenta) **(f)**.

**(e-h)** Quantitation of GFAP+ area **(e)**, AIF1 expression **(g)**, and average microglial volume

**(h)** in the *Hgf*<sup>iPCKO</sup> and littermate control brain cortex. Data represents mean  $\pm$  s.e.m. (n= 3 controls and 4 mutants in **b, c, e, g** and **h**); P-values, unpaired two tailed Student's t-test in **b, c, e, h** and unpaired two tailed Mann-Whitney test in **g**.

a

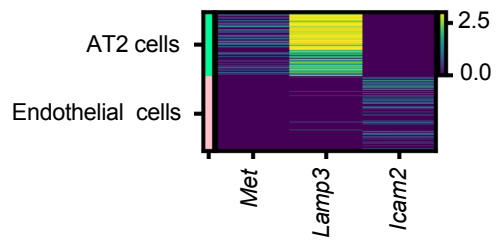

b

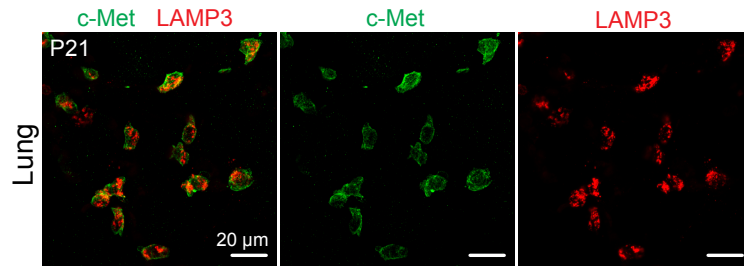

c

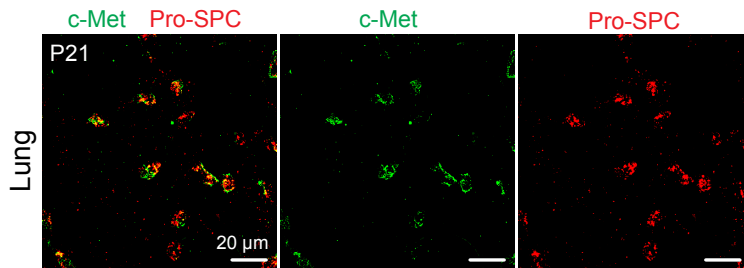

d

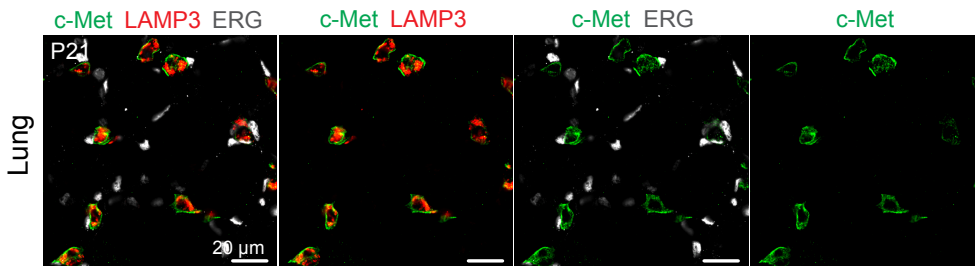

e

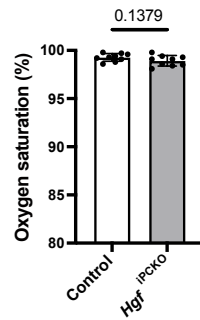

f

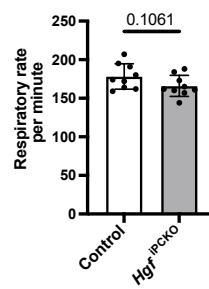

**Supplementary Figure 8. Expression of c-Met in AT2 epithelial cells but not ECs.**

**(a)** Heatmap of *Met*, *Lamp3* and *Icam2* expression within AT2 and endothelial cells based on scRNA-seq results shows that *Met* is expressed by AT2 cells but not in endothelial cells.

**(b-c)** Confocal images of lungs showing that c-Met (green in **b** and **c**) is co-stained with AT2 markers including LAMP3+ (red in **b**) and Pro-SPC (red in **c**).

**(d)** Confocal images of lung showing that c-Met (green) is co-stained with AT2 markers LAMP3+ AT2 cells (red) but not with ERG+ pulmonary endothelial cells (grey).

**(e, f)** Quantitation of arterial oxygen saturation (**e**) and respiratory rate (**f**) in P21

*Hgf*<sup>iPCKO</sup> mutants compared to littermate controls. Data represents mean± s.e.m. (n=9 in **e** and **f**); P-values, unpaired two tailed student t-test.

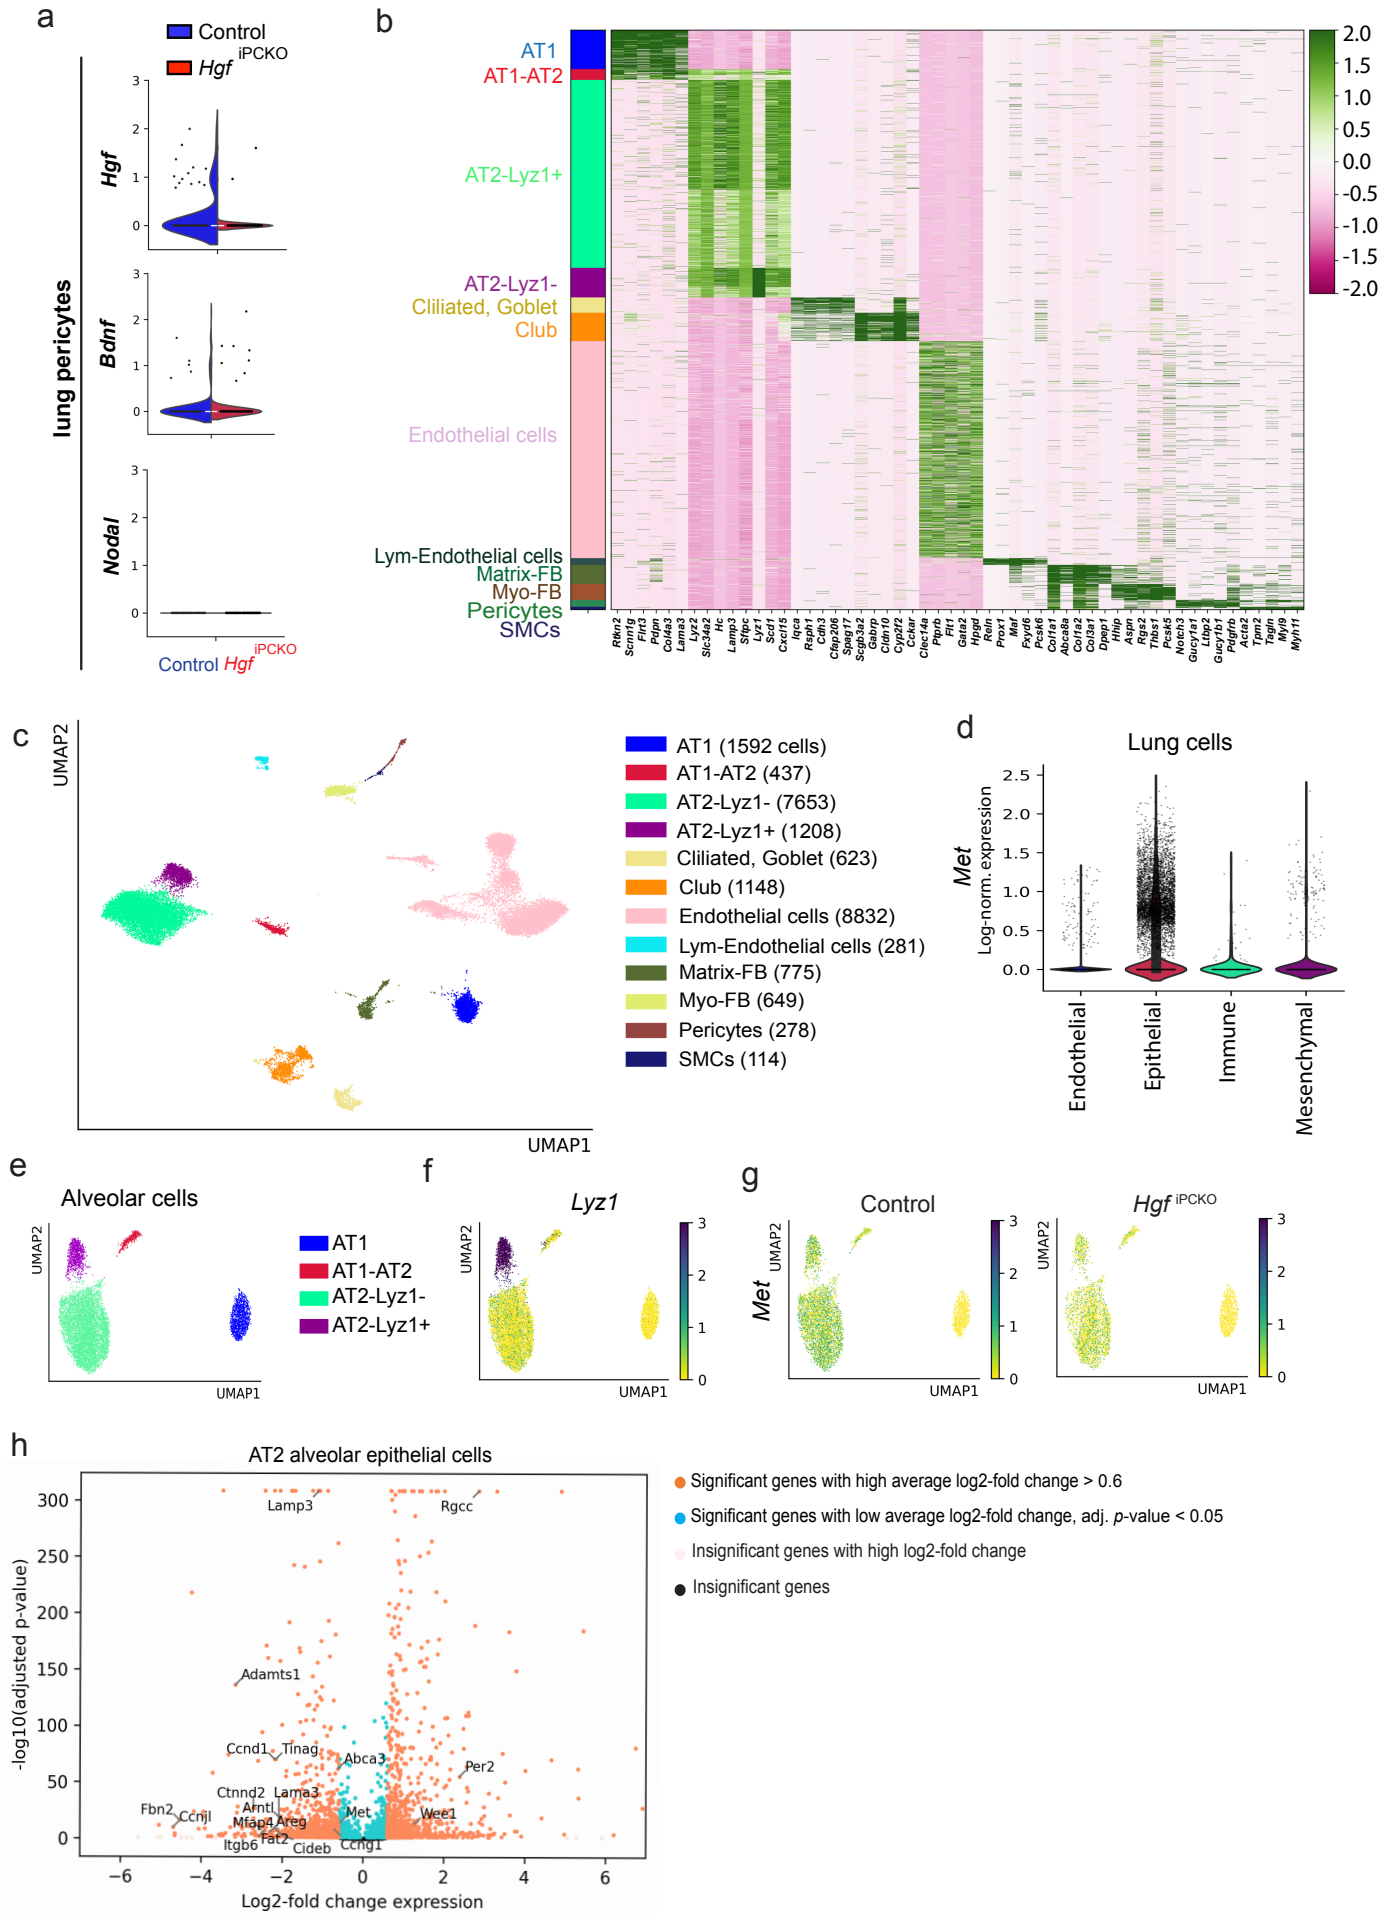

**Supplementary Figure 9. scRNA-seq analysis of P21 *Hgf*<sup>iPCKO</sup> and control lungs.**

**(a)** Violin plots showing efficient depletion of *Hgf*, but not *Bdnf* or *Nodal*, in lung pericytes from *Hgf*<sup>iPCKO</sup> and control animals.

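For the 2 other genes of panel a, Bdnf had 1 UMI, 8.55 (0.217 to 47.6) CPM, in pericyte-like cells of the control and 2 UMIs, 7.11 (0.861 to 25.7) CPM, in those of the Hgf iPCKO lung. Nodal had none in either library, with an upper end of 13.1 CPM in the mutant. At this depth neither gene allows a statement on a change.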

**(b, c)** Heatmap of top marker genes within lung cell types based on scRNA-seq results **(b)** and UMAP plot of annotated lung cell types with the corresponding cell counts **(c)**. Indicated are AT1 epithelial cells, AT1-AT2 transitional/intermediate cells, *Lyz1*<sup>+</sup> AT2 and *Lyz1*<sup>-</sup> AT2 epithelial cells, Lymphatic endothelial cells, Matrix fibroblast, Myofibroblast, and Smooth Muscle Cells (SMCs).

**(d)** Violin plot showing that *Met* expression dominates in epithelial cells relative to endothelial, immune and mesenchymal cells from P21 lung.

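Outside the epithelium of the Hgf lox/lox control lung, Met had 18.2 (9.07 to 32.5) CPM in immune cells and 19.9 (15.2 to 25.7) CPM in matrix fibroblast-like cells, while myofibroblast-like cells stood higher, with 29 UMIs and a Met UMI in 16.7% of 144 cells, at a level near that of club-like cells. In the Bdnf lox/lox control lung the log2 ratio of Met in AT2-like over endothelial-like cells was 4.17 (4.01 to 4.34).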

**(e)** UMAP plot of annotated alveolar cell types. Indicated are AT1 epithelial cells, AT1-AT2 transitional/intermediate cells, *Lyz1*<sup>+</sup> AT2 and *Lyz1*<sup>-</sup> AT2 cells.

**(f)** UMAP plot showing *Lyz1* expression in a subcluster of AT2 epithelial cells.

**(g)** UMAP plots showing *Met* expression in AT1-AT2, *Lyz1*<sup>+</sup> AT2 and *Lyz1*<sup>-</sup> AT2 cells from *Hgf*<sup>iPCKO</sup> and littermate control lungs.

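The legend of panel h names endothelial responses, while the title in the plot names AT2 cells. In AT2-like cells of the Hgf libraries 10249 genes with at least 200 UMIs were ranked. Genes among the 5 highest in the mutant library had log2 ratios of Dlk1 6.62, Pdk4 6.56, Dbp 5.42 and Gm47969 5.50, and the 5 lowest of Insyn1 -5.37, Hdc -4.21, Sprr1a -4.87, Phf24 -4.03 and Ptgs2 -3.81. Of the genes labelled in the plot, Adamts1 had a log2 ratio of -3.06, Per2 of 2.32, Wee1 of 1.3 and Arntl of -2.18.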

**(h)** Volcano plot showing the differential expression analysis of endothelial-specific responses in *Hgf*<sup>iPCKO</sup> and littermate control lungs. Average log<sub>2</sub>-fold change > 0.6, adjusted p-value < 0.05). Pseudobulk DE analysis uses two-sided Wald test + independent filtering as implemented by pyDESeq2.

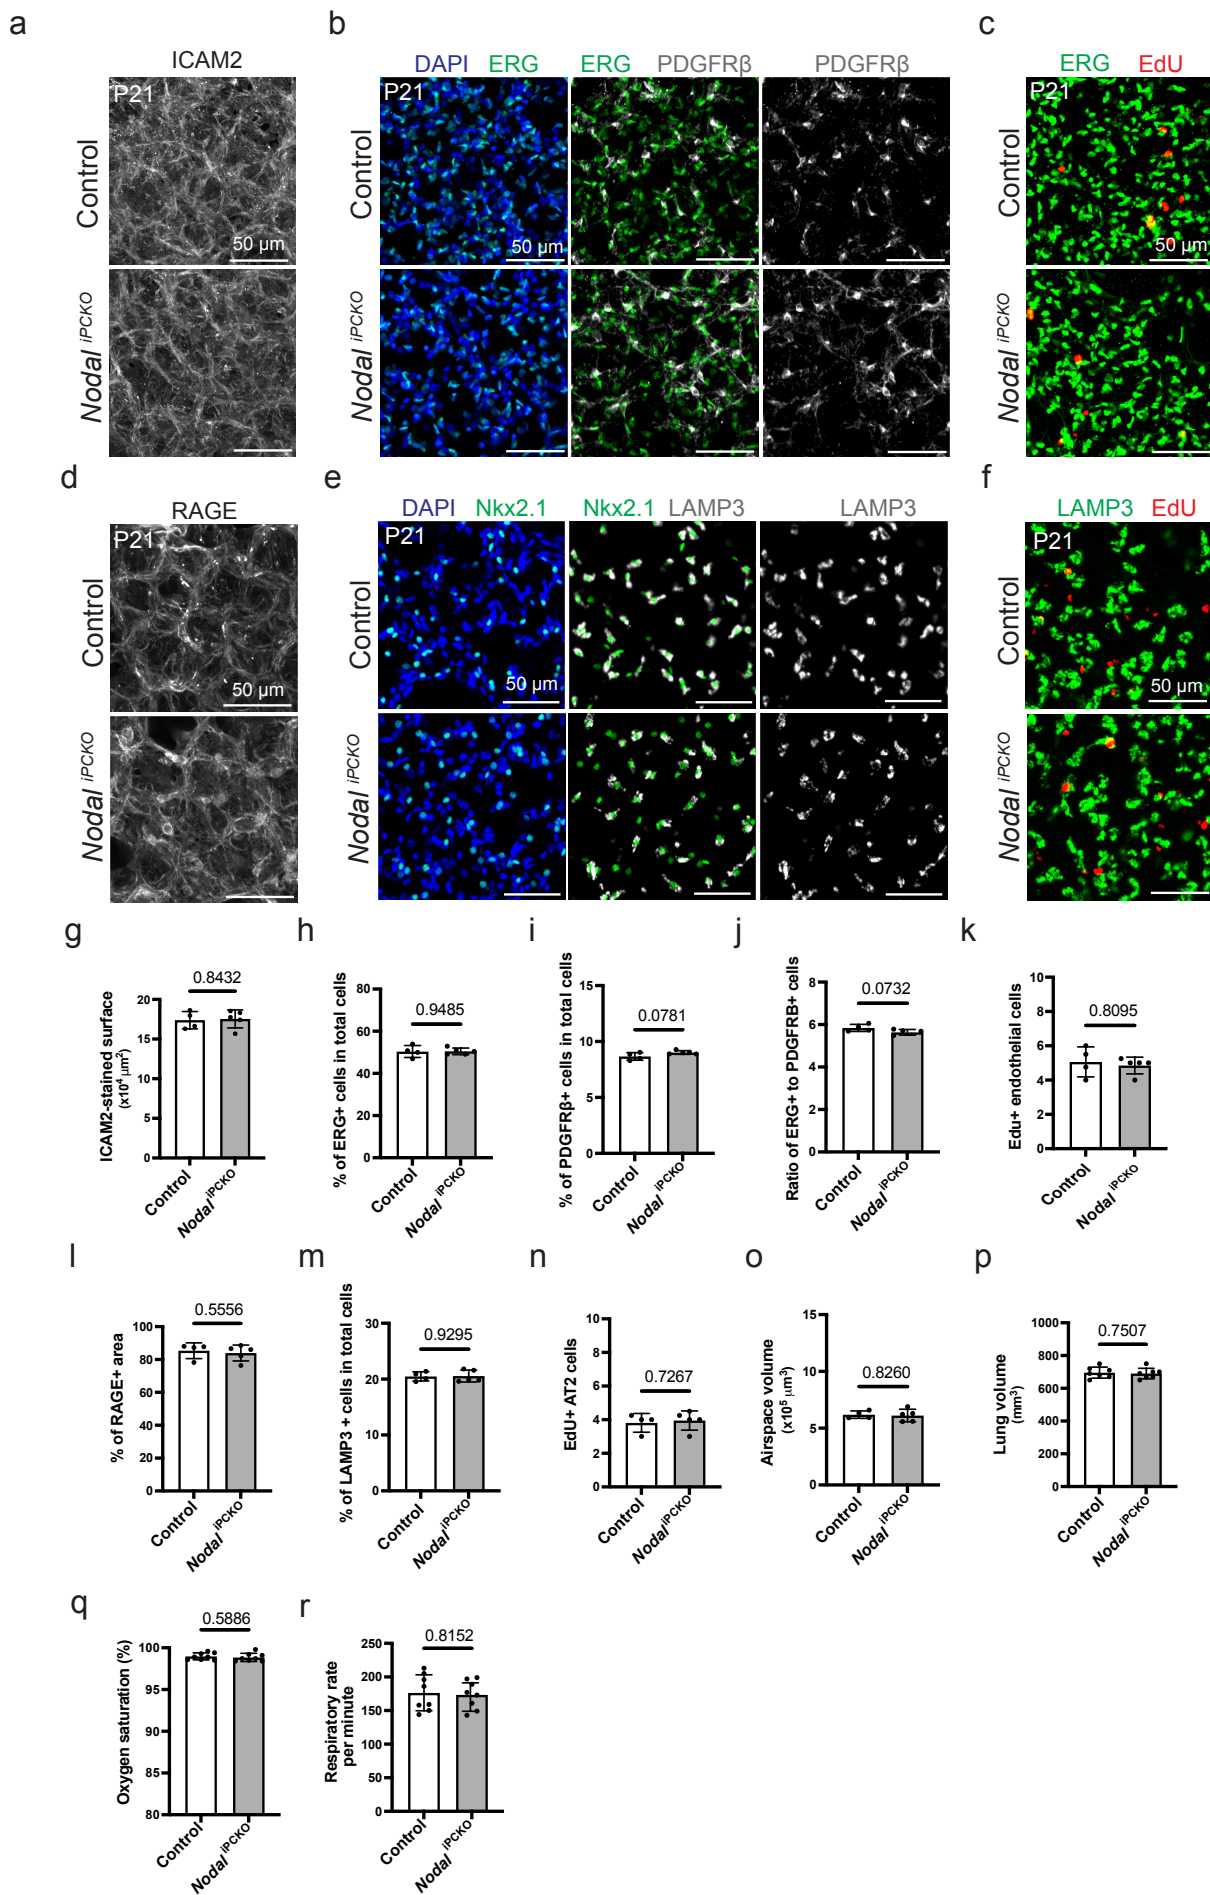

**Supplementary Figure 10. Normal lung development in *Nodal*<sup>iPCKO</sup> mutants.**

**(a, b)** Confocal images of endothelium (ICAM2<sup>+</sup>, grey) **(a)**, EC nuclei (ERG<sup>+</sup>, green) and pericytes (PDGFR $\beta$ <sup>+</sup>, white) **(b)**, which show pulmonary vascular development is not affected in P21 *Nodal*<sup>iPCKO</sup> mutants.

**(c)** Confocal images of *Nodal*<sup>iPCKO</sup> and littermate control lungs showing EdU-labeled (red) ECs (ERG<sup>+</sup>, green).

**(d, e)** Maximum intensity projections of *Nodal*<sup>iPCKO</sup> and control lung sections showing AT1 cells (RAGE<sup>+</sup>, grey) **(d)**, nuclei of AT1 and AT2 cells (NKX2.1<sup>+</sup>, green), and type 2 alveolar epithelial cells (LAMP3<sup>+</sup>, white) **(e)**.

**(f)** Confocal image of proliferating cells (EdU<sup>+</sup>, red) and LAMP3-stained AT2 cells (green) in *Nodal*<sup>iPCKO</sup> and littermate control lungs.

**(g-p)** Graphs showing the ICAM2<sup>+</sup> vascular density **(g)**, percentage of ERG<sup>+</sup> cells in total cells **(h)**, percentage of PDGFR $\beta$ <sup>+</sup> cells in total cells **(i)**, ratio of ERG<sup>+</sup> to PDGFR $\beta$ <sup>+</sup> cells **(j)**, the number of EdU<sup>+</sup> ECs per area (283 x 283 x 22  $\mu$ m) **(k)**, percentage of AT1 (RAGE<sup>+</sup>) area **(l)**, percentage of LAMP3<sup>+</sup> AT2 cells in total cells **(m)**, the number of proliferating cells (EdU<sup>+</sup>) in AT2 cells **(n)**, airspace volume **(o)**, and lung volume measurement **(p)** in P21 *Nodal*<sup>iPCKO</sup> and littermate control lungs. Data represent mean  $\pm$  s.e.m. (n=4 controls and 5 mutants in **g-o**, n=7 in **p**); P-values, unpaired two tailed student t-test in **g-j**, **m-p** and unpaired two tailed Mann-Whitney test in **k, l**.

**(q, r)** Quantitation of arterial oxygen saturation **(q)** and respiratory rate **(r)** in P21 *Nodal*<sup>iPCKO</sup> mutants compared to littermate controls. Data represents mean $\pm$  s.e.m. (n=8 in **q** and **r**); P-values, unpaired two tailed student t-test.

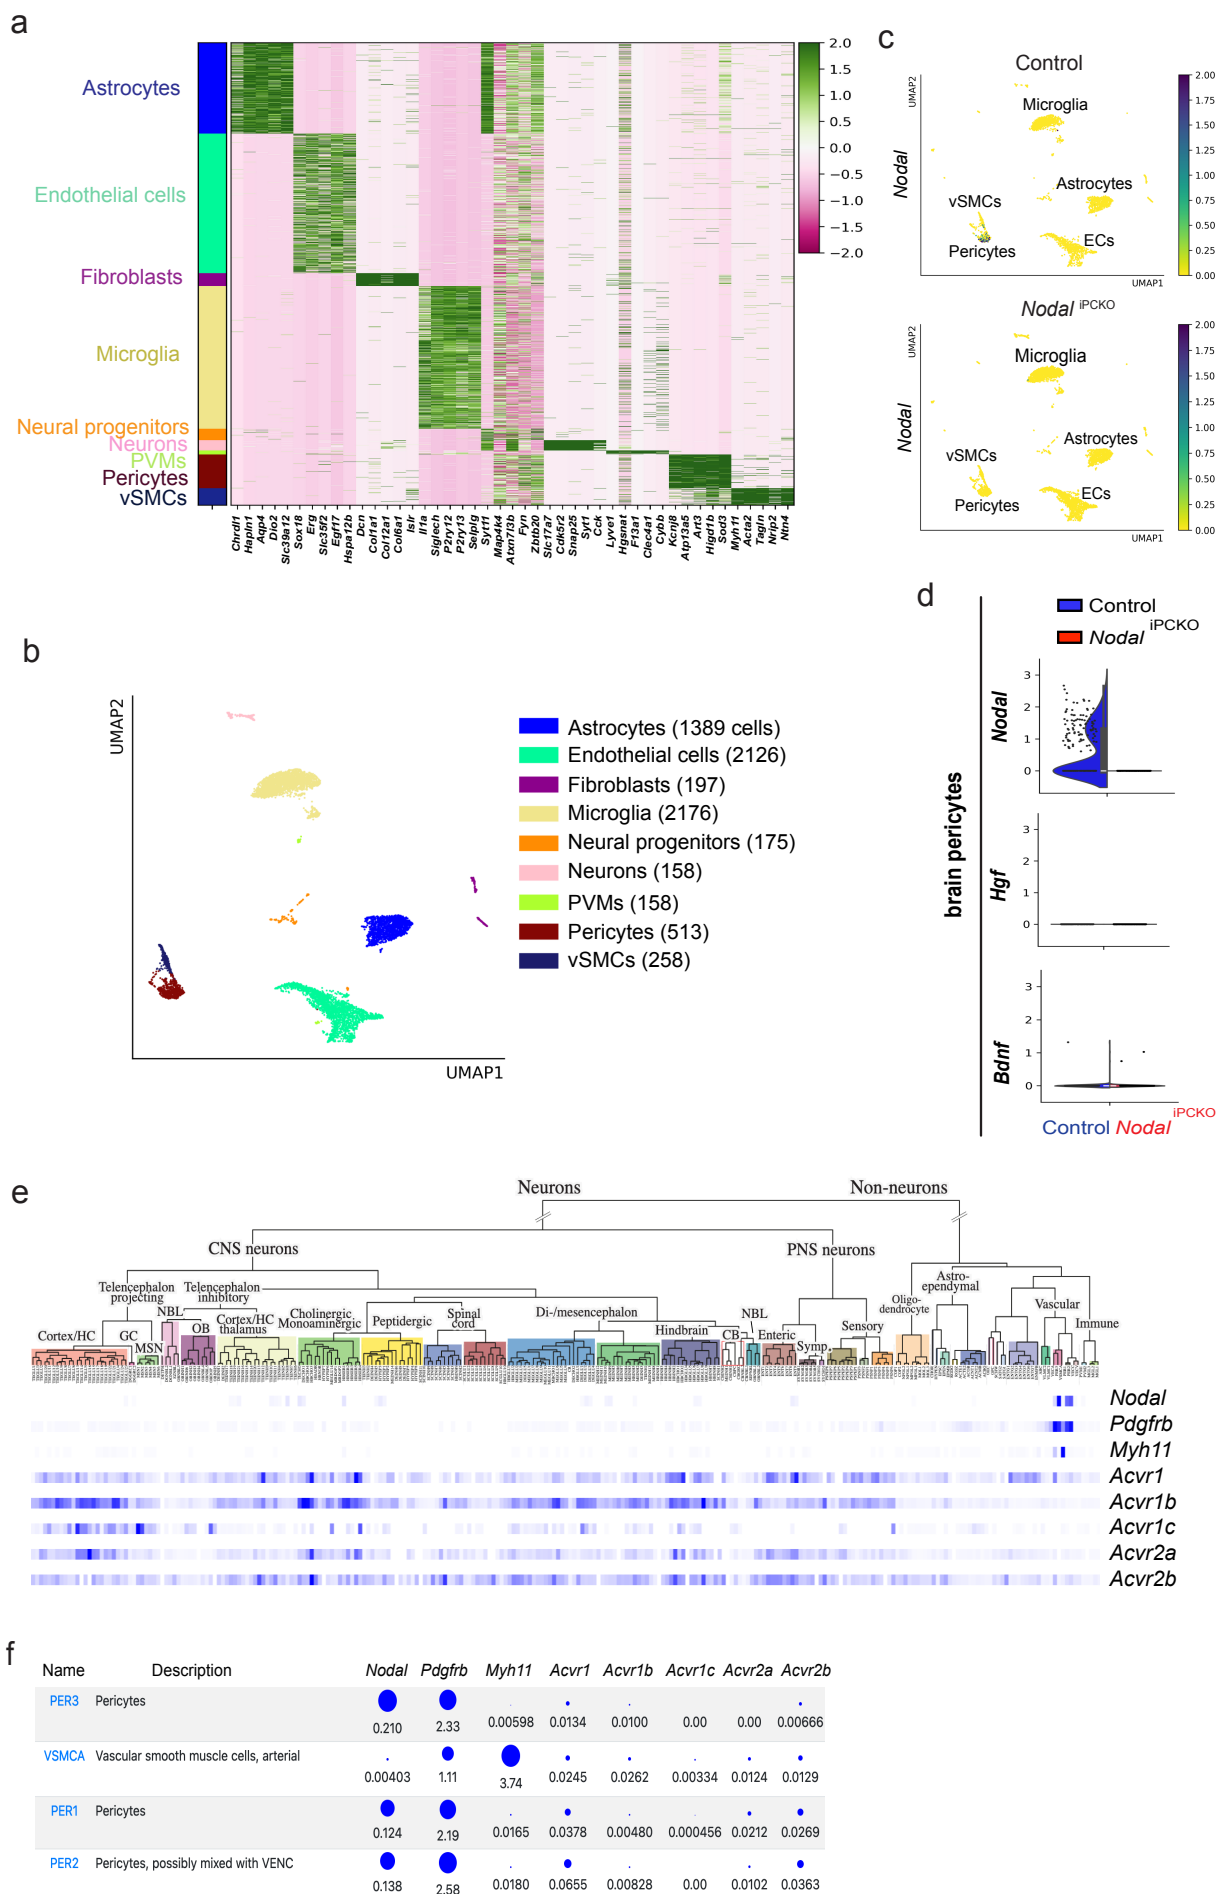

**Supplementary Figure 11. scRNA-seq analysis of *Nodal* expression in brain.**

- (a)** Heatmap of top marker genes within brain cell types using based on scRNA-seq data.
- (b)** UMAP plot of annotated brain cell types. Each cell type is represented by distinct clusters and the corresponding cell counts are indicated. Indicated are perivascular macrophages, and vascular smooth muscle cells (vSMCs).
- (c)** UMAP plots show enriched expression of *Nodal* in control brain pericytes relative to other cell types and loss of expression in *Nodal*<sup>iPCKO</sup> pericytes.
- (d)** Violin plots showing efficient depletion of *Nodal*, but not *Hgf* or *Bdnf*, in brain pericytes from *Nodal*<sup>iPCKO</sup> and control animals.
- (e)** The expression of *Nodal*, *Pdgfrb* and transcripts for TGFβ family receptors in published scRNA-seq data of postnatal mouse brain. 

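For Hgf and Bdnf in panel d, pericyte-like cells of the Nodal iPCKO cortex held no Hgf UMI and 1 Bdnf UMI in 335 cells, 0.459 (0.0116 to 2.56) CPM, too few in either library to show a change.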

Dendrogram (obtained from [mousebrain.org](http://mousebrain.org)) displaying the taxonomy of all identified cell types from postnatal mouse brain and expression of the indicated genes. Note presence of TGFβ family receptor transcripts in many cell types.
- (f)** Circle plots of scRNA-seq data of adolescent mouse brain<sup>40</sup> showing the expression of *Nodal*, *Pdgfrb*, *Myh11* and TGFβ family receptor transcripts in mural cell populations.

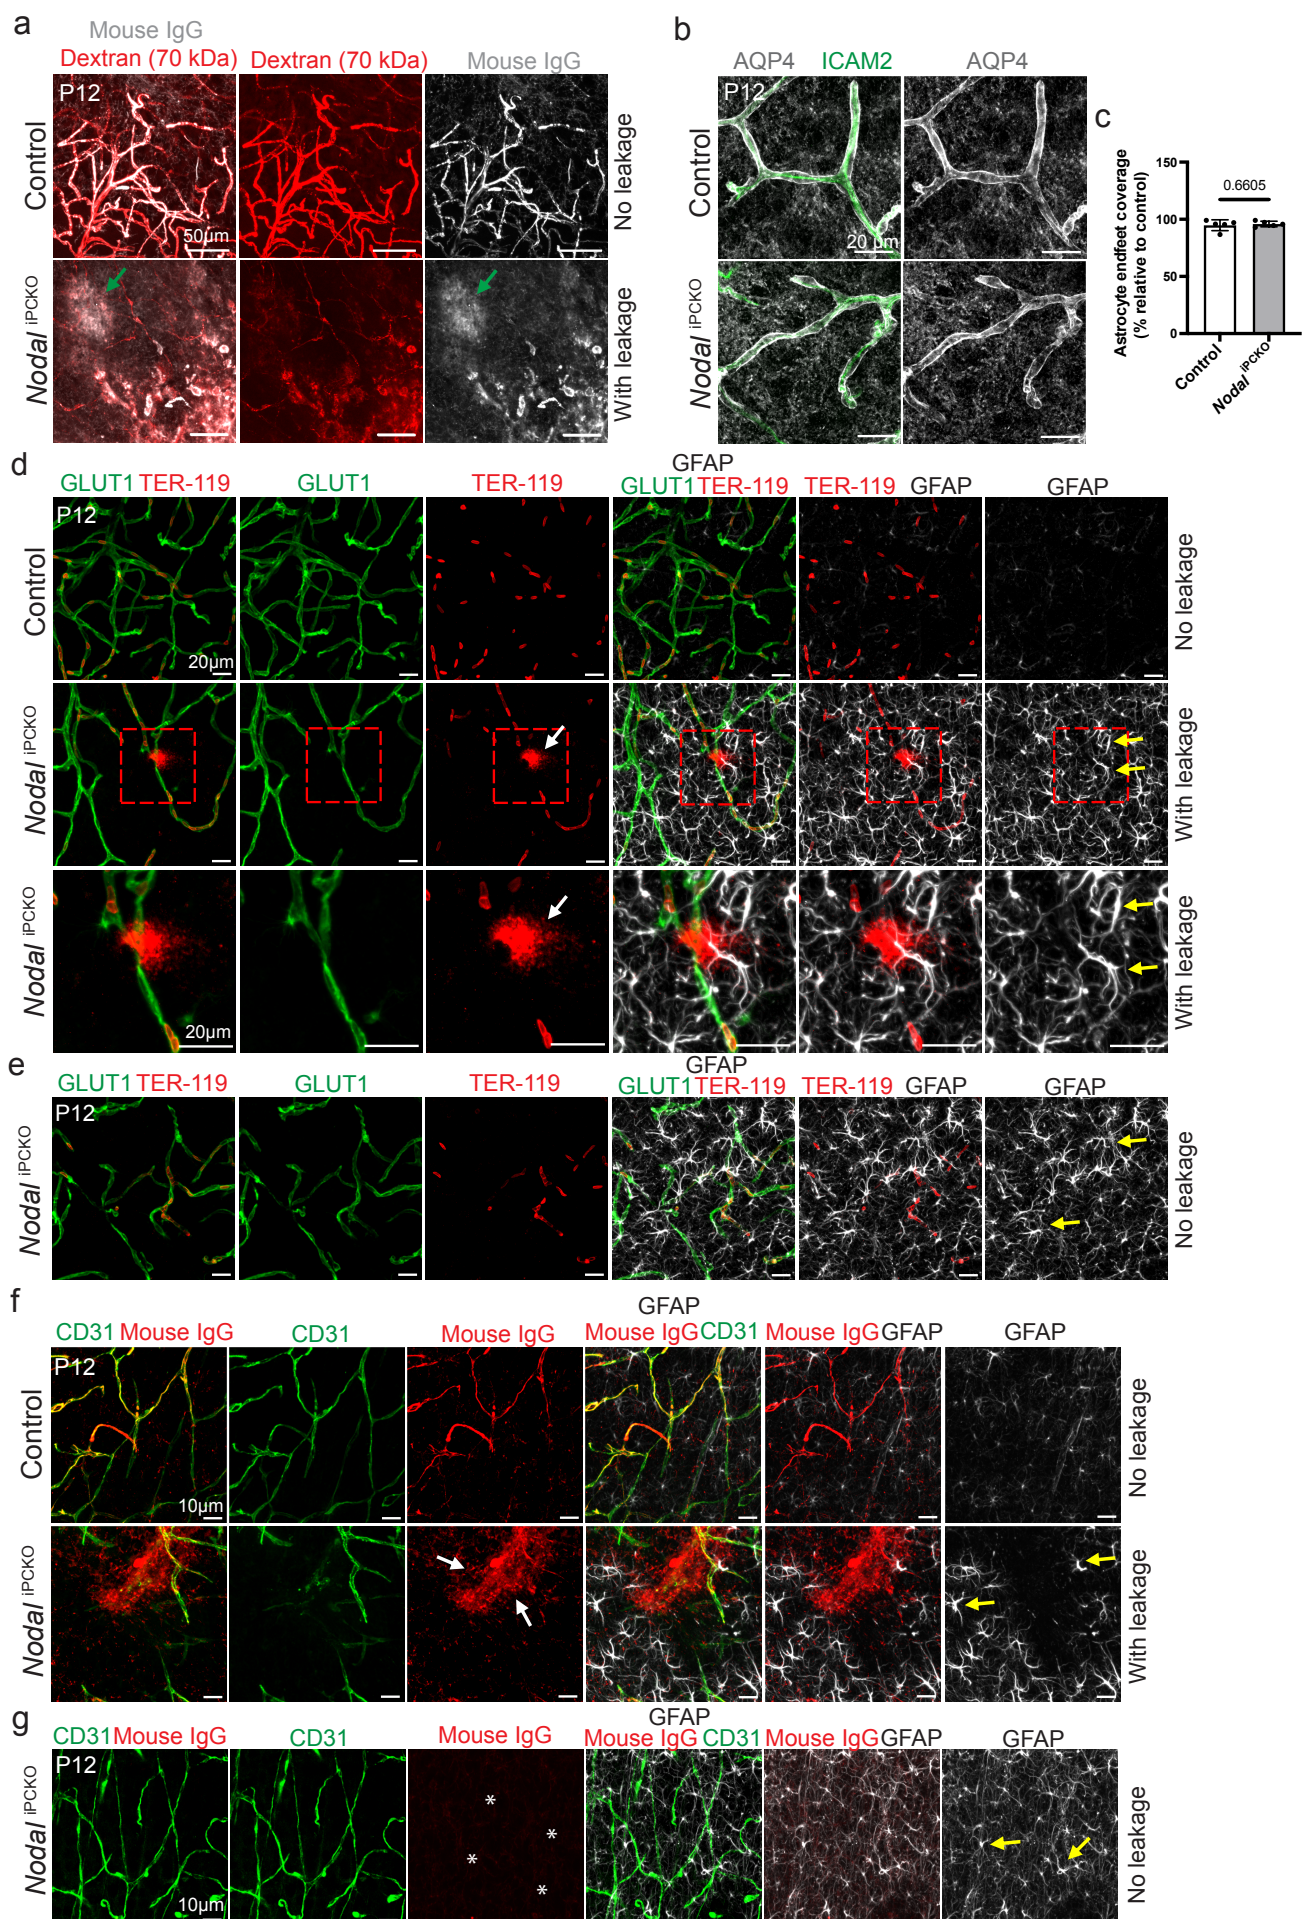

**Supplementary Figure 12. Characterization of *Nodal*<sup>iPCKO</sup> brain capillaries.**

**(a)** Confocal images of P12 brain cortex stained for mouse immunoglobulin G (IgG, white) from *Nodal*<sup>iPCKO</sup> and control littermates injected with Texas Red-dextran (70 kDa) (red).

Green arrows indicate local leakage.

**(b)** Maximum intensity projections showing comparable coverage of Aquaporin-4+ (AQP4+) astrocyte endfeet (grey) of ICAM2+ endothelium (green) in *Nodal*<sup>iPCKO</sup> and control brain cortex.

**(c)** Quantitation of astrocyte endfeet coverage in P12 cortical blood vessels. Data represents mean± s.e.m. (n=5); P-values, unpaired two tailed student t-test.

**(d, e)** Confocal images of GLUT1+ (green) capillaries in brain cortex. Red blood cells (Ter119, red) are confined to vessels in control but leakage (arrows, white arrows) into the brain parenchyma and GFAP+ astrocytes (white, yellow arrowheads) can be seen in *Nodal*<sup>iPCKO</sup> mutants **(d)**. Notably, reactive astrocytes (white, yellow arrows) are also observed in regions of the *Nodal*<sup>iPCKO</sup> cortex without leakage **(e)**.

**(f, g)** Confocal images of CD31+ (green) brain capillaries with area of extravasated IgG (red, white arrows) in *Nodal*<sup>iPCKO</sup> mutant surrounded by GFAP+ astrocytes (white, yellow arrows) in brain cortex **(f)**. However, reactive astrocytes (yellow arrows) can also be observed in areas of *Nodal*<sup>iPCKO</sup> cortex lacking extravasated IgG (asterisks) **(g)**.

a

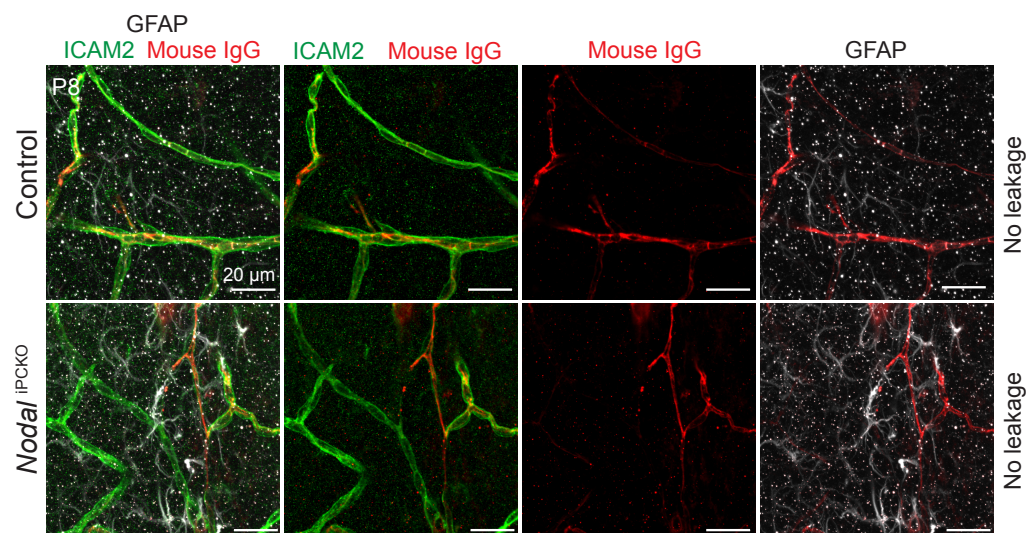

b

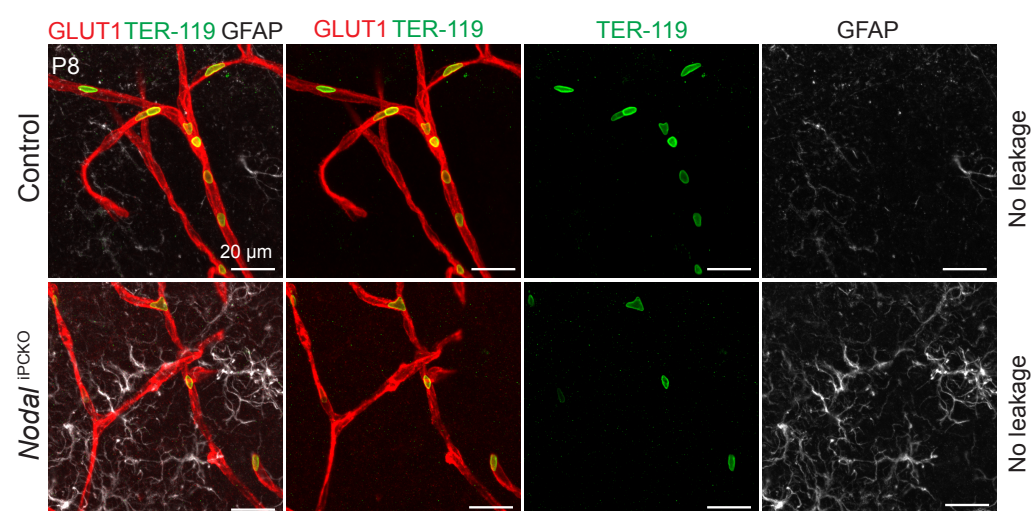

c

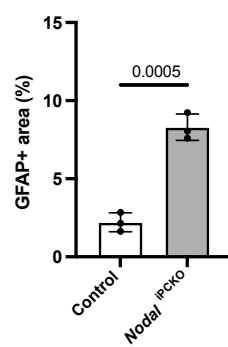

**Supplementary Figure 13. Reactive astrogliosis emerges early in *Nodal*<sup>iPCKO</sup> cortex.**

**(a)** Confocal images of brain cortex stained for ICAM2 (green) and mouse immunoglobulin G (IgG, red) showing lack of extravasated IgG in P8 *Nodal*<sup>iPCKO</sup> and control littermates (3/3 brains), but GFAP<sup>+</sup> astrocytes (white) can also be seen in *Nodal*<sup>iPCKO</sup> mutants.

**(b)** Confocal images of GLUT1<sup>+</sup> (red) capillaries in brain cortex. Red blood cells (Ter119, green) are confined to vessels in P8 *Nodal*<sup>iPCKO</sup> and control littermates (3/3 brains), but GFAP<sup>+</sup> astrocytes (white) can also be observed in *Nodal*<sup>iPCKO</sup> mutants.

**(c)** Quantitation of GFAP<sup>+</sup> area in the P8 *Nodal*<sup>iPCKO</sup> and littermate control brain cortex.

Data represents mean  $\pm$  s.e.m. (n=3); P-value, unpaired two tailed student t-test.

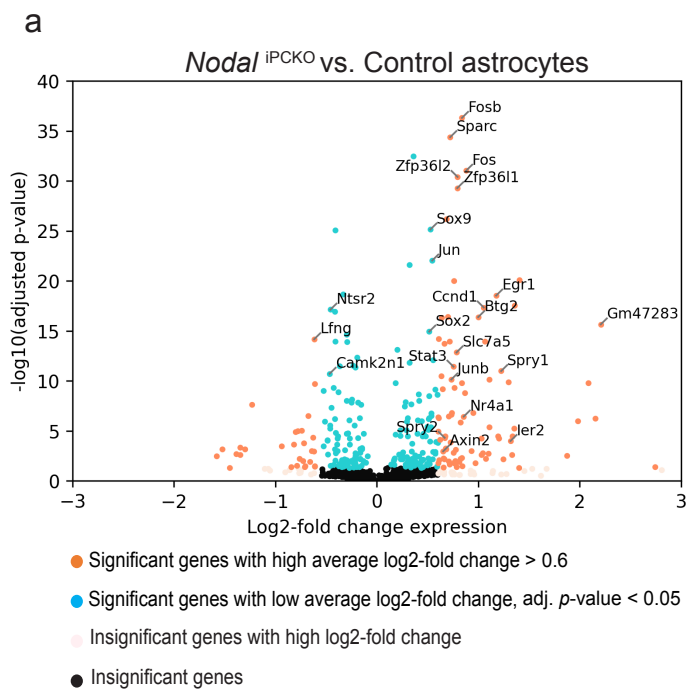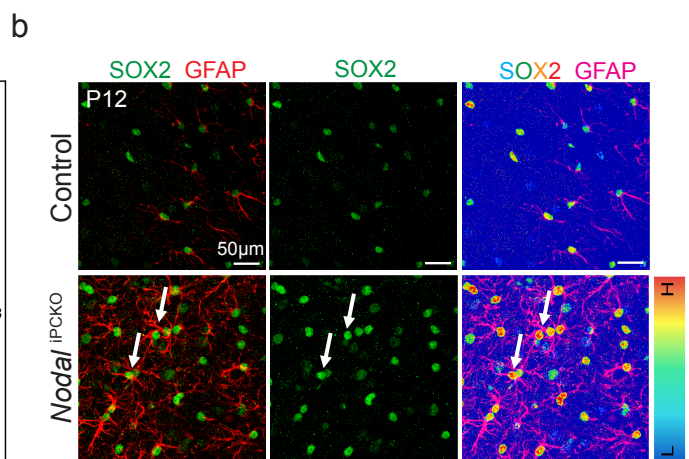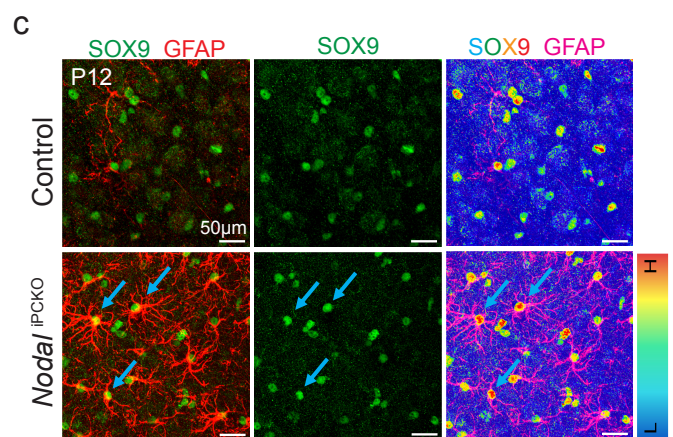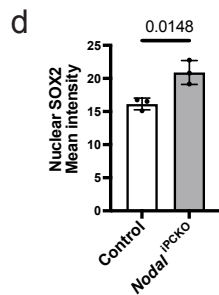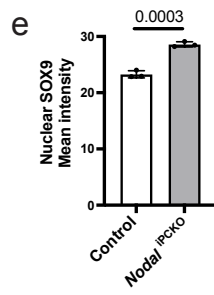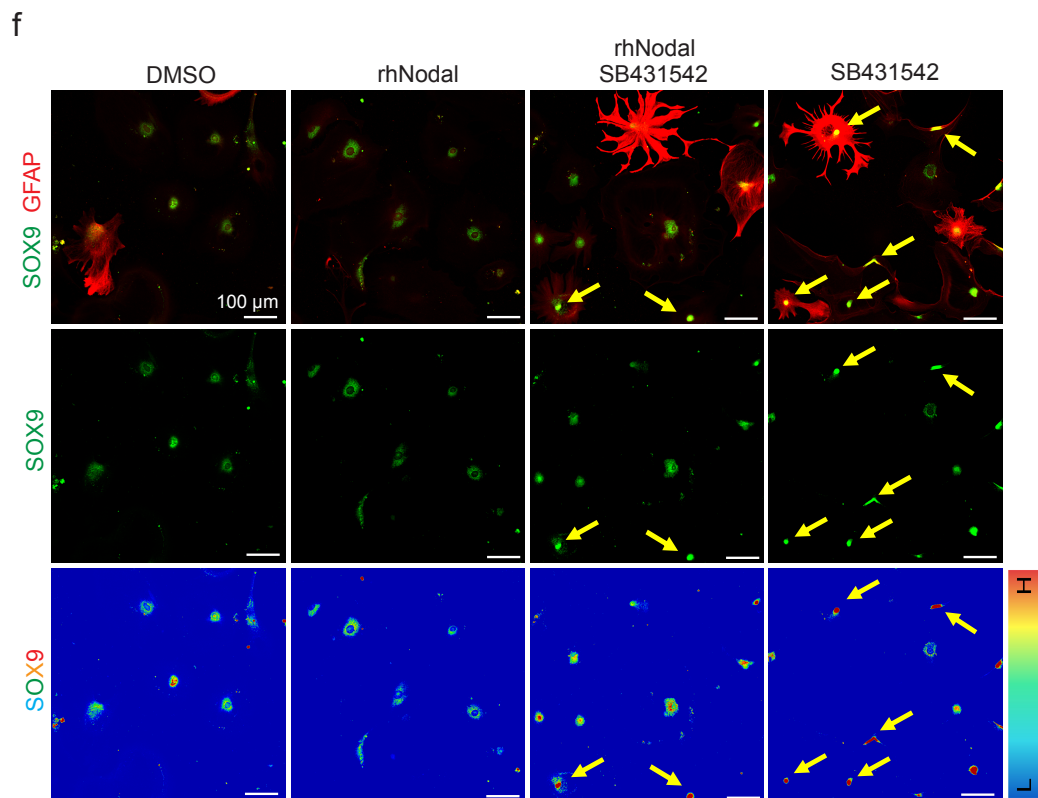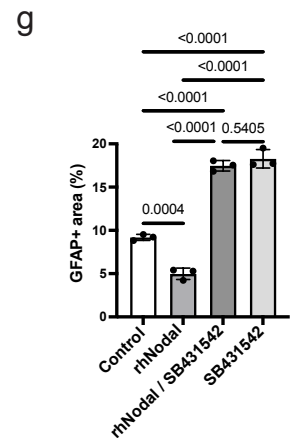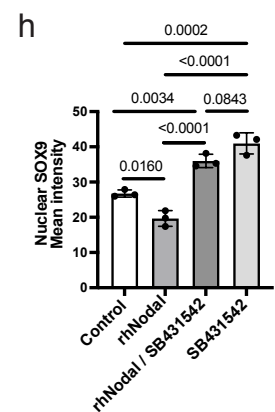

**Supplementary Figure 14. Nodal-dependent expression of reactive astrocyte markers.**

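For astrocyte-like cells, 8698 genes with at least 200 UMIs over the 2 cortex libraries were ranked by the end of the counting interval nearer to 0. The 5 highest in the Nodal iPCKO library had log2 ratios of Olfm2 2.28, Sp6 2.21, Egr2 2.26, Pdgfrb 1.70 and Gm47283 1.55, and the 5 lowest of Unc5c -1.68, Klhdc7a -1.72, Elavl3 -1.58, Fezf2 -1.59 and Abhd1 -1.49. Among the labelled genes, Ier2 had 1.46, Spry1 1.27, Btg2 1.03 and Stat3 0.71, while Lfng, Camk2n1 and Ntsr2 had -0.63, -0.47 and -0.46.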

**(a)** Volcano plot showing differential gene expression in astrocytes from *Nodal*<sup>iPCKO</sup> and littermate control cortex. Average log<sub>2</sub>-fold change > 0.6, adjusted p-value < 0.05).

Pseudobulk DE analysis uses two-sided Wald test + independent filtering as implemented by pyDESeq2.

**(b, c)** Confocal images of P12 *Nodal*<sup>iPCKO</sup> and littermate control brain cortex. Mutant GFAP<sup>+</sup> (red) astrocytes show nuclear enrichment of Sox2 (green, white arrows) **(b)** as well as Sox9 (green, blue arrows) compared to control astrocytes **(c)**. Heatmap; low intensity (blue) to high intensity (red) in **b** and **c**.

**(d, e)** Graphs comparing the nuclear enrichment of SOX2 **(d)** and SOX9 **(e)** in P12 *Nodal*<sup>iPCKO</sup> and littermate control brain cortex. Data represents mean ± s.e.m. (n=3 in **d, e**); P-value, unpaired two tailed student t-test.

**(f)** Expression of GFAP (red) and nuclear enrichment of Sox9 (green) in cultured mouse primary astrocytes treated with rhNodal and SB431542 inhibitor. Inhibition of TGFβ signaling increases nuclear SOX9 (yellow arrows). Heatmap; low intensity (blue) to high intensity (red).

**(g, h)** Graphs showing that Nodal signaling reduces the expression of GFAP **(f)** and nuclear enrichment of SOX9 **(g)** in cultured mouse primary astrocytes, whereas SB431542 inhibitor has the opposite effect. Data represents mean ± s.e.m. (n=3 in **g, h**); P-value, one-way ANOVA with Tukey's test in **g** and **h**.

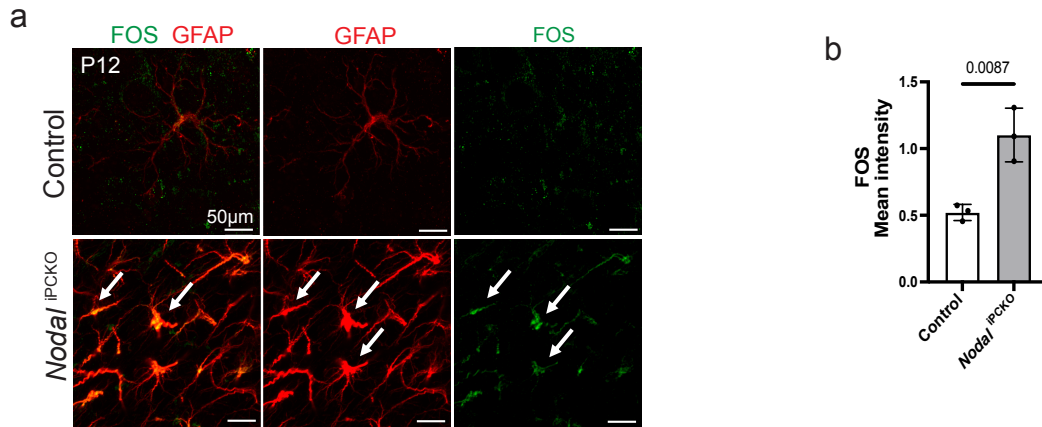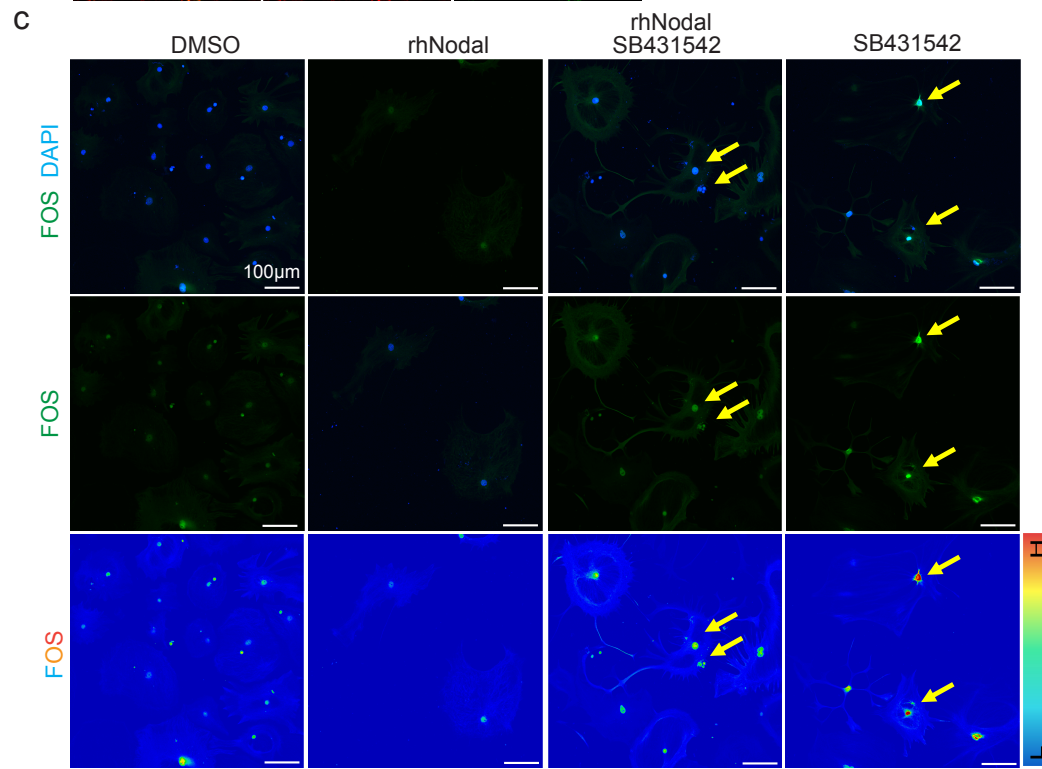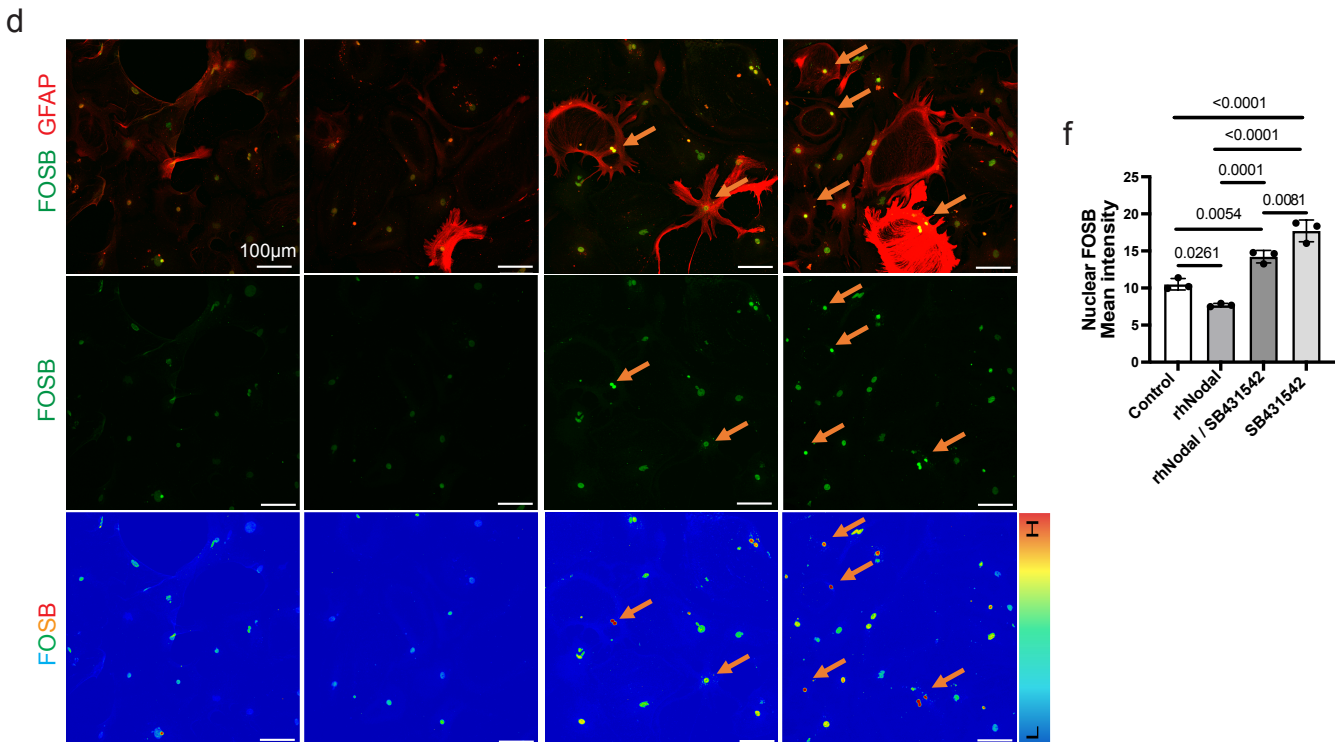

**Supplementary Figure 15. TGF $\beta$  signaling controls levels of nuclear FOS and FOSB.**

**(a)** Confocal images of brain cortex stained for FOS (green) and GFAP (red). White arrows indicate nuclear enrichment of FOS in *Nodal*<sup>iPCKO</sup> astrocytes.

**(b)** Graph showing the enhanced expression of FOS in *Nodal*<sup>iPCKO</sup> astrocytes compared to control. Data represents mean  $\pm$  s.e.m. (n=3); P-value, unpaired two tailed student t-test.

**(c, d)** Inhibition of TGF $\beta$  signaling with SB431542 increases nuclear FOS (green, yellow arrows) **(c)** and FOSB (green, orange arrows) **(d)** in cultured mouse primary astrocytes. Heatmap; low intensity (blue) to high intensity (red) in **c, d**.

**(e, f)** Graphs showing that Nodal signaling reduces the nuclear enrichment of FOS **(e)** and FOSB in cultured mouse primary astrocytes, whereas SB431542 inhibitor has the opposite effect. Data represents mean  $\pm$  s.e.m. (n=3 in **e, f**); P-value, one-way ANOVA with Tukey's test in **e, f**.

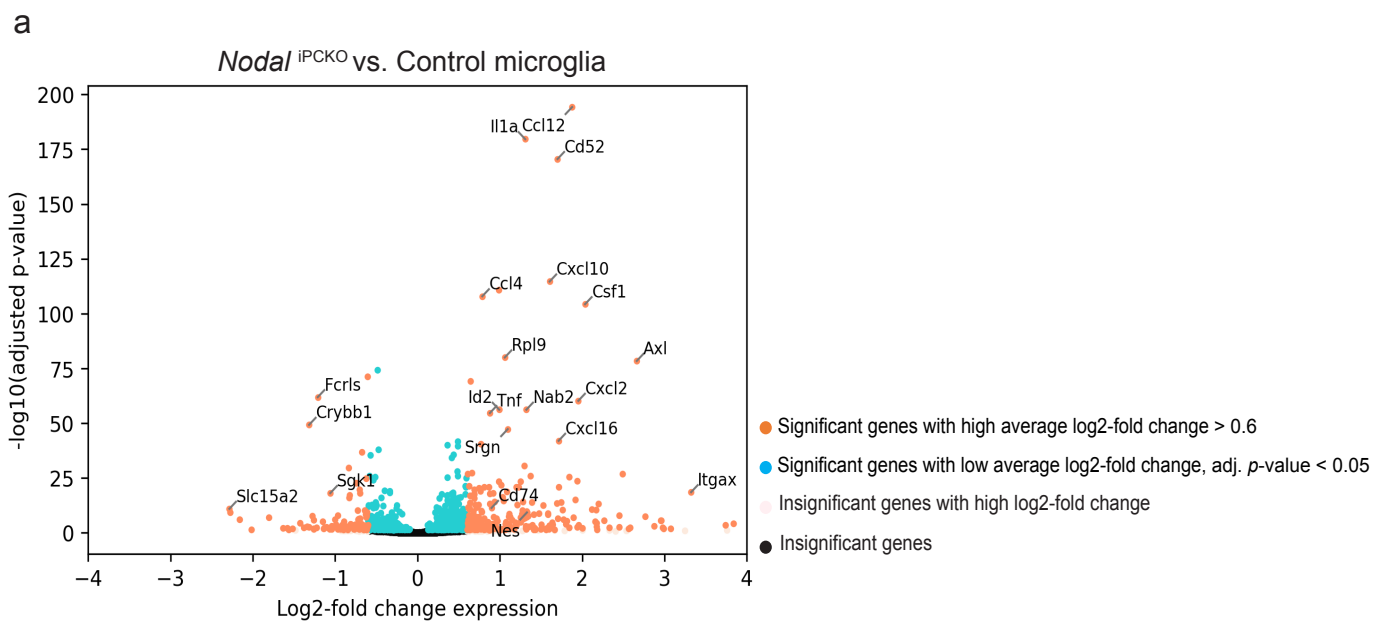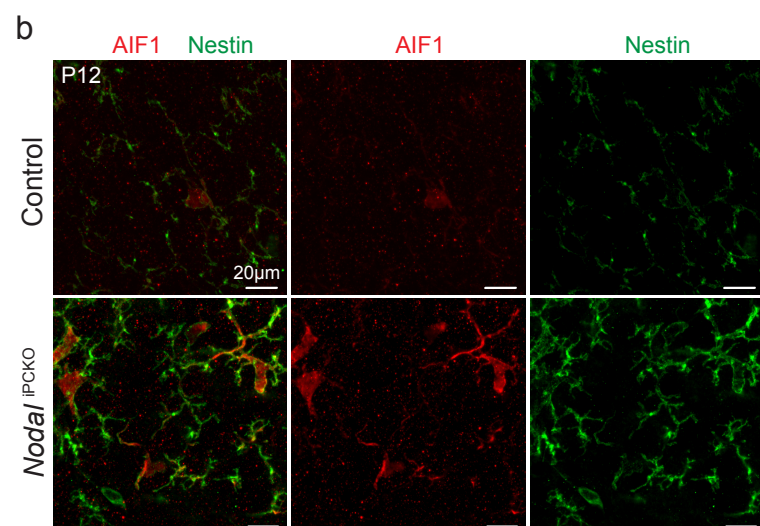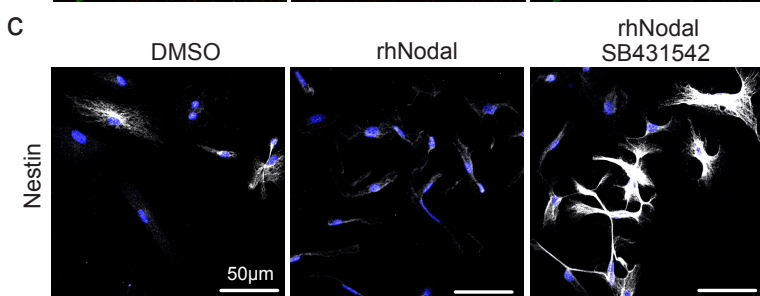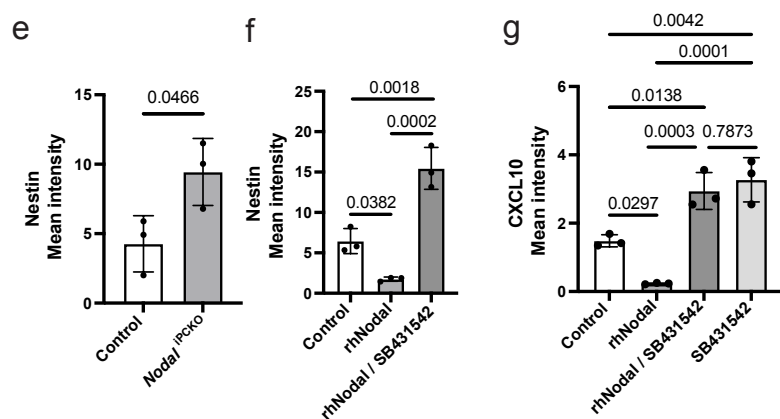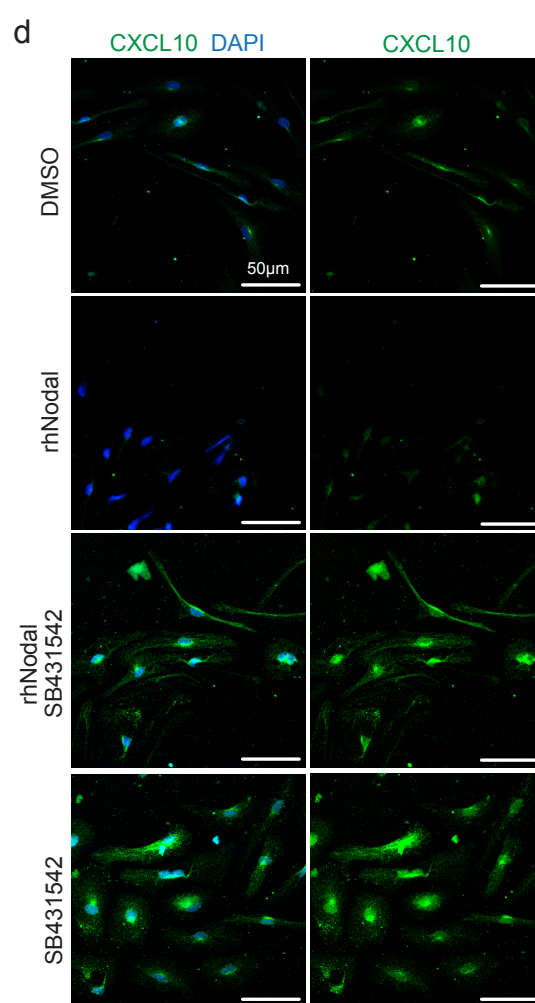

**Supplementary Figure 16. Marker genes of activated microglia are negative regulated by Nodal signaling.**

**(a)** Volcano plot showing the differential expression of genes in *Nodal*<sup>iPCKO</sup> microglia relative to control cells. 

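Among 7660 ranked genes in microglia-like cells, the 5 highest in the Nodal iPCKO library were Axl and, with log2 ratios beside them, Pdgfrb 6.81, Ccl5 4.18, Clec7a 4.21 and Itgax 3.15. The 5 lowest were Slc15a2 -2.24, Syt6 -2.40, Khdrbs3 -2.36, Myo18b -1.97 and Klf12 -1.77. Because of the transgene, Pdgfrb UMIs in mutant cells need not come from the gene itself. Of the other labelled genes, Cxcl2 had a log2 ratio of 1.91, and Fcrls and Crybb1 had -1.27 and -1.42.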

Average log<sub>2</sub>-fold change > 0.6, adjusted p-value < 0.05).

Pseudobulk DE analysis uses two-sided Wald test + independent filtering as implemented by pyDESeq2.

**(b)** Increased expression of Allograft inflammatory factor-1 (AIF1, red) and Nestin (green) in *Nodal*<sup>iPCKO</sup> microglia compared to control.

**(c, d)** Confocal images showing Nestin **(c)** and CXCL10 **(d)** expression in primary microglia treated with Nodal and SB431542 inhibitor.

**(e)** Graph showing the increased expression of Nestin in *Nodal*<sup>iPCKO</sup> sections of brain cortex compared to control littermate. Data represents mean ± s.e.m. (n=3); P-value, unpaired two tailed student t-test.

**(f, g)** Graphs showing that Nodal signaling reduces the expression of Nestin **(f)** and CXCL10

**(g)** in cultured mouse primary microglia, whereas SB431542 inhibitor has the opposite effect.

Data represents mean ± s.e.m. (n=3 in **f, g**); P-value, one-way ANOVA with Tukey's test in **f, g**.

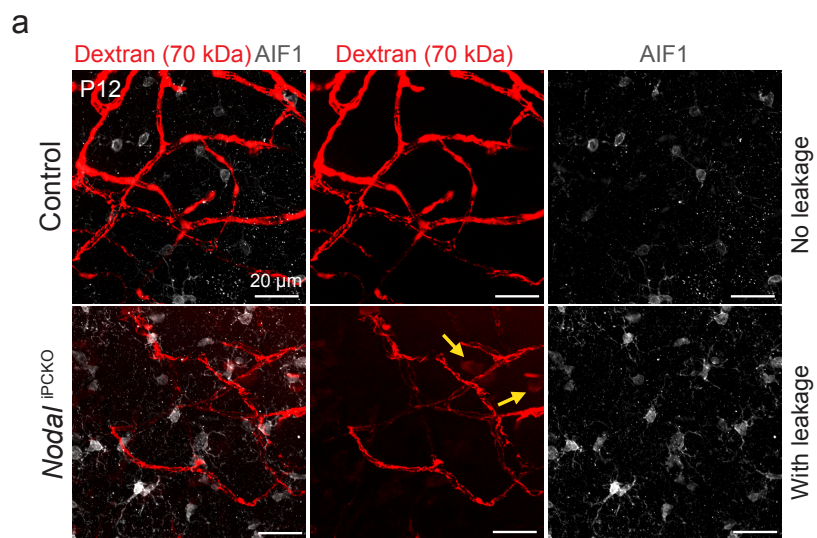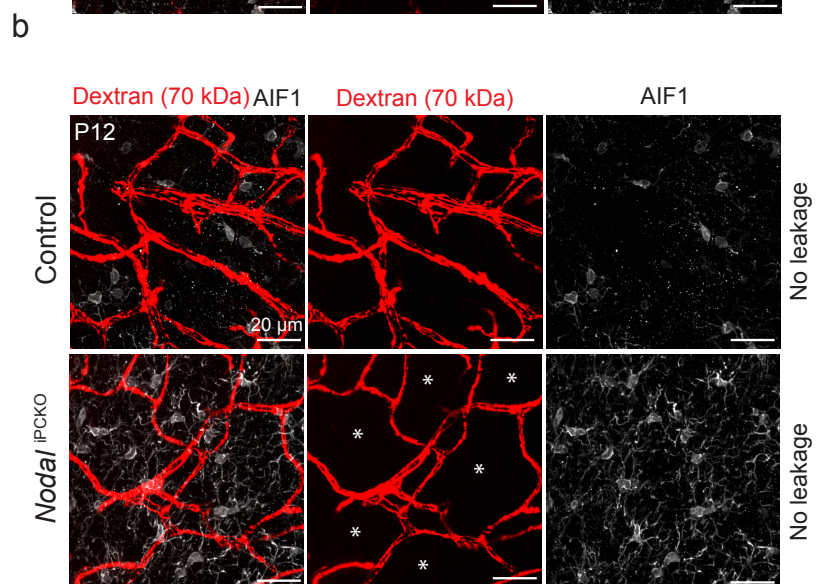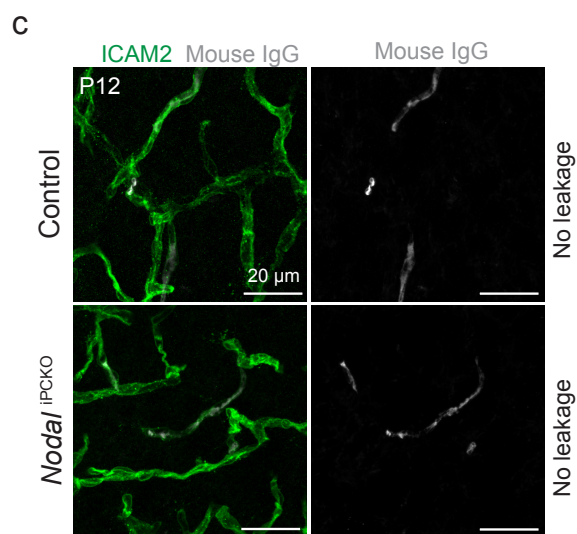

**Supplementary Figure 17. Microglia activation in the *Nodal*<sup>iPCKO</sup> brain cortex.**

**(a, b)** Confocal images of P12 brain cortex stained for microglial marker AIF1 (grey) from *Nodal*<sup>iPCKO</sup> and control littermates injected with Texas Red-dextran (70 kDa) (red), with local leakage (yellow arrows) **(a)**. Activated microglia can also be observed in areas of *Nodal*<sup>iPCKO</sup> cortex with no leakage (asterisks) **(b)**.

**(c)** Confocal images of brain cortex stained for ICAM2 (green) and mouse immunoglobulin G (IgG, white) showing region lack of extravasated IgG in P12 *Nodal*<sup>iPCKO</sup> and control littermates (6/14 brains).

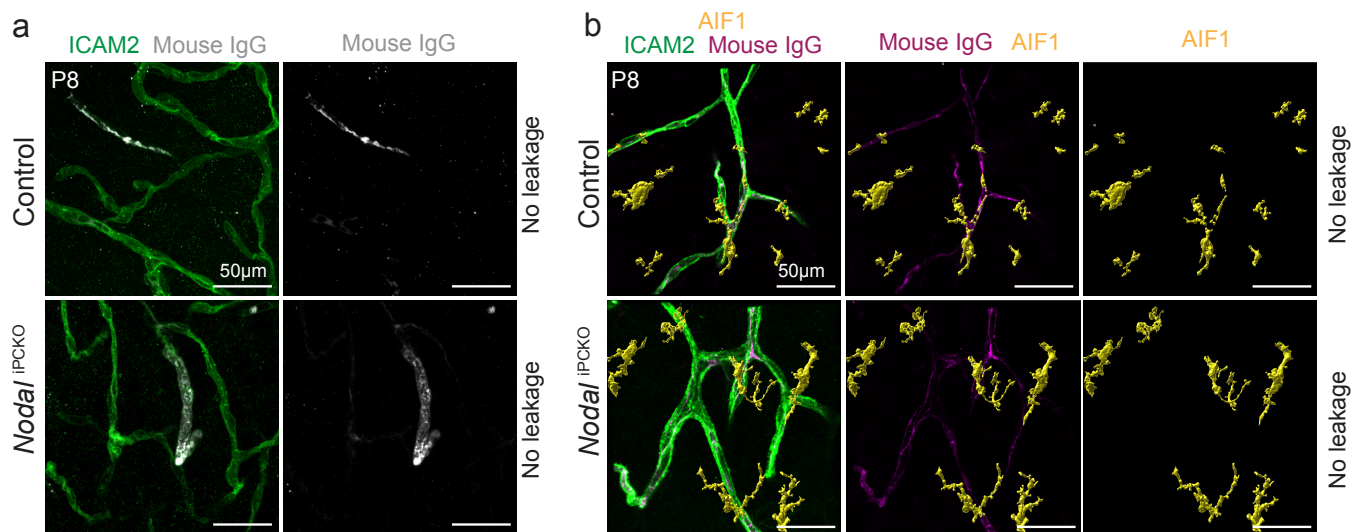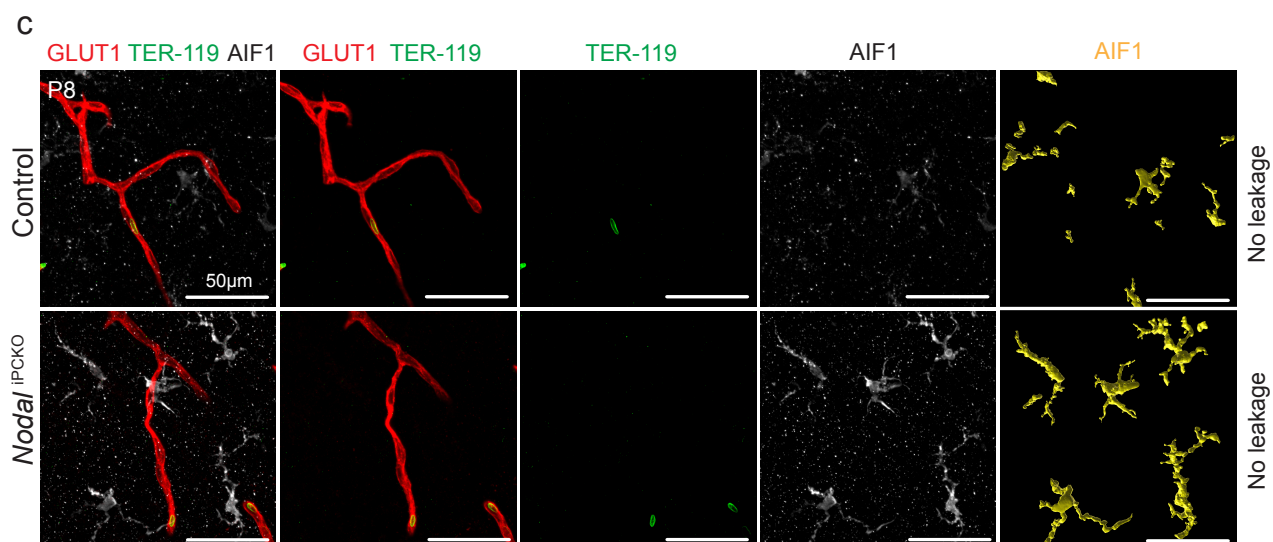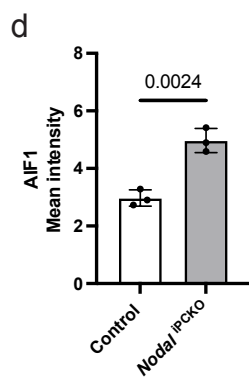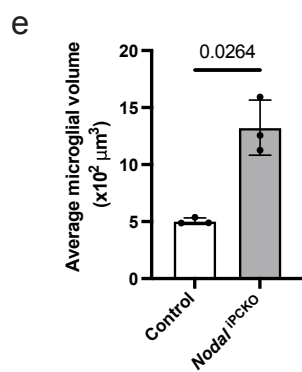

**Supplementary Figure 18. Microglia activation emerges early in *Nodal*<sup>iPCKO</sup> cortex.**

**(a, b)** Confocal images of brain cortex stained for ICAM2 (green) and mouse IgG showing lack of extravasated IgG in P8 *Nodal*<sup>iPCKO</sup> and control littermates (3/3 brains) **(a, b)**. Imaris surface-rendered image of AIF1+ microglia (yellow) showing that microglia volume is increased in P8 *Nodal*<sup>iPCKO</sup> mutants **(b)**.

**(c)** Confocal images of GLUT1+ (red) capillaries in brain cortex. Red blood cells (Ter119, green) are confined to vessels in P8 *Nodal*<sup>iPCKO</sup> and control littermates (3/3 brains), but increased microglia volume (white) can also be observed in P8 *Nodal*<sup>iPCKO</sup> mutants.

**(d, e)** Quantitation of AIF1 expression **(d)** and average microglial volume **(e)** in the P8 *Nodal*<sup>iPCKO</sup> and littermate control brain cortex. Data represents mean  $\pm$  s.e.m. (n=3); P-value, unpaired two tailed student t-test in **d** and unpaired two tailed Welch's test in **e**.

# Supplementary material for: Pericytes are organ-specific regulators of tissue morphogenesis
**Source:** Nat Commun. 2026 May 12;17:4229. doi: 10.1038/s41467-026-71643-1
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File Name:** Supplementary Data 1

**Description:** Full list of additional secreted factors that are significantly and uniquely expressed in either lung or brain.

**File Name:** Supplementary Data 2

**Description:** Full list of additional secreted factors that are significantly expressed in either the lung or the brain.

**File Name:** Supplementary Data 3

**Description:** Full list of genes that encode secreted factors and are differentially expressed in lung and brain pericytes.

**File Name:** Supplementary Data 4

**Description:** Full list of DEGs distinguishing lung and brain pericytes. Pseudobulk DE analysis uses two-sided Wald test + independent filtering as implemented by pyDESeq2 in Supplementary Data 1-4.

How the deposited data were processed for this re-analysis (not part of the article)

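Single-cell transcriptomes were measured in 6 BD Rhapsody whole-transcriptome libraries, each from cells of 2 mice of 1 genotype: lungs at P21 of Bdnf lox/lox control, Bdnf iPCKO, Hgf lox/lox control and Hgf iPCKO mice, and cerebral cortex at P12 of Nodal lox/lox control and Nodal iPCKO mice. All had received tamoxifen on P1 to P3. Each condition has 1 library, so no comparison has a replicate, and the control mice of each pair do not carry the CreERT2 transgene. Sex is not given per library. The imaging and other measurements without sequencing and the public single-cell resources of the study were not used here, nor were the files of barcode parts of the beads.

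According to their methods, the authors aligned the reads and counted UMIs with STARsolo on GRCm39 with Gencode annotation (the methods name vM33 and the data availability statement M26), kept every combination of the 3 barcode parts without a cell filter, and shared multi-mapping reads between genes by expectation maximization. The deposited matrices therefore hold estimated counts of UMIs, most of them whole numbers, without normalization. They were used as deposited, with estimated counts rounded where an exact interval, a share of cells or thinning needs whole numbers. The authors' own cell filters, clusters and tests were not used here. Symbols that occur more than once were not used for named genes.

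Barcodes with at least 200 UMIs were candidates. In each library the threshold was set at the steepest point of the barcode rank curve between 300 and 5000 UMIs, giving 1631 and 1398 UMIs in the Bdnf, 767 and 480 in the Hgf and 1508 and 1497 in the Nodal libraries (control first, as in all series below). Barcodes more than 3 scaled median absolute deviations above the median mitochondrial share were removed (above 26.7, 28.5, 24.6, 23.8, 17.2 and 15.1%), and so were those above the 99.5 percentile of UMIs. Doublets were scored by the Scrublet function of scanpy 1.11.5 at an expected rate of 0.1. The lower of the automatic thresholds of a pair was applied to both of its libraries, which removed 6.17, 6.27, 3.14, 3.08, 0.666 and 1.03% of cells.

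Cells of a pair were normalized to their total, log-transformed and reduced to 3000 variable genes and 100 principal components. The components were integrated with an implementation of the Harmony algorithm written in numpy 2.4.6, and cells were clustered by Leiden (leidenalg 0.10.2, igraph 0.11.9) on 30 neighbours at resolution 1. Mural, endothelial and alveolar cells of the lung and mural, endothelial, astrocyte and microglial cells of the cortex were clustered again on 2000 genes and 30 components. Reported genes, mitochondrial genes and the genes of all lists named below that were written in advance were left out of the variable genes.

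Clusters of at least 10 cells were named from 34 sets of markers listed in advance, none of which holds a gene compared here by itself except Csf1r, a microglia marker given beside Pdgfrb. A cluster took the name of the class with the highest median marker level relative to the best cluster of that class when at least 3 of its markers were found in 10% of its cells and 2-fold above the other cells. It stayed unnamed when this level was below 0.25, when an unrelated class reached 0.25, when pericyte and smooth muscle markers came within a ratio of 0.5 of each other, or when more of its 10 leading genes were markers of another class than of its own. AT1-AT2-like clusters needed markers of both types, with every other class below 0.15. Endothelial subtypes were named when the next subtype stayed below 0.8 of the first. The limits of this rule were set in rounds after marker levels and cell numbers of clusters had been seen, and before the value of any reported gene was seen. Unnamed clusters held 5.46, 8.68, 4.02, 6.18, 7.55 and 9.42% of the cells in the same order. Among the unnamed parts were AT1-like cells with endothelial markers (0.977 and 2.40% of Bdnf control and mutant cells), AT2-like cells with too few markers (2.46 and 2.51%), endothelial-like cells with AT1 markers or leading genes of another class in the Hgf libraries (1.08 and 1.27%, 0.803 and 1.40%) and pericyte-like cells with leading genes of another class in the Nodal libraries (1.41 and 1.21%).

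UMIs were summed per library and cell type and divided by all UMIs of these cells (CPM), with exact Poisson 95% intervals. Ratios of libraries are log2 of mutant over control with the conditional exact interval, and shares of cells carry Clopper-Pearson intervals (scipy 1.17.1). These intervals cover counting error alone, and no p-value was computed. A count of 0 was set to a floor of 3 UMIs for a ratio. This floor lies below the upper end of the Poisson interval and gives no strict bound. For a list of genes with at least 10 UMIs in both libraries together, the median log2 ratio (offset 0.5 UMI) was placed among 10000 random lists drawn from the 100 genes of like expression for each member. Genes within a list are not independent, and the percentile describes these libraries alone. Lists that the study drew from these same libraries are given without a percentile, because the choice of genes sets it. Scores per cell, and shares of cells given as thinned, were computed after drawing UMIs down to the 10th percentile of UMIs per cell, and cells within 0.1 SD of control scores of the limit were counted. The limits of the astrocyte and microglia scores take the top 32% and 7% of control cells, shares chosen from the study's figures. Free RNA was read from barcodes with 20 to 200 UMIs, without a correction of the counts.

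Named genes are those the study names for a comparison, and the 5 highest and lowest per comparison among genes with at least 200 UMIs, by the end of the counting interval nearer to 0. Some cell type markers and leading genes are not reported here. The study's tables and figures had been read when this rule and the marker sets were written. Lists from general knowledge, written before any value was seen, cover pan-reactive astrocytes, immediate-early and heat shock genes, homeostatic and disease-associated microglia, interferon response, M1 and M2, both arms of the clock, glucocorticoid response, S phase, G2/M and sex, while lists of imprinted genes and of genes next to Pdgfrb were added after values had been seen. A supplementary table of the study is held in part, and its values were compared only for genes found in it.

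The depth is 6961 and 4841 median UMIs per cell in the Bdnf, 3937.5 and 2649 in the Hgf and 7957 and 8019.5 in the Nodal libraries and 72.3, 71.8, 78.7, 76.6, 82.9 and 83.0% of UMIs lie in the cells kept. The intervals, list percentiles and thinning were tested on sums drawn as Poisson counts at the depth of these libraries, in which 200 genes were changed by 1 on the log2 scale. Cell calling, clustering and naming were not simulated. Coverage near 95% follows from the Poisson draw, and genes whose UMIs lie in few cells can vary more than these intervals allow. For endothelial-like, AT2-like, astrocyte-like and microglia-like cells, the intervals of 99.5, 99, 99 and 100% of changed genes left out 0, the interval covered the true value for 95.6, 95.5, 95.6 and 95.8% of all genes, and 4, 4, 1 and 3 of 100 unchanged lists fell outside the middle 95% of random lists. Alternatives were a fixed minimum of 1000 UMIs per cell, doublets kept, no integration, Leiden resolution 2, reported genes kept for clustering, every cell weighted equally, median-of-ratios scaling over genes with at least 50 UMIs per library, other score lists and no thinning. Assigning cells of unnamed clusters by their own markers (second class below 0.5 of the first) was added after the data were seen, because most cycling endothelial cells lay in unnamed clusters. Leaving out the pericyte-like cluster nearest to smooth muscle, for Bdnf, was added in the same way. Other packages were python 3.11.15, pandas 2.3.3, scikit-learn 1.9.0, scikit-image 0.26.0, anndata 0.12.19 and matplotlib 3.10.9, with random seed 7.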

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

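The tests of transgene transcripts, of fibroblast RNA as the whole of the H19 rise, of RNA from mesothelial cells and from an unnamed cluster, of the cluster led by H19 and of interferon genes were chosen after the result was seen, the list of imprinted genes was written after H19, Igf2 and Dlk1 had been seen, and that of the genes next to Pdgfrb after Pdgfrb had been seen. Apart from the comparison of Dlk1 levels between cell types, the other tests in this part were written down before their results. Each pair has 1 control and 1 mutant library of 2 mice each, so that a difference between mice, litters or preparations stays open beside the genotype for a pattern of 1 pair. For one found in more than 1 pair, it would have to recur in each of them. Each item was taken because values of the mutant library stood above those of the control library.

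Pdgfrb had 211 CPM in microglia-like cells of the Nodal iPCKO cortex and 1.89 CPM in those of the control (69.6% and 1.07% of cells with a UMI, at medians of 6469 and 6187 UMIs per cell). RNA from pericytes as the source is contradicted by the other pericyte markers. With the Pdgfrb of pericyte-like cells, the microglia-like cells would need 9.91% pericyte RNA, and the 7 pericyte markers should then rise by 3391 CPM. They went from 34.3 to 40.2 CPM, 0.172% of that rise. Extra copies that raise the neighbouring genes as much as Pdgfrb (log2 ratio 6.81) are contradicted by Csf1r, next to Pdgfrb. The log2 ratio of Csf1r in these cells was -0.27, within the middle 95% of 111 genes of like expression (-0.63 to 0.75). A small gain in copies could lie inside that range too, and Csf1r is itself a microglia marker, so such a gain is not excluded. Of the 7 neighbours, Camk2a was higher in these cells, with 25 and 99 UMIs (log2 ratio 1.21), but not in endothelial-like cells (-0.01). A candidate explanation that stays open is transcripts of the Pdgfrb transgene that carries the recombinase, which only the mutant mice have. Pdgfrb was higher in the mutant library in pericyte-like cells of all 3 pairs, 556 and 1914 CPM in the Bdnf, 1471 and 4426 CPM in the Hgf and 855 and 2112 CPM in the Nodal libraries, the smallest rise being 2.47-fold. It was also higher, with its interval above 0, in 10 of 10, 9 of 10 and 6 of 7 cell types of these pairs. The counts cannot separate the transgene from the gene itself, and higher transcription of Pdgfrb in mutant microglia was not tested.

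H19 had 63.4 CPM in endothelial-like cells of the Bdnf iPCKO lung and 5.90 CPM in the control. A few cells hold most of this. A UMI was found in 2.25% of mutant and 0.894% of control cells, and 69.0% of the mutant UMIs lay in 1 cluster of 6 control and 26 mutant cells, led by Igf2 and H19. More cells of this cluster do not account for all of the rise, as the log2 ratio without it was 1.76 (1.46 to 2.06) for H19 and 0.92 for Igf2, against 3.43 and 3.10 with it. There too 8 cells hold at least 50% of the mutant H19 UMIs, so that a change of the endothelium as a whole is not shown. H19 was higher in 9 of 12 cell types, with its interval in 7 and against the floor of 3 UMIs for a control without a UMI in 2, and lower in 2. Fibroblast-like cells of the mutant library had 76.2 CPM. The 8 matrix fibroblast markers were somewhat higher in mutant endothelial-like cells, with a median log2 ratio of 0.36 at percentile 99.83 of random lists, which fibroblast RNA would bring. Their amount argues against it as the source of H19. The rise would need 75.4% fibroblast RNA, and the markers rose by 0.118% of what such a share would bring. Mesothelial-like cells and an unnamed cluster led by Col2a1 and H19, 139 and 24 mutant cells, hold more H19, 1462 and 9076 CPM, so that 3.93 or 0.633% of their RNA would bring the rise. As the whole of it they are contradicted too, since 6 mesothelial markers rose by 0.825% and 9 other leading genes of that cluster by 1.78% of what such a share would bring. A wider change of imprinted growth genes stays open. A list of 11 others, among them Cdkn1c, Grb10 and Peg3, had a median log2 ratio of 0.40 in these cells, above all 10000 random lists, with 7 of 11 genes higher, and one of 0.39 without the cluster led by Igf2 and H19. This may reflect a less mature state of the mutant lung, which the design does not separate from the genotype and which was not tested.

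Dlk1 had 81.3 CPM in AT2-like cells of the Hgf iPCKO lung and 0.824 CPM in the control. A wider network is left open here. The same list of imprinted genes had a median log2 ratio of 0.10 in AT2-like cells, at percentile 71.1 of random lists, with 6 of 11 genes higher and the others lower, which decides nothing. RNA from another named cell type is contradicted by the levels there, 75.2 CPM in AT1-AT2-like and 29.4 CPM in matrix fibroblast-like cells of the mutant library, both below AT2-like cells. Igf2 was also higher in AT2-like cells of these libraries, with 4.27 and 9.26 CPM (log2 ratio 1.11), and in AT2-like cells of the Bdnf libraries Dlk1 had 0.320 and 5.41 CPM (log2 ratio 4.08, 3.32 to 4.94), so that the rise is neither limited to Dlk1 nor to the Hgf deletion. Neither a biological cause nor a difference between the mice was tested.

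Genes of the circadian output arm were higher in both mutant lungs, with median log2 ratios of 2.49 in AT2-like cells of the Hgf and 1.18 in endothelial-like cells of the Bdnf libraries. The list was in the top 2.5% of random lists in 11 of 12 cell types of the Hgf and 12 of 13 of the Bdnf libraries. Per2, a member of the list, is labelled in the paper's plots, as is Arntl of the activator arm. The activator arm was below 2.5% of random lists in 6 cell types of the Hgf libraries and in the top 2.5% in 0, and in 3 and 1 types of the Bdnf libraries. Single genes of the Hgf libraries had medians over cell types of 4.00 for Dbp (higher in 10 of 11), 2.77 for Nr1d1 (11 of 11) and -1.28 for Arntl (lower in 9 of 12). For the Bdnf libraries they were 1.27 for Dbp (10 of 12), 0.56 for Nr1d1 (higher in 5 and lower in 2 of 13) and -0.76 for Arntl (lower in 9 of 13). A different time of day at dissection and an effect of the genotype cannot be told apart for these genes in either pair, because each genotype was collected as 1 library and the paper's text gives no time of collection. In the Nodal libraries the output arm was in the top 2.5% of random lists in 0 and below 2.5% in 2 of 7 types. A second candidate explanation for the Hgf libraries, a glucocorticoid response, also stays open. The glucocorticoid list was in the top 2.5% of random lists in 11 of 12 cell types, Fkbp5 in 12 of 12 with a median log2 ratio of 2.92. In the Bdnf libraries that list was in this top part in 9 of 13 types.

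Interferon response genes were higher in microglia-like cells of the Nodal iPCKO cortex, with a median log2 ratio of 2.08 over 12 genes, all of them higher. The list was also in the top 2.5% of random lists in pericyte-like (1.52), astrocyte-like (1.37), vSMC-like (0.34 over 6 genes) and endothelial-like cells, 5 of 7 types with microglia. A change of like size in every cell type is contradicted by endothelial-like cells, where the median was 0.13, and by fibroblast-like cells with -0.09. An interferon response of the mutant cortex that is strongest in microglia is a hypothesis that stays open, as does an infection or another difference between the litters, which was not tested.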

How the results depend on the processing

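The alternatives were fixed before the data were examined, except the assignment of cells of unnamed clusters by their own markers and the pericyte-like class without 1 cluster. They were a fixed minimum of 1000 UMIs per cell, doublets kept, no integration, Leiden resolution 2, the reported genes kept for clustering, every cell weighted equally, median-of-ratios scaling, another list for the scores and no thinning. Each was tried alone. With no replicates, a value counts as moved when it left the counting interval of the reported value. Of 180 values of the compared results under an alternative, 136 stayed within it and 44 moved, and of 630 values of single genes and secondary results 578 stayed and 52 moved. No result whose reported interval left out 0 changed its sign under any of the alternatives that were run. By alternative, the moved values of all results were 19 for no integration, 15 for Leiden resolution 2, 14 for doublets kept, 14 for the fixed minimum, 13 for equal weights, 11 for reported genes kept, 6 for median-of-ratios scaling, 2 for the other score lists, and 1 for each of the 2 settings chosen after seeing the data. Without thinning neither share moved.

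The median log2 ratio of Ccnd1, Ccna2 and Mki67 in endothelial-like cells of the Bdnf libraries took its sign from the processing. It was 0.18 as reported, -0.25 with equal weights and 0.20 with median-of-ratios scaling. With the fixed minimum it was -1.83, with doublets kept -1.78, without integration -1.89, at Leiden resolution 2 -1.91 and with the reported genes kept -1.12. With the assignment by own markers, chosen after seeing the data, it was -1.84. As reported, most cycling cells with endothelial markers lay in unnamed clusters and outside the sums, and that assignment adds them.

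Bdnf in pericyte-like cells of the Bdnf libraries, with a log2 ratio of -3.29 as reported, was -1.12 with doublets kept, -1.11 without integration and -1.16 with the reported genes kept. Under these settings the class held 178, 179 and 181 cells of both libraries, against 371 as reported. Without the cluster next to smooth muscle, a setting chosen after seeing the data, it was -1.13 in 180 cells, with an interval of -4.52 to 1.49 that includes 0, so that the reported fall depends on that cluster, which is near the limit between pericyte and smooth muscle markers. At Leiden resolution 2 the endothelial marker list went from -0.67 to -0.74, and Ntrk2 in gCap-like over other endothelial-like cells from 3.05 to 1.17 (and to 1.83 with the fixed minimum). Hgf in pericyte-like over smooth muscle-like cells of the Hgf control lung went from 3.45, at the floor of 3 UMIs, to 5.18. Median-of-ratios scaling took Met in AT2-like over endothelial-like cells from 4.21 to 4.68. The microglial activation list was 1.6 and with equal weights 1.43. The share of cells above the score went from 61.8% to 38.2% for astrocytes and from 41.1% to 25.5% for microglia with the other lists, which hold other genes. Apart from Bdnf and the scores, the cause was not tested for any of these.

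Levels in brain pericyte-like cells of the Nodal control library left their counting intervals under most other clusterings, and the cause was not tested. In the order fixed minimum, doublets kept, no integration and reported genes kept, Angpt1 (41.6 CPM as reported) had 75.4, 76.4, 77.2 and 74.8 CPM, Bdnf (2.27 CPM as reported) had 8.98, 9.02, 10.5 and 8.98 CPM, Nodal (135 CPM as reported) had 109, 113, 101 and 107 CPM, Pdgfrb (855 CPM as reported) had 801, 797, 776 and 795 CPM, Cspg4 (1260.4 CPM as reported) had 1087, 1075, 1067 and 1093 CPM and Notch3 (1507.5 CPM) 1648, 1608, 1711 and 1640.4 CPM. At Leiden resolution 2 Pdgfrb had 802 and Notch3 1636 CPM.

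Median-of-ratios scaling takes the median log2 ratio over genes off every log2 ratio of a cell type. This median is more than 0.1 from 0 only in cells of the Hgf libraries, at -0.19 in pericyte-like, 0.23 in matrix fibroblast-like, 0.16 in smooth muscle-like, -0.13 in immune and -0.12 in club-like cells, so that Hgf in pericyte-like cells goes from -2.33 to -2.14. Depth limits the target genes. Hgf rests on 23 and 11 UMIs in pericyte-like cells of the Hgf libraries and Bdnf on 33 and 3 in those of the Bdnf libraries, and a gene without a UMI in the 57 smooth muscle-like cells of the Hgf control lung can still have up to 22.2 CPM, the upper end of its interval.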

Differences from the paper's values

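Of the 69 values of the paper that were set beside a value here, 4 differed, all of them changes of single genes shown in a plot. The paper's values come from a test that took parts of 1 library per genotype as replicates, and those here are ratios of sums over 2 libraries. A change read from a plot was taken to differ when the sign differed or when the distance was above both 0.15 on the log2 scale, the error of reading, and the counting error of the value here, and the alternatives were set before the data were examined. This rule covers 44 of the values. The others, numbers and shares of cells, were taken to differ only above a ratio of 1.5, and shares of pericytes with a UMI only when also outside the counting interval. That rule is looser, so the absence of a difference there says less. Supplementary Fig. 3d was read a second time at a higher magnification after the values here had been seen, and the second readings are given.

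For Itga1 in endothelial-like cells of the Bdnf libraries, the paper's log2 change is about -0.57 in Supplementary Fig. 3d, read by eye, and the value here is -0.73. Of the alternatives, a fixed minimum of 1000 UMIs per cell (-0.715) and median-of-ratios scaling (-0.71) came within the error, and doublets kept (-0.73), no integration (-0.72), Leiden resolution 2 (-0.77), the reported genes kept for clustering (-0.72) and every cell weighted equally (-0.73) did not. Except at Leiden resolution 2, all of these lie close to the limit of the reading error, so that this split carries no weight. For Mki67 in endothelial-like cells of the Bdnf libraries, the paper's log2 change is about -1.7 in Supplementary Fig. 3d, read by eye, and the value here is 0.19. Of the alternatives, a fixed minimum of 1000 UMIs per cell (-1.83), doublets kept (-1.82), no integration (-1.92) and Leiden resolution 2 (-1.92) came within the error, and the reported genes kept for clustering (-1.40), median-of-ratios scaling (0.21) and every cell weighted equally (-0.25) did not. For Ccna2 in endothelial-like cells of the Bdnf libraries, the paper's log2 change is about -1.2 in Supplementary Fig. 3d, read by eye, and the value here is 0.30. Of the alternatives, the reported genes kept for clustering (-1.12) came within the error, and a fixed minimum of 1000 UMIs per cell (-1.87), doublets kept (-1.78), no integration (-1.90), Leiden resolution 2 (-1.96), median-of-ratios scaling (0.33) and every cell weighted equally (-0.22) did not. For Ccnjl in AT2-like cells of the Hgf libraries, the paper's log2 change is about -4.6 in Supplementary Fig. 9h, read by eye, and the value here is -3.49. None of the alternatives came within the error, with values from -3.63 to -3.47 under a fixed minimum of 1000 UMIs per cell, doublets kept, no integration, Leiden resolution 2, the reported genes kept for clustering, median-of-ratios scaling and every cell weighted equally.

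With cells of unnamed clusters assigned by their own markers, chosen after seeing the values, Mki67 was -1.89, Ccna2 -1.85 and Ccnd1 -0.54, lower in the mutant library as the paper states, and none of these 3 genes of the paper was lost by it. The paper states that proliferation markers are reduced in mutant lung endothelium, and of its 3 markers Ccnd1 was lower here under the reported setting too, while Ccna2 and Mki67 had intervals that include 0. Other cycle genes labelled in that plot had log2 ratios of -0.75 (-1.41 to -0.11) for Cdk1 and -1.24 (-2.18 to -0.40) for Ect2. For Anln, -0.46 (-1.25 to 0.29), and Pbk, -0.49 (-1.83 to 0.83), the intervals include 0.

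The legend of Supplementary Fig. 9h names endothelial responses, while the plot's title names AT2 cells, and its values were compared with AT2-like cells here.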

Other observations

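The tests of free RNA for Hgf and Bdnf, of endothelial RNA as the whole of the Rgcc rise, of AT1-AT2 markers in AT1-like cells and of interferon genes in the lung were chosen after the result was seen, and the other tests in this part before.

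Hgf was lower in the Hgf iPCKO lung also in endothelial-like cells, at 4.32 CPM. Free RNA as the source of their Hgf is contradicted by the control library, in which they had 21.7 CPM and AT2-like cells, which take up the same free RNA, 0.314 CPM (0.135 to 0.618). Pericyte RNA in endothelial-like cells is limited by Pdgfrb, at 5.77 CPM there against 1471 CPM in pericyte-like cells of that library. Within gCap-like cells Hgf went from 40.6 to 7.05 CPM. A recombination in some endothelial cells or a lower transcription of Hgf in the mutant lung both stay open. For Bdnf, AT1-like cells of the Bdnf control lung had 213 CPM against 1.09 CPM in AT2-like cells and 33.8 CPM in barcodes without a cell, which free RNA does not bring about.

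The lower level of Plvap, Itga1 and Aplnr in mutant endothelium was not limited to a different mix of endothelial subtypes, while for Gja5 such a mix stays open. Within gCap-like cells alone Gja5 had log2 ratios of -0.09 (-0.53 to 0.33) in the Bdnf and -0.20 (-1.07 to 0.67) in the Hgf libraries. The median of all 4 genes there was -0.54 in the Bdnf and -0.55 in the Hgf libraries, the latter at percentile 6.51 of random lists, inside their middle 95%. In aCap-like cells it was -0.83 over 3 genes and -0.15. The list was lower in mutant endothelium in both pairs and is thus not specific to the Bdnf deletion in these libraries. Whether the 2 pairs differ was not tested.

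The AT1-AT2-like cells of the Hgf control library could be doublets of AT1 and AT2 cells. Their levels of Muc1, Tm4sf1, Tgfb2 and Igfbp2 were 0.981 times those of the best mixture of AT1-like and AT2-like cells (median of the 4 genes), their median of 7873 UMIs lay below the sum of the 2 types (9030) and above each of them (4309 and 4721), and their median doublet score was 0.246 against 0.102 in AT2-like and 0.0360 in AT1-like cells. In the Hgf iPCKO library Tm4sf1 was at 0.218 of its mixture, which a doublet would not bring. Muc1, Tgfb2 and Igfbp2 were at 0.988, 0.907 and 1.34 of theirs there, and the median of the 4 genes was 0.947. In the Bdnf libraries this median was 1.07 in the control and 1.02 in the mutant. A transitional state cannot be excluded, since such cells would also hold both sets of transcripts. The lower level of Tm4sf1, Tgfb2 and Igfbp2 in mutant AT1-AT2-like cells was shared by AT1-like cells, where the median log2 ratio of the 4 genes was -0.98. Muc1 was not lower in AT1-like cells, at 18.8 CPM in the control and 20.2 CPM in the mutant library. In the Bdnf libraries the median was -0.96 in AT1-AT2-like and -0.82 in AT1-like cells.

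The rise of Rgcc in AT2-like cells of the Hgf iPCKO lung went with higher Rgcc in 10 of 11 other cell types. Free RNA from endothelium as its source is contradicted by the levels. The 8 endothelial markers were higher in mutant AT2-like cells, by a median log2 ratio of 0.35, but Rgcc had 165 CPM in mutant endothelial-like cells, less than in AT2-like cells, so that the rise would need 1045% endothelial RNA, more than a cell can hold. In barcodes without a cell Rgcc went from 305 to 971 CPM. The counts were not corrected for free RNA, so a rise of Rgcc in the other cell types cannot be told apart from it. Of the proliferation genes, Ccnd1 was lower with its interval in 7 of 8 other cell types, Ccng1 in 5 of 11 and Ccnjl in 2 of 7, and none was higher in any, so that a fall across the library is seen mainly for Ccnd1. The median of those with enough UMIs was below 0, interval included, in 8 of 9 types, but it covers all 3 genes only in 3 of them and 2 genes in the other 6. In ciliated-like cells it was above 0, 0.27 (0.06 to 0.49) over 2 genes. In AT2-like cells it was -2.19. In AT2-like cells of the Bdnf libraries the list had -0.35. Across genes, the changes of 2 cell types of the same pair of libraries correlate, with Pearson's r of 0.51 to 0.65 in the Hgf, 0.39 to 0.45 in the Bdnf and 0.20 to 0.31 in the Nodal libraries and Spearman's rho of 0.52 to 0.61, 0.40 to 0.44 and 0.11 to 0.27. Each range covers 3 pairs of cell types over different sets of genes, no value for libraries without a change was computed, and genes are not independent replicates. A change seen in many cell types of a library may come from free RNA, the preparation, the mice or the genotype, and these were not separated.

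Immediate-early genes respond to tissue dissociation, and 6 of the 12 reactive astrocyte genes belong to them. The list of 18 had a median log2 ratio of 0.71 in astrocyte-like cells of the Nodal libraries. A response to handling shared by all cells is contradicted by microglia-like cells, in which 14 of the 18 genes were lower and the median was -0.19, while activation genes rose. In endothelial-like cells the median was 0.0314. It was 0.42 in vSMC-like and 0.23 in pericyte-like cells, so that a part shared with mural cells stays open. A response to handling that differs between cell types, as in astrocytes or microglia alone, was not tested and stays open too. In the Bdnf libraries the list was in the top 2.5% of random lists in 11 of 13 cell types, and in the Hgf libraries in 0 of 12, with 4 types below 2.5%. A list of 8 heat shock genes was below 2.5% of random lists in 5, 4 and 0 types and in the top 2.5% in 1, 0 and 0 types of the Bdnf, Hgf and Nodal libraries. The G2/M list had medians of 0.73 in astrocyte-like, 0.69 in microglia-like and -0.11 in endothelial-like cells of the Nodal libraries, and the S phase list 0.16, 0.24 and -0.07.

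Interferon response genes were lower in both mutant lungs, below 2.5% of random lists in 9 of 13 cell types of the Bdnf and 7 of 11 of the Hgf libraries. A lower content of immune cells is contradicted by AT2-like and endothelial-like cells, in which the list fell within the cell type, the median nearest to 0 being -0.45. A different microbial state of the litters may be behind it and was not tested.

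The 4 lung libraries held 0.10 to 0.15 CPM of Xist and 200.0 to 223 CPM of 4 Y-linked transcripts. The brain libraries held both, with 725 and 699 CPM of Xist and 28.5 and 25.8 CPM of Y-linked transcripts in the control and the mutant. Of brain cells with at least 3000 UMIs, 69.8% of control and 71.5% of mutant cells had Xist without a Y-linked transcript, 1.54% and 1.47% the reverse, and 21.0% and 20.1% both. The sex of the animals in a library is not given in the paper, and no explanation was tested.

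Angpt1 had 833 CPM (765 to 905) in pericyte-like cells of the Bdnf control lung, with a UMI in 81.4% of cells. The share of AT2-like cells was also lower in the Bdnf iPCKO lung, 26.9% against 34.7% in its control. Pericyte-like cells made up 0.476% of cells in the Hgf control and 1.22% in the mutant lung.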
